# p53 promotes peroxisomal fatty acid β-oxidation to repress purine biosynthesis and mediate tumor suppression

**DOI:** 10.1038/s41419-023-05625-2

**Published:** 2023-02-07

**Authors:** Jianhong Zhao, Xiaojun Zhou, Baoxiang Chen, Mingzhu Lu, Genxin Wang, Nagarajan Elumalai, Chenhui Tian, Jinmiao Zhang, Yanliang Liu, Zhiqiang Chen, Xinyi Zhou, Mingzhi Wu, Mengjiao Li, Edward V. Prochownik, Ali Tavassoli, Congqing Jiang, Youjun Li

**Keywords:** Cancer metabolism, Colon cancer

## Abstract

The metabolic pathways through which p53 functions as a potent tumor suppressor are incompletely understood. Here we report that, by associating with the Vitamin D receptor (VDR), p53 induces numerous genes encoding enzymes for peroxisomal fatty acid β-oxidation (FAO). This leads to increased cytosolic acetyl-CoA levels and acetylation of the enzyme 5-Aminoimidazole-4-Carboxamide Ribonucleotide Formyltransferase/IMP Cyclohydrolase (ATIC), which catalyzes the last two steps in the purine biosynthetic pathway. This acetylation step, mediated by lysine acetyltransferase 2B (KAT2B), occurs at ATIC Lys 266, dramatically inhibits ATIC activity, and inversely correlates with colorectal cancer (CRC) tumor growth in vitro and in vivo, and acetylation of ATIC is downregulated in human CRC samples. p53-deficient CRCs with high levels of ATIC is more susceptible to ATIC inhibition. Collectively, these findings link p53 to peroxisomal FAO, purine biosynthesis, and CRC pathogenesis in a manner that is regulated by the levels of ATIC acetylation.

## Introduction

As a master tumor suppressor, p53 inhibits proliferation and tumorigenesis in a variety of ways that include the induction of cell cycle arrest and the promotion of apoptosis and senescence [1, 2]. More recent studies have uncovered additional roles for p53 in metabolism, including the regulation of glycolysis; the pentose phosphate pathway; mitochondrial oxidative phosphorylation, and amino acid, nucleotide, and lipid biosynthesis [2]. Accumulating evidence suggests that this metabolic regulation is a key aspect of p53’s diverse tumor suppressive activities [3], but many questions remain unresolved.

Dysregulation of fatty acid β-oxidation (FAO) is a frequent feature of cancer metabolic reprogramming [4]. FAO normally occurs in both mitochondria and peroxisomes although the latter is a non-energy-generating pathway and makes preferential use of very long chain fatty acids (VLCFAs) (i.e., >C18) [5–7]. Previous research has shown that p53 enhances mitochondrial FAO [2, 8] by increasing pantothenate kinase 1 (PANK1), which supplies the Coenzyme A (CoA) required for the biosynthesis of acetyl-CoA, the final product of the FAO catabolic pathway [9, 10]. p53 also increases mitochondrial FAO by transcriptionally inducing several other key enzymes in the fatty acid degradation pathway, including CPT1C [11], Lipin 1 [12], Acda11 [13], and MCD [14].

In addition to its role in energy generation, acetyl-CoA is a donor of acetyl groups for histones and other proteins [9, 15]. For example, peroxisome-derived acetyl-CoA is a major source of hepatic cytosolic acetyl-CoA, which contributes to the acetylation of Raptor (regulatory associated protein of mTOR Complex 1), a key regulatory node in autophagy pathways [16]. These results underscore the importance of acetyl-CoA derived specifically from peroxisomes in protein acetylation.

Purine metabolism provides cells with critical anabolic cofactors needed to sustain survival and proliferation and is particularly critical in rapidly dividing cancer cells [17, 18]. However, the mechanisms by which purine biosynthetic balance is achieved and maintained remain poorly understood. 5-aminoimidazole-4-carboxamide ribonucleotide formyltransferase/IMP cyclohydrolase (ATIC) is a key metabolic enzyme in purine metabolism that catalyzes the last two steps in this pathway [19]. Here, we report that p53-mediated increases in peroxisomal FAO, results in increasing acetyl-CoA levels. p53 also induces KAT2B expression. This leads to increase KAT2B-mediated ATIC acetylation to deactivate its enzymatic activity, reduced cellular purine biosynthesis, and tumor growth inhibition. Our study thus identifies a previously unrecognized link between the p53-dependent generation of peroxisomal acetyl-CoA and tumor suppression via a pathway involving the acetylation-dependent regulation of ATIC and the final steps in purine biosynthesis.

## Results

### p53 facilitates peroxisomal β-oxidation

After crossing *Trp53*^*fl/fl*^ mice with *Pvillin-Cre* mice to generate *Pvillin-Cre* + *Trp53*^*fl/fl*^ (*VP*) mice, colorectal cancers (CRC) were induced by AOM/DSS (Fig. 1a) in both cohorts. On day 98, the *Trp53*^*fl/fl*^ and *VP* mice developed large tumors in the colon (Fig. S1a). Then, tumor tissues from CRC mice were analyzed by RNA-seq and Gene Set Enrichment Analysis (GSEA). 

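RNA was sequenced from 6 colorectal tumors of different mice, 3 from *Trp53* fl/fl mice, whose *Trp53* alleles are flanked by loxP sites and intact without Cre, and 3 from *VP* mice, in which Cre under the villin promoter removes *Trp53* in intestinal epithelial cells. According to the methods, 8-week-old mice received 10 mg/kg azoxymethane (AOM), a carcinogen, and then cycles of 2.5% dextran sulfate sodium (DSS), which inflames the colon, for 7 days each, and tumors were dissected from the surrounding tissue on day 98. The libraries were made from poly(A)-selected RNA and read from both ends. The authors deposited TPM, values scaled for transcript length and for the size of each library, with 2 decimals for 54167 genes in each tumor, without pooling. The paper's text names neither the program that computed the TPM nor the genome build or annotation. Of the genes, 467 carry an assembled-transcript ID without a name, and 26296 were at 0 in all 6 tumors. TPM keep no number of reads, so the sequencing depth is unknown, and the columns sum to between 999964 and 1000067. At least 1 TPM was reached by 14987, 15234 and 15106 genes in the *Trp53* fl/fl tumors and by 15101, 14986 and 14857 genes in the *VP* tumors. Fold changes were taken on the log2(TPM + 1) scale, *VP* minus *Trp53* fl/fl, which understates the change of weakly expressed genes. They were tested with limma over the 15117 genes with at least 1 TPM in at least 3 tumors, with Benjamini-Hochberg adjustment.

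*Trp53* (ENSMUSG00000059552, chromosome 11 from 69580359 to 69591873 in the GENCODE M21 annotation of GRCm38) was at 124.94, 99.30 and 147.45 TPM in the *Trp53* fl/fl tumors and at 38.45, 32.79 and 27.83 TPM in the *VP* tumors, a log2 fold change of -1.87 (standard error 0.18, limma adjusted p = 0.0207). *Cdkn1a*, which encodes p21, fell from 147 ± 17.0 TPM (SD, n = 3) to 100.4 ± 20.9 TPM (SD, n = 3), and its log2 fold change of -0.56 did not pass the adjustment (limma adjusted p = 0.317). Over all genes tested, 25 differed with a limma adjusted p-value under 0.05, of which 12 were higher and 13 lower in *VP* tumors, and 1892 had an unadjusted p-value under 0.05. Limma's array quality weights moved this count most, to 323 genes. That setting gave *Trp53* fl/fl replicate 1 a weight of 7.29 against 0.444 to 1.04 for the other tumors, and the estimation of the weights stopped before it converged. The median log2 fold change of all genes tested was -0.07. The correlation of log2 values across genes lay between 0.960 and 0.974 for tumors of the same genotype and between 0.948 and 0.970 for tumors of different genotypes.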

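For fatty acid metabolism, the Reactome set of fatty acid, triacylglycerol and ketone body metabolism was used, since the paper's text does not list the genes behind Fig. 1b. Of its 89 genes, 80 passed the expression filter. In a GSEA of genes ranked by the signal-to-noise ratio of TPM, with positive scores for higher expression in *Trp53* fl/fl tumors and 10000 random gene sets, the normalized enrichment score (NES) of the set was -1.20 (gene permutation p = 0.128). The median log2 fold change of its genes was 0.03, with 37 genes lower and 43 higher in *VP* tumors. Dividing the TPM of each tumor by the mean of 12 epithelial marker genes, which lowers all genes of the *VP* tumors alike, moved this score most, to 0.55 (gene permutation p = 0.991). Toward *VP* tumors the set passed 0.05 with median-of-ratios rescaling (NES -1.50), with unweighted GSEA (-2.25) and without *VP* replicate 3 (-1.35). The gene permutation p-values were 0.0161, 0.0016 and 0.0484. It also passed with limma's camera, a gene set test that allows for a preset correlation between genes (p = 0.0299). With camera's adjustment over 855 Reactome sets it did not pass (adjusted p = 0.143). That correlation was not estimated from these tumors, so the camera p-values throughout do not account for stronger correlation within a set. Exact permutation of the 6 tumors gave a one-sided p of 0.2. None of the 113 genes with a log2 fold change of -1 or less and an unadjusted p-value under 0.05 belonged to the set (Fisher's exact test, one-sided, p = 1), and 1 member was lower at an unadjusted p-value under 0.05 alone. That test treats genes as independent, and 0.598 members would fall among the 113 genes by chance.

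The peroxisomal FAO set was the list of genes shown in Fig. 1d, with Acaa1 taken as *Acaa1a* and *Acaa1b*, which makes 20 genes. Fig. 1d shows the same tumors, and how its genes were chosen is not stated, so tests of this list are not independent of these data. *Acot4*, *Acoxl* and *Acaa1b* were below the expression filter. The other 17 had an enrichment score of 0.652 and an NES of 1.80 toward *Trp53* fl/fl tumors (gene permutation p = 0.0023). When the genotype labels of the 6 tumors were permuted instead, the NES was 1.31 and the exact one-sided p was 0.05, the smallest that the 20 labelings allow. With the 21 tested genes of the Reactome set of peroxisomal lipid metabolism in place of the Fig. 1d list, the NES was 1.40 and the gene permutation p rose to 0.0805. Limma's camera had that set lower in *VP* tumors (median log2 fold change -0.22, adjusted p = 0.0318 over the same sets). The Reactome set shares genes with Fig. 1d, such as *Scp2*, so it is not an independent check. All 17 genes had a negative log2 fold change, with a median of -0.31. No gene of the list passed the limma adjustment over all genes tested, 5 had an unadjusted p-value under 0.05, and 1 passed when the adjustment covered the list alone. The mean of log2(TPM + 1) over the 20 genes was 3.91 ± 0.0524 (SD, n = 3) in *Trp53* fl/fl tumors and 3.63 ± 0.0202 (SD, n = 3) in *VP* tumors. The difference of -0.27 was larger than the spread between tumors of either genotype, with every *VP* tumor below every *Trp53* fl/fl tumor (exact permutation test, two-sided, p = 0.1, the smallest p that 3 tumors against 3 allow). Centring on the epithelial markers, with the same shift of all genes, moved the difference most, to -0.45.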

We found p53 knockout in the *VP* group to be associated with marked down-regulation of genes involved in fatty acid metabolism and more specifically, peroxisomal β-oxidation (FAO) (Figs. 1b and 1c). Transcriptomic analysis of GSE27901 [20] revealed similar findings when comparing p53 WT and p53 null mouse embryo fibroblasts (MEFs) (Figs. S1b and S1c). 

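Since the genes of Fig. S1d are not listed in the paper's text, a list of mitochondrial FAO genes was written before the data were examined. It held 21 genes of the carnitine shuttle and of mitochondrial β-oxidation, and 20 passed the expression filter. Among them were *Cpt1a*, *Cpt2*, *Acadvl*, *Acadm*, *Hadha* and *Hadhb*. The NES of these genes was -1.23 (gene permutation p = 0.20). Their median log2 fold change was 0.06, 13 were higher and 7 lower in *VP* tumors, and none passed the limma adjustment over all genes tested, while 1 was higher and none lower at an unadjusted p-value under 0.05. Limma's camera changed the call, with higher expression in *VP* tumors (p = 0.0448), while exact permutation of the 6 tumors gave a one-sided p of 0.2. Division by the epithelial marker mean, a shift shared by all genes, changed the direction of the score, to 0.47 (gene permutation p = 0.991). With the 15 genes of the Reactome set of mitochondrial fatty acid β-oxidation, the NES was -1.08 (gene permutation p = 0.350).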

Notably, neither CRC tumors nor MEFs were enriched for gene sets pertaining to mitochondrial FAO (*P* = 0.435 and *P* = 0.167, respectively) (Fig. S1d). Among the peroxisomal FAO transcripts that were more highly exp*ressed in Trp53*^*fl/fl*^ CRCs were those encoding *Acox1*, *Ehhadh*, *Acaa1*, *Scp2*, *Acox3,* and *Abcd4* (Fig. 1d). 

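*Acox3* (ENSMUSG00000029098, chromosome 5 from 35583040 to 35615352), which encodes an acyl-CoA oxidase of the peroxisome, fell from 20.9 ± 2.77 TPM (SD, n = 3) in *Trp53* fl/fl tumors to 15.3 ± 1.52 TPM (SD, n = 3) in *VP* tumors. The log2 fold change of *Acox3* was -0.43 (standard error 0.14), with a limma adjusted p of 0.335 over all genes and of 0.0830 over the 17 tested genes of Fig. 1d. Every *VP* tumor lay below every *Trp53* fl/fl tumor, and with each tumor left out in turn the log2 fold change stayed between -0.49 and -0.32.

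*Acaa1a* (ENSMUSG00000036138, chromosome 9 from 119339676 to 119350299) was at 69.9 ± 2.28 TPM (SD, n = 3) and 61.4 ± 5.72 TPM (SD, n = 3), without overlap between the genotypes, and its log2 fold change was -0.19 (limma adjusted p = 0.496). Its paralog *Acaa1b*, whose reads the quantification could have divided with it, stayed below 1 TPM in every tumor. For *Ehhadh* (ENSMUSG00000022853, chromosome 16 from 21761287 to 21787807) the values of the genotypes overlapped, at 11.2 ± 1.59 TPM against 8.84 ± 1.39 TPM (SD, n = 3 each), a log2 fold change of -0.31 (limma adjusted p = 0.482). *Scp2* (ENSMUSG00000028603, chromosome 4 from 108043839 to 108144998) overlapped as well, at 251 ± 47.2 TPM against 213.9 ± 25.3 TPM (SD, n = 3 each), with a log2 fold change of -0.22 (limma adjusted p = 0.584). *Abcd4* (ENSMUSG00000021240, chromosome 12 from 84601464 to 84617413) was at 10.5 ± 2.93 TPM in *Trp53* fl/fl tumors and 9.32 ± 0.819 TPM in *VP* tumors (SD, n = 3 each). Its log2 fold change of -0.13 (limma adjusted p = 0.795) was smaller than its standard error of 0.20 and changed sign, to 0.07, without *Trp53* fl/fl replicate 2. Among the other genes of Fig. 1d, *Hsd17b4* (log2 fold change -0.39) and *Acot8* (-0.38) had limma adjusted p-values of 0.301 and 0.317. Coordinates are those of GRCm38.

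The paper's line of reasoning runs from the gene sets that were lower in *VP* tumors (Figs. 1b and 1c), by way of mitochondrial FAO, for which it found no enrichment (Fig. S1d), to these peroxisomal transcripts, of which it then measured selected genes by qRT-PCR and Western blot in CRC tumors (Figs. 1e and 1f).

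**Figure D1:**
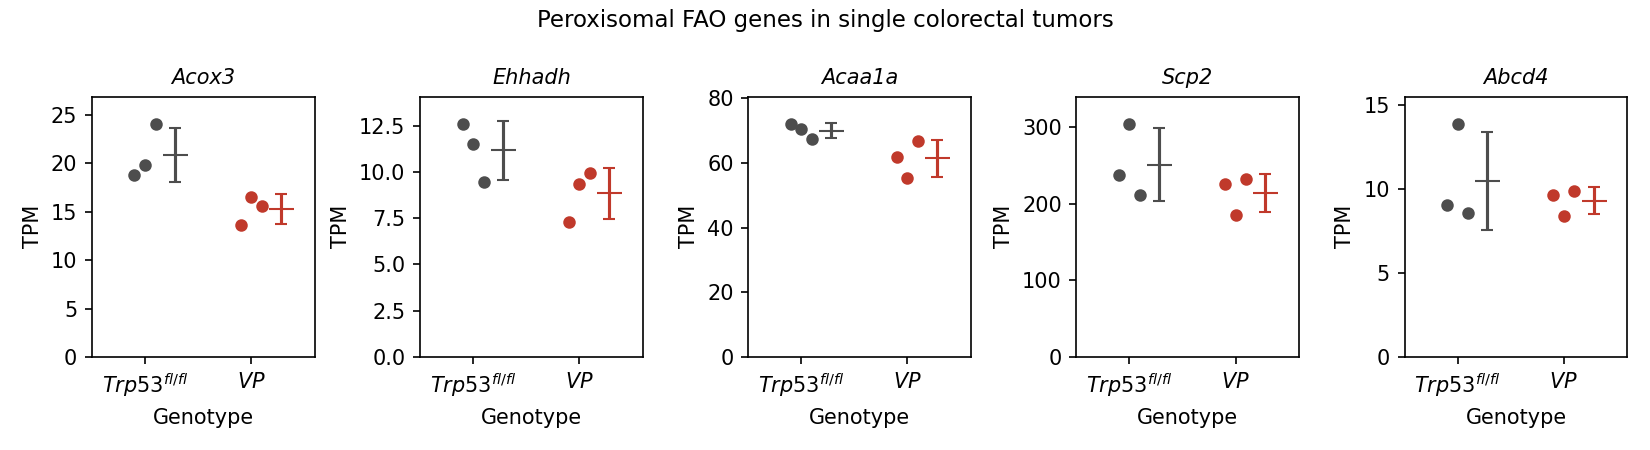
TPM of 5 peroxisomal FAO genes in each tumor (vertical axes, linear, from 0) by genotype (horizontal axes), with points for single tumors and, beside them, a bar for the mean and whiskers for the SD (n = 3). *Acox3* lies between 18.77 and 24.01 TPM in *Trp53* fl/fl tumors and between 13.59 and 16.56 TPM in *VP* tumors, while the values of *Ehhadh*, *Scp2* and *Abcd4* overlap between the genotypes.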

Similar gene expression differences were observed between WT and p53 null MEFs (Fig. S1e). We confirmed increased mRNA and protein levels for selected genes in CRC tumor tissues from *Trp53*^*fl/fl*^ mice (Figs. 1e and 1f). Upregulation of the above genes was confirmed in HCT116 CRC cells following treatment with Nutlin3, which reactivates p53 protein (Figs. S1f and S1g). Similarly, knockdown (KD) of WT p53 with two different shRNAs significantly reduced levels of selected peroxisomal FAO proteins in HCT116 p53^+/+^ cells (Fig. S1g). The depletion of p53 in WT MEFs also led to a marked down-regulation of peroxisomal FAO proteins (Fig. S1g). Notably, the defect could be rescued by expressing WT p53 in HCT116 p53^−/−^ cells (Fig. S1g), but not in cells stably expressing various p53 mutants (Fig. S1h).

**Fig. 1:**
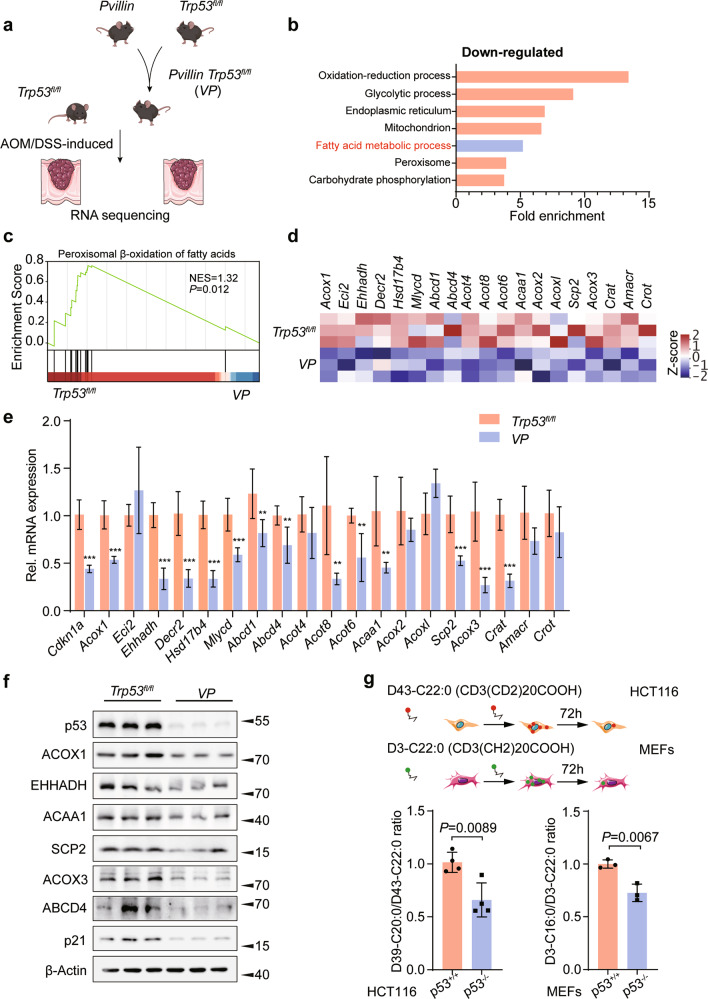
p53 facilitates peroxisomal β-oxidation. **a** Experimental scheme. *Trp53*^*fl/fl*^ mice were crossed with *Pvillin-Cre* mice to generate *Pvillin-Cre* + *Trp53*^*fl/fl*^ (*VP*) mice, and the colorectal tumor model was induced by AOM/DSS. **b** Gene ontology analysis of gene sets that were significantly downregulated in metabolic process from *VP* mice CRC tissues compared to *Trp53*^*fl/fl*^ ones. **c** Gene set enrichment analysis (GSEA) was used to evaluate changes in the gene signature of peroxisomal FAO comparing CRC tumors from *Trp53*^*fl/fl*^ and *VP* mice. **d** Heatmap of RNA-seq expression values of peroxisomal FAO genes comparing tumors from *VP* and *Trp53*^*fl/fl*^ mice. **e** qRT-PCR analysis of various peroxisomal FAO genes comparing CRC tumors from *Trp53*^*fl/fl*^ and *VP* mice, *n* = 6. **f** Western blot analysis for ACOX1, EHHADH, ACAA1, SCP2, ACOX3, ABCD4, and p21 expression in CRC tumors from AOM/DSS-induced colitis-associated colorectal cancer (CAC) mouse model, *n* = 3. **g** HCT116 cells and MEFs were incubated with D43-C22:0 or D3-C22:0, whose catabolism to D39-C20:0 or D3-C16:0 was measured using mass spectrometry. Peroxisomal FAO was expressed as the ratio of D39-C20:0 to D43-C22:0 or D3-C16:0 to D3-C22:0; *n* = 3 or 4. Data were presented as mean ± SD. **P < 0.01, ***P < 0.001.

The foregoing results pointed to a direct positive correlation between p53 and peroxisomal FAO gene and protein expression. To more closely explore the physiologic implications of this, stable isotope–labeled docosanoic acid D39-C20:0/D43-C22:0 and docosanoic acid D3-C16:0/D3-C22:0 ratios were determined by mass spectrometric (MS) analysis [21]. This revealed significant increases in the levels of peroxisomal FAO in the HCT116 p53^+/+^ cells and MEFs cells compared with their p53^−/−^ counterparts (Fig. 1g), thereby confirming at the metabolic level that p53 accelerates peroxisomal FAO.

### p53’s association with the Vitamin D receptor is necessary to promote peroxisomal FAO gene expression

To investigate the mechanism(s) by which p53 promotes peroxisomal FAO gene induction, we determined whether the *ACOX1, EHHADH, ACAA1, SCP2*, and *ACOX3* genes are direct p53 targets. Thus, we first analyzed ChIP-seq data from HCT116 WT cells treated with Nutlin3 [22] but were unable to identify any potential p53 response element binding (data not shown). Using the Cancer Genome Atlas (TCGA) database to analyze correlations between peroxisomal FAO genes and 1639 human transcription factors (TFs), we found that only the expression of the vitamin D receptor (VDR) positively correlated with the expression of all the peroxisomal FAO enzyme genes (Extended Data table 3, *R* > 0.3 and Figs. 2a and 2b). Immunoblot analysis also revealed that VDR loss in HCT116 or RKO cells led to decreased expression of a select group of the above proteins whereas overexpression of VDR had the reverse effect (Figs. 2c and S2a). Although VDR overexpression in p53^+/+^ HCT116 and MEFs increased peroxisomal FAO protein expression, the levels of six of these proteins were markedly attenuated in p53^−/−^ cells, even in the presence of ectopically-expressed VDR (Figs. 2d and S2b). Interestingly, a number of these genes contained VDR response elements (VDREs).

**Fig. 2:**
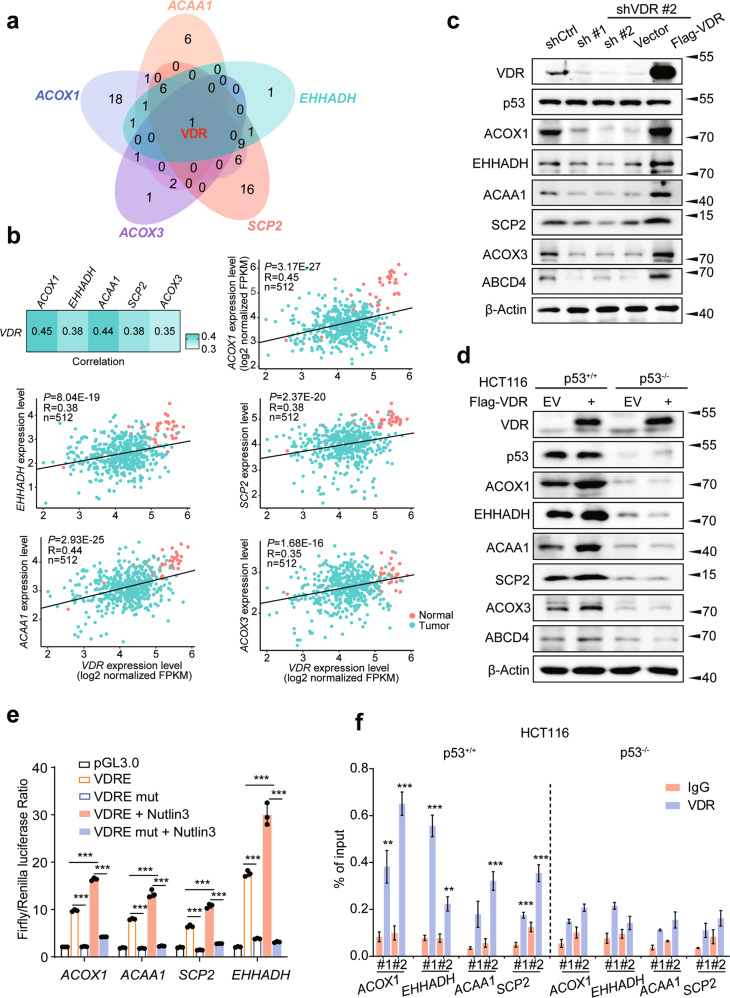
p53 is associated with VDR to promote the expression of genes involved in peroxisomal β-oxidation. **a** Venn diagram showing the numbers of overlapping TFs among the peroxisomal FAO rate-limiting enzyme genes. **b** Correlation between the expression levels of *VDR* and *ACOX1*, *EHHADH*, *ACAA1*, *SCP2*, *ACOX3* in 41 normal (orange) and 471 tumor (green) COAD samples, as determined by Pearson’s *r* analysis. **c** Protein expression of ACOX1, EHHADH, ACAA1, SCP2, ACOX3, and ABCD4 in HCT116 cells with VDR inhibition. **d** Western blot analysis of ACOX1, EHHADH, ACAA1, SCP2, ACOX3 and ABCD4 expression in HCT116 p53^+/+^ or p53^−/−^cells expressing VDR. **e** Dual-luciferase assays in HEK293T cells transfected with the indicated plasmids or treated with Nutlin3 (10 μΜ), *n* = 3. **f** qPCR ChIP analyses of VDR binding to *ACOX1*, *EHHADH*, *ACAA1*, and *SCP2* promoter regions in HCT116 p53^+/+^ or p53^−/−^cells, *n* = 3. Data were presented as mean ± SD. **P < 0.01, ***P < 0.001.

To determine whether VDREs regulate peroxisomal FAO genes expression, we cloned WT or mutant VDREs into the promoter region of a firefly luciferase reporter plasmid and observed only the former to be active (Fig. 2e). Luciferase reporters containing peroxisomal FAO gene promoter elements with WT VDREs but not with mutant VDREs were also dramatically up-regulated when treated with Nutlin3, suggesting that the regulation of peroxisomal FAO genes expression by p53 is also VDR dependent (Fig. 2e). Consistent with this, ChIP analysis showed more pronounced binding of VDR to the promoters of peroxisomal FAO pathway genes in p53^+/+^ cells versus p53^−/−^ cells (Figs. 2f and S2c).

Given the apparent importance of the VDR in promoting the p53 response of peroxisomal FAO genes, we next explored its mechanism of action. Confirming previous findings that VDR is a direct transcriptional target of p53 [23], Nutlin3-treated HCT116 cells, but not p53^−/−^ HCT116 cell, significantly increased VDR mRNA and protein expression (Figs. S2d and S2e). Employing co-immunoprecipitation (Co-IP) experiments, we confirmed previous reports that both WT and mutant p53 interact with the VDR [24] and also found this association to be mediated through the p53 C-terminal regulatory domain (CTD) and the VDR activation function-2 (AF2) domain (Fig. S2f-h). Cell fractionation further demonstrated that p53 reactivation by Nutlin3 caused substantial nuclear translocation of VDR in some cells (Fig. S2i). Collectively, these results strongly suggest that p53 directly interacts with the VDR to enhance peroxisomal FAO-related gene transcription.

### Acetyl-CoA from p53-mediated peroxisomal FAO regulates ATIC activity

Peroxisomes play an essential role in lipid metabolism, with each round of FAO producing one mole of a shorter fatty acyl-CoA (-2C), one mole of H_2_O_2_, and one mole of acetyl-CoA [5] (Fig. 3a). In this context, we found the total cytosolic acetyl-CoA levels in AOM/DSS CRCs from *VP* mice tissues and p53^−/−^ cells to be significantly lower than in their WT counterparts (Fig. 3b). Moreover, in a [^2^H]-docosanoic acid isotopic tracer experiment, the amount of labeled acetyl-CoA (m + 1) derived from peroxisomal FAO was significantly reduced in p53-deficient cells (Fig. 3c) and no detectable differences in H_2_O_2_ levels were seen (Fig. S3a). Previous reports indicated that p53 promotes mitochondrial FAO under metabolic stress [2, 25], which may contribute to the increase of cytosolic acetyl-CoA levels. However, [^13^C]-palmitic acid labeling experiment revealed that the cytosolic acetyl-CoA (M + 2) levels in p53 KD cells to be significantly higher than in p53 WT cells (Fig. 3d). Cytosolic acetyl-CoA is generated primarily from citrate by the lipogenic enzyme ACLY. Secondly, acyl-CoA synthetase short-chain family, member 2 (ACSS2), employs acetate to produce acetyl-CoA in an ATP-dependent manner (Fig. 3a) [9]. Remarkably, the expression of ACLY markedly increased in *VP* mice, while ACOX1 expression decreased (Fig. 3e). Correspondingly, activation p53 significantly decreased ACLY expression, while ACOX1 increased in CRC cells (Fig. S3b). There was no significant change in ACSS2 expression observed in vitro and in vivo, regardless of treatment (Figs. 3e and S3b). Thus, these results demonstrate the important role of peroxisomal FAO in cytosolic acetyl-CoA production in CRC cells and MEFs with wild-type p53.

**Fig. 3:**
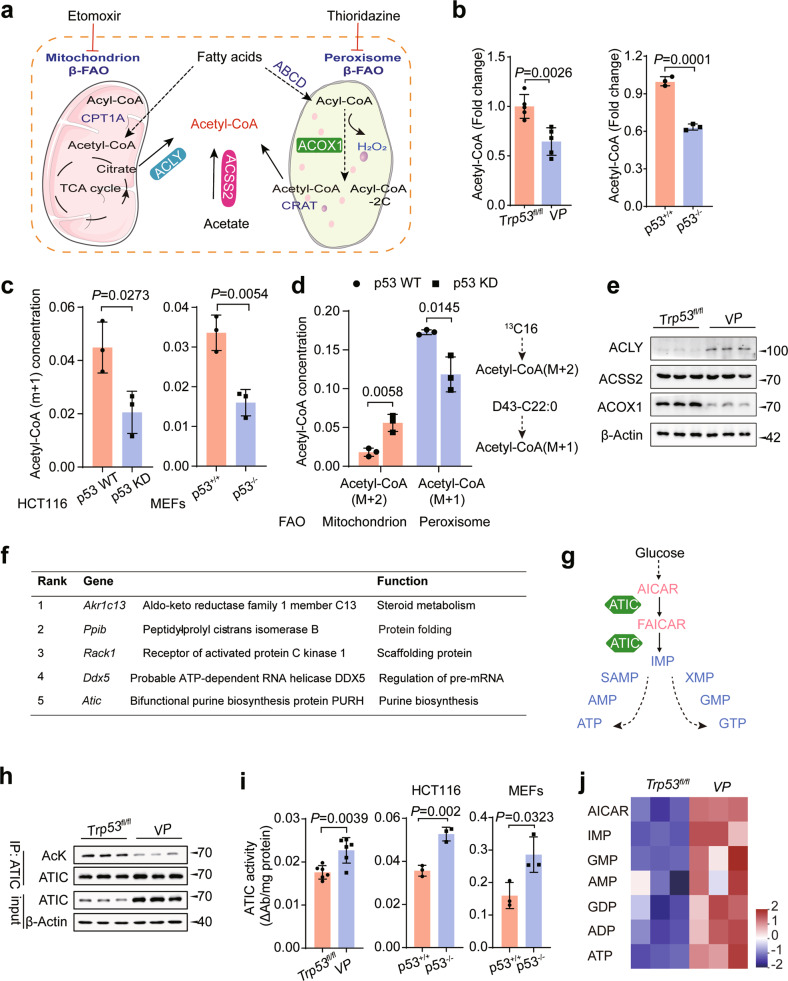
Acetyl-CoA from p53-mediated peroxisomal FAO regulates ATIC activity. **a** A schematic diagram of the mitochondrial and peroxisomal FAO in mammalian cells and cytosolic acetyl-coA production. ACLY, ATP-citrate lyase; ACSS2, Acyl-CoA synthetase short-chain family members 2; ACOX1, Acyl-CoA oxidase 1. **b** Cytosolic acetyl-CoA measurement in the tumor tissues from CRC mouse model and HCT116 cells, *n* = 3 or 5. **c** Docosanoic-d43 acid isotope profiling analysis revealed acetyl-CoA (*m* + 1) metabolism is suppressed when p53 deletion in HCT116 and MEFs, *n* = 3. **d** Docosanoic-d43 acid and palmitate (^13^C16) isotope profiling analysis was performed in the HCT116 cells, *n* = 3. **e** Western blot analysis of ACLY, ACSS2, and ACOX1 expression in n CRC tumors from *Trp53*^*fl/fl*^ and *VP* mice, *n* = 3. **f** Top acetylation of metabolic enzymes that are significantly associated with p53 KO. **g** A schematic diagram of the purine biosynthesis pathway. **h** Lysine acetylation of endogenous ATIC was analyzed in CRC tumors from *Trp53*^*fl/fl*^ and *VP* mice by immunoprecipitation using an ATIC antibody, followed by western blot analysis using AcK antibody. **i** Effect of p53 deletion on ATIC activity in CRC tumors from CRC mouse model, HCT116 and MEFs, *n* = 3 or 6. **j** Relative purine nucleotide levels were analyzed by LC-MS/MS in CRC tumors from *Trp53*^*fl/fl*^ and *VP* mice and normalized to per mg tissue, *n* = 3. Data were presented as mean ± SD. ns, non-significant, *P* > 0.05.

Beyond its role in energy metabolism and biosynthesis, acetyl-CoA also functions as the acetyl group donor for many proteins [9]. To identify those whose acetylation was regulated by p53, we use MS to analyze all acetylated peptides from the CRCs of *Trp53*^*fl/fl*^ and *VP* mice (Extended Data Table 4). The latter showed a relative paucity of acetylated proteins functioning in glycolysis, the pentose phosphate pathway, fructose and mannose metabolism, the biosynthesis of amino acids, and purine metabolism. The most prominent of these differences were in AKR1C13, PPIB, RACK1, DDX5, and ATIC (Fig. 3f). Because GSEA of our RNA-seq dataset in *VP* tissues had shown selective enrichment of transcripts involved in the nucleotide biosynthesis and ATIC is the only one of these proteins involved in purine metabolism, we focused on this protein (Fig. S3c).

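The paper's text does not list the genes of Fig. S3c. A list of 35 enzymes of de novo purine and pyrimidine synthesis and of dNTP synthesis had an NES of -0.55, with the negative sign on the side of *VP* tumors (gene permutation p = 0.993). Their median log2 fold change was -0.03, 16 genes were higher and 19 lower in *VP* tumors, and none passed the limma adjustment over all genes tested. At an unadjusted p-value under 0.05, 1 gene was lower and none was higher. The 13 enzymes of purine synthesis alone gave an NES of -0.68 (gene permutation p = 0.883). The score changed sign, to 0.72, with division by the epithelial marker mean, which shifts all genes alike, and, to 0.48, without the expression filter. Leaving out *Trp53* fl/fl replicate 2 or *VP* replicate 2 also changed it, to 0.88 and 0.76. *Atic* (ENSMUSG00000026192, chromosome 1 from 71557150 to 71579631 in GRCm38) was at 71.8 ± 8.80 TPM (SD, n = 3) in *Trp53* fl/fl tumors and 69.9 ± 7.72 TPM (SD, n = 3) in *VP* tumors. Its mRNA thus differed by less than the spread between tumors, with a log2 fold change of -0.04 (standard error 0.14, limma adjusted p = 0.921), and the sign changed with median-of-ratios rescaling (0.03) and with a tumor left out (-0.14 to 0.05). *Impdh1*, *Impdh2* and *Gmps*, which act on IMP or XMP in the branch to GMP, had log2 fold changes of 0.09, 0.13 and -0.04, and their values overlapped between the genotypes. The log2 fold change of *Impdh1* fell to -0.09 and that of *Impdh2* to -0.05 when tumors were centred on the epithelial markers, and that of *Gmps* rose to 0.03 with the rescaling. With array quality weights that of *Impdh1* was -0.026. With a tumor left out, those of *Impdh1* and *Gmps* ran from -0.069 to 0.18 and from -0.14 to 0.048.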

ATIC is a bifunctional enzyme that catalyzes the last two steps of *de novo* purine biosynthesis (Fig. 3g) [19]. We, therefore, investigated the role of ATIC in the p53 tumor suppressor network and confirmed that CRCs from *VP* mice had lower levels of acetylated ATIC (Fig. 3h). Both the activation of p53 by Nutlin3 and the ectopic expression of WT p53 in CRC cells or MEFs dramatically increased the acetylation of both endogenous and exogenous ATIC whereas depleting p53 had the opposite effect (Figs. S3d and S3e). Furthermore, ACOX1 inhibition also led to a decrease in acetyl-CoA levels and ATIC acetylation, which could be reversed by re-expressing ACOX1, while acetylation of histone H3 was unaffected (Fig. S3f).

The acetylation of metabolic enzymes plays important role in regulating their activities [26]. Given that p53 enhanced ATIC acetylation, we next investigated whether this affected ATIC activity. We first found that p53 deletion in WT cells markedly increased ATIC activity whereas p53 activation had the opposite effect (Figs. 3i and S3g). Moreover, p53 knockout also resulted in significantly enhanced purine synthesis in *VP* mice with CRCs (Fig. 3j). Next, we used MS to identify three acetylated lysine residues (K266, K356, and K524) in ATIC (Extended Data Table 6). We mutated each of these to arginine (R) and found the K266R mutant to be associated with both significantly reduced ATIC acetylation and increased enzymatic activity (Fig. S3h). This indicated that K266 is an acetylation site that negatively regulates ATIC’s activity. This was supported by the finding that K266 is highly conserved across species (Fig. S3i). The K266R mutant also demonstrated higher ATIC activity that was no longer responsive to Nutlin3 and thereby indicating that p53 inhibits ATIC activity by promoting K266 acetylation (Fig. S3j). Collectively, these data show that acetyl-CoA derived from p53-mediated peroxisomal FAO inhibits ATIC activity by promoting ATIC acetylation.

### p53 increases ATIC acetylation and promotes ATIC degradation by transcriptionally activating KAT2B

To identify the acetyltransferase(s) responsible for ATIC K266 acetylation, we examined the expression of 13 KAT family member acetyltransferases following Nutlin3 treatment and found only KAT2B expression to be significantly increased in both HCT116 and HIEC cells (Figs. 4a, S4a, and S4b). We also overexpressed several classical acetyltransferases and found that only KAT2B significantly increased ATIC acetylation (Figs. 4b and S4c). Furthermore, KAT2B proved capable of acetylating WT-ATIC and all its mutants except K266R (Fig. S4d). Conversely, depleting KAT2B significantly decreased ATIC acetylation in a manner that could be rescued by KAT2B re-expression (Fig. S4e). An endogenous interaction between KAT2B and ATIC was also documented in CRC cells by Co-IP experiments (Fig. S4f). We also found that inhibiting KAT2B significantly reduced ATIC acetylation and increased its activity in a manner that could not be reversed by Nutlin3 or ACOX1 overexpression (Figs. 4c and 4d). Taken together, these findings show ATIC K266 to be a specific site of KAT2B-mediated acetylation that is mandatory to suppress ATIC activity and that the *KAT2B* gene is itself a direct transcriptional target of p53.

**Fig. 4:**
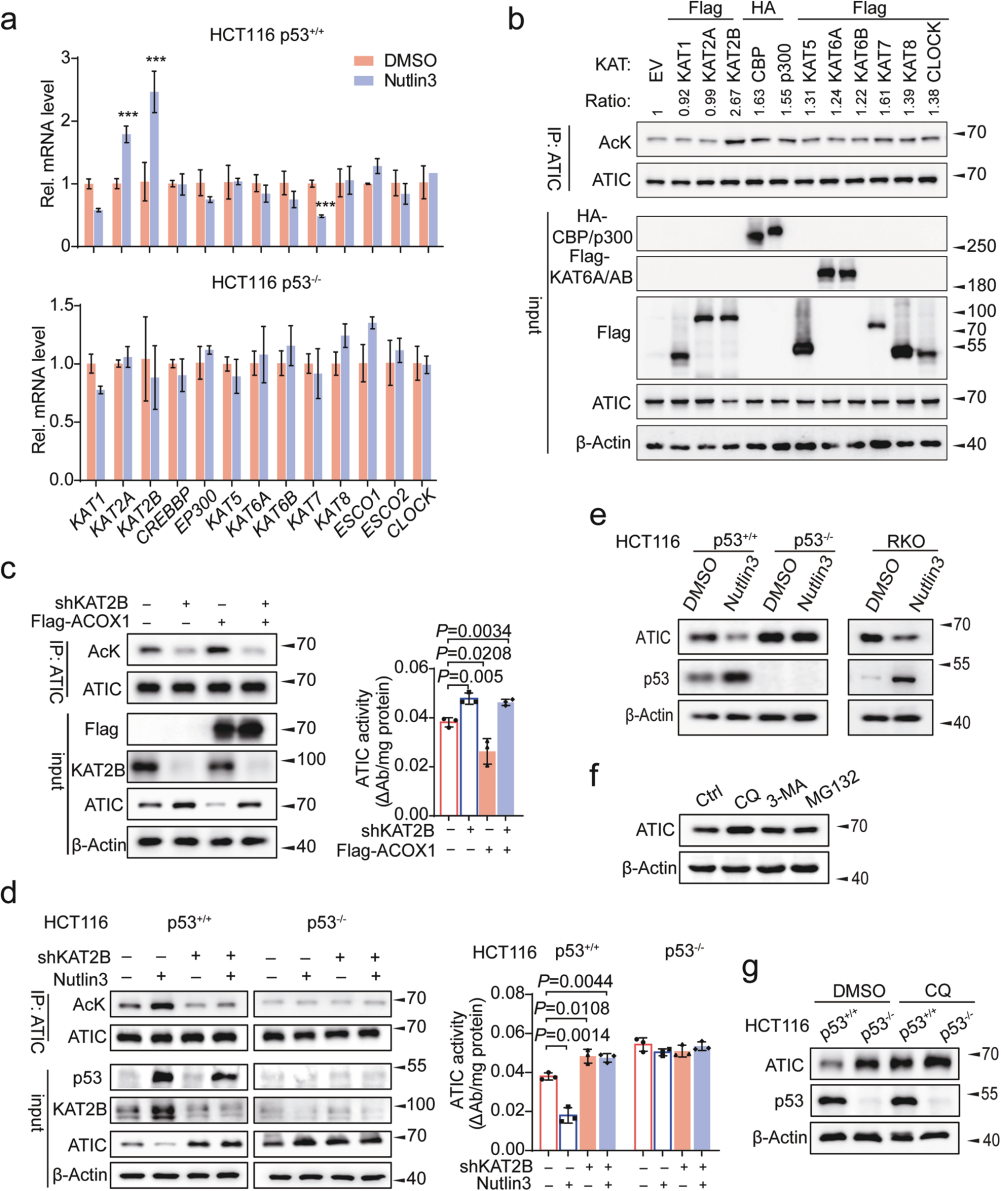
p53 increases ATIC acetylation to trigger ATIC degradation by transcriptionally activating KAT2B. **a** HCT116 p53^+/+^ and p53^−/−^ cells were treated with either DMSO or Nutlin3 for 48 h, and the expression of 13 KAT family acetyltransferases genes were assessed by qRT-PCR, *n* = 3. **b** Western blot analysis of ATIC acetylation in HCT116 cells with overexpression of KATs. Signal intensity of Ac-ATIC protein was quantified by Image J, the acetylation level of ATIC as indicated was normalized against immunoprecipitated ATIC. **c** HCT116 cells expressing shCtrl or KAT2B shRNA further infected with control or Flag-ACOX1 vector, followed by western blot analysis of ATIC acetylation (left) and enzyme activity (right), *n* = 3. **d** HCT116 cells expressing shCtrl or KAT2B shRNA further treated with or without Nutlin3 for 24 h, followed by western blot analysis of ATIC acetylation (left) and enzyme activity (right), *n* = 3. **e** Protein expression of ATIC in CRC cells treated with or without Nutlin3 for 48 h. **f** ATIC immunoblots of lysates from HCT116 cells treated with CQ (50 μM), 3-MA (10 mM), or MG132 (10 μM) for 10 h before harvesting. **g** HCT116 p53^+/+^ and p53^−/−^ cells treated with or without CQ (50 μM) for 10 h, followed by western blot analysis of ATIC expression. Data were presented as mean ± SD. **P < 0.01, ***P < 0.001.

To gain mechanistic insight into p53-mediated inhibition of ATIC activity, we found that p53^−/−^ HCT116 cells express more ATIC protein than their p53^+/+^ counterparts and that Nutlin3 decreased ATIC protein without affecting its mRNA levels (Figs. 4e and S4g). Chloroquine (CQ), a lysosome inhibitor, could block ATIC degradation (Fig. 4f). Furthermore, ATIC’s half-life was significantly shortened when treated with Nutlin3 (Fig. S4h). Consistent with these findings, ATIC-K266Q and ATIC-K266R had markedly shorter and longer, half-lives, respectively (Fig. S4i). Moreover, a significant difference was not observed at protein level of ATIC when treated with CQ in HCT116 p53^+/+^ and HCT116 p53^−/−^ cells (Fig. 4g) and degradation through ATIC acetylation by p53 was interdicted (Figs. 4g and S4j). Thus, these results suggest that p53 promotes ATIC degradation through acetylation by KAT2B, which consequently suppresses ATIC activity.

### Acetylation of ATIC is correlated to colorectal tumorigenesis

We next explored the effect of ATIC K266 acetylation on tumor growth. To this end, CRCs were induced in *Trp53*^*fl/fl*^ or *VP* mice by AOM/DSS, followed by intraperitoneal injection with adeno-associated vectors (AAV) encoding WT-ATIC, ATIC-K266R, ATIC-K266Q or a control empty vector and ATIC expression was confirmed by immunohistochemistry (IHC) and western blot (Figs. 5a, 5b, S5a and S5b). Ectopic expression of ATIC-K266R promoted more rapid tumor growth compared with that of WT-ATIC in both *Trp53*^*fl/fl*^ and *VP* mice (Figs. 5a and 5c). We found that *Trp53* KO mice showed significantly enhanced tumor growth; even so, delivery of ATIC-K266Q inhibited tumor growth compared with WT-ATIC even in *VP* mice (Figs. 5a and 5c). Human CRC cells expressing ATIC-K266R also proliferated faster than those expressing WT-ATIC (Fig. S5c). However, K266Q mutant still significantly inhibited cell proliferation even in p53-deficient CRC cells (Fig. S5c). Interestingly, when p53 was stably expressed in HCT116 cells, the WT-ATIC exhibited inhibiting effect like K266Q mutant on cell proliferation (Fig. S5d). However, the K266R mutant still strongly accelerated cell proliferation (Fig. S5d), indicating that p53-induced highly acetylated ATIC had a similar effect of the mimicked K266Q mutant on suppressing tumor growth and cell proliferation. Furthermore, the K266Q mutant led to a greatly reduction of ATIC enzyme activity and purine nucleotide levels (IMP, AMP, and GMP), while the K266R mutant showed the opposite effects compared with those with K266Q mutant (Figs. 5d, 5e, S5e and S5f). Interestingly, exogenous expression of ATIC-K266Q partially promote tumor growth compared with AAV-Ctrl (Figs. 5a, 5c and S5c). This implies that other post‐translational modifications may also play a role in regulating ATIC activity.

**Fig. 5:**
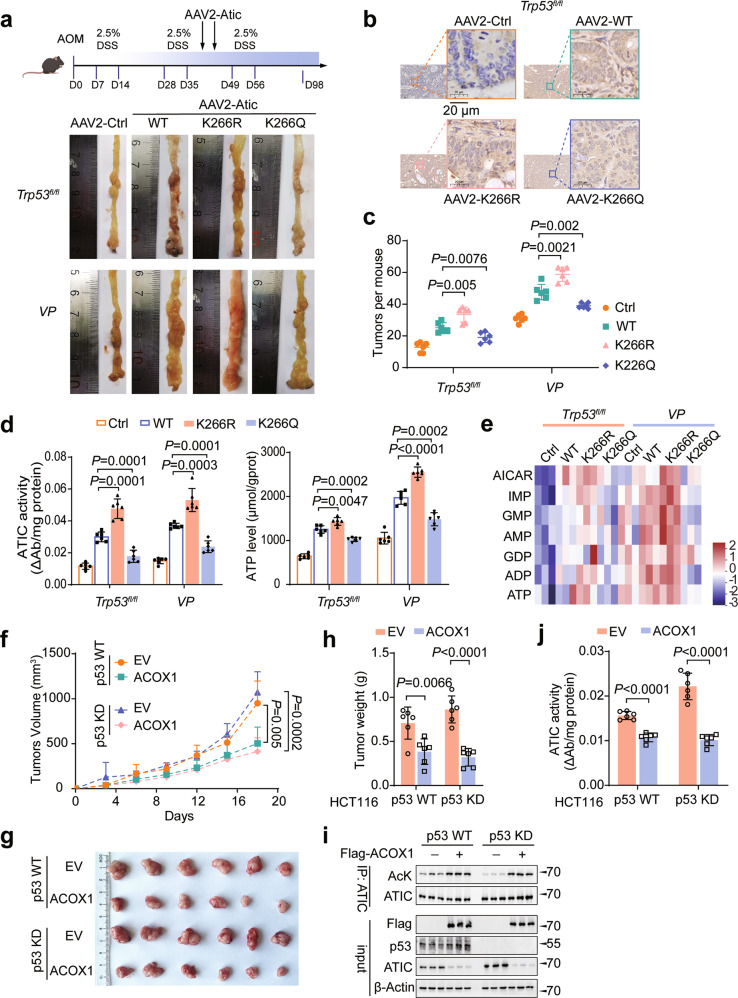
Acetylation of ATIC is closely correlated to colorectal tumorigenesis. **a** A Scheme for the AOM/DSS-induced colon cancer model in *Trp53*^*fl/fl*^ and *VP* mice (top). Each mouse received two intraperitoneal injections of the indicated virus during the second processing of DSS treatment. Typical images of colon tumors expressing the indicated ATIC proteins 98 days after AOM/DSS treatment. **b** ATIC immunohistochemistry (IHC) in representative sections of tumor tissues from **a**. Scale bar, 20 μm. **c** Colon tumor numbers in mice from **a**, *n* = 6. **d** ATIC activity and ATP levels were measured in tumor tissues from **a**, *n* = 6. **e** Relative purine nucleotide levels were analyzed by LC-MS/MS in CRC tumors from *Trp53*^*fl/fl*^ and *VP* mice and normalized to per mg tumor tissue, *n* = 3. **f**–**h** HCT116 cells with stable expression the indicated vectors were injected subcutaneously into BALB/c nude mice, *n* = 6. Tumor size was measured every 3 days **f**. Tumors were dissected and photographed (**g**) and weighed on day 18 (**h**). **i** Western blot analysis of ATIC acetylation in tumor tissues from each group, as in *f*, *n* = 3. **j** ATIC activity was measured in tumor tissues from **f**, *n* = 6. Data were presented as mean ± SD.

Taken together, these results demonstrate that ATIC acetylation plays an important role in the regulation of CRC growth.

Having shown the importance of ATIC acetylation inhibits CRC growth, we next explored the role of ACOX1 in this process. Overexpression of ACOX1 significantly inhibited tumor growth and tumor weights in both p53 WT and KD cells (Fig. 5f–h). Western blot analysis confirmed that ATIC acetylation significantly increased when overexpression of ACOX1 (Fig. 5i). Meanwhile, ACOX1 overexpression also effectively inhibited ATIC activity in mouse xenograft tumor tissues (Fig. 5j). Together, these findings suggest that ACOX1-mediated ATIC acetylation is critical for tumor suppression.

### Targeting ATIC suppresses colorectal tumorigenesis

Cpd14 is a small-molecule inhibitor that prevents the homodimerization and activation of ATIC (Fig. 6a) and thereby inhibits the proliferation of MCF-7 breast cancer cells and HCT116 cells [27, 28]. We found that Cpd14 also dramatically suppressed tumor growth rates and total tumor burden in AOM/DSS-induced CRC and *Apc*^*Min/+*^ mice. This was more pronounced *VP* and *AP* mice than in control mice (Figs. 6b–d and S6b-d), indicating that p53-deficient tumors were more sensitive to ATIC inhibition. Cpd14 treatment also more significantly reduced ATIC activity and ATP levels in *VP* and *AP* mice (Figs. 6e and S6e). Of note, Cpd14 treatment resulted changes in purine nucleotide pools that included the accumulation of AICAR and the depletion of IMP, XMP, AMP, and ATP, all of which were consistent with the intended inhibition of ATIC (Fig. 6f).

**Fig. 6:**
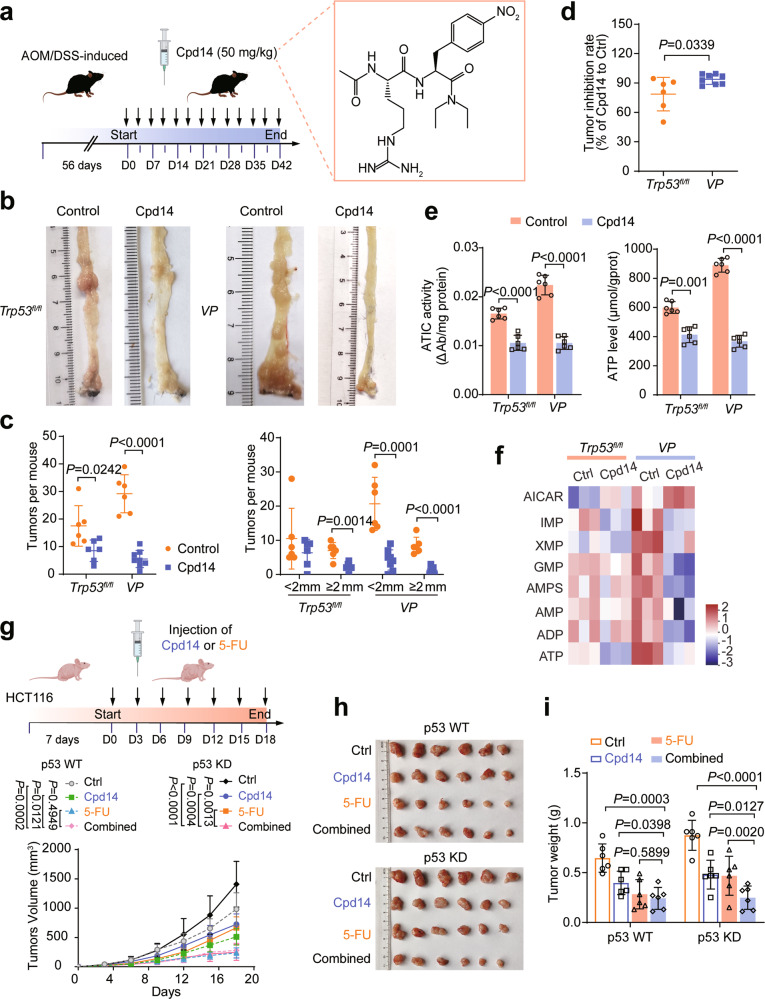
Targeting ATIC suppresses colorectal tumorigenesis. **a** A scheme of Cpd14 treatment during AOM/DSS-induced *Trp53*^*fl/fl*^ and *VP* mouse CRC model (left). The chemical structure of Cpd14 (right). **b** Typical images of colon tumors from Control and Cpd14-treated mice 42 days after Cpd14 treatment. **c** Colon tumor numbers in mice from **a**, *n* = 6 or 8. **d** Tumor inhibition rate for Cpd14-treated mice relative to control mice in p53 WT and p53-deficient mice, *n* = 6 or 8. **e** ATIC activity (left) and ATP levels (right) in tumor tissues from AOM/DSS-induced CRC mouse model, *n* = 6. **f** Purine metabolite abundance were determined by LC-MS/MS in AOM/DSS-induced CRC mouse treated with Cpd14 or not, *n* = 3. **g**–**i** Schematic depicting experimental setup. Nude mice bearing HCT116 tumors were intraperitoneally administered 5-Fluorouracil (5-FU) and Cpd14, either alone or in combination, *n* = 6. Tumor size was measured every 3 days (**g**). Tumors were dissected and photographed (**h**) and weighed on day 18 (**i**). Data were presented as mean ± SD.

We also evaluated the potential synergy between Cpd14 and 5-Fluorouracil (5-FU) on cell-derived xenografts (CDX) in BALB/c nude mice (Fig. 6g). Treatment with either compound alone was effective in reducing the growth of both p53 WT and p53 KD cells. The combination of Cpd14 and 5-FU provided no additional benefit over 5-FU alone in p53 WT cells but did prove effective in p53 KD cells suggesting that p53 knockdown tumor cells were more sensitive to combination treatment (Fig. 6g–i).

To further verify the above results, we next determined whether inhibiting ATIC by AAV2-Atic shRNA delivery could delay CRC. This experiment was designed as illustrated in Fig. S6f and immunohistochemistry (IHC) and western blot analysis confirmed the KD of Atic (Figs. S6g and S6h). Essentially identical to the degree of CRC growth inhibition obtained with Cpd14 treatment, Atic KD diminished tumor burden by ~85% in *VP* mice and by ~65% in *Trp53*^*fl/fl*^ mice (Figs. S6f, S6i and S6j). The effects on ATIC activity and ATP levels were also more obvious in *VP* mice (Fig. S6k). In vitro studies also revealed directly that ATIC KD significantly repressed the proliferation of human CRC cells which reduced ATIC enzyme activity and ATP levels (Figs. S6l and S6m) with the effects again being more pronounced in p53^−/−^ cells.

### ATIC acetylation is downregulated in human CRCs

To further study the potential clinical relevance of the above-described novel p53-KAT2B-ATIC axis, we collected 45 pairs of human CRC samples (T) with adjacent normal colon tissues (N) along with detailed pathological and clinical information (Extended Data Table 8). Among these samples, 30 cases of p53 WT samples for analysis. In addition, p53, ACOX1 and KAT2B proteins were significantly decreased in CRC samples relative to control adjacent normal colonic tissue (Figs. 7a and S7a), which is consistent with the data from TCGA, GEO and Clinical Proteomic Tumor Analysis Consortium (CPTAC) database (Figs. 7b, S7b and S7c). In general, ACOX1 and KAT2B protein levels were positively correlated with p53, whereas ATIC levels were negatively correlated (Fig. 7c). ATIC acetylation levels also positively correlated with p53, ACOX1, and KAT2B (Fig. 7d) and significantly decreased in CRC samples (Fig. 7a). We further explored the association between these genes’ expression and patient prognosis in human carcinomas by using data from TCGA database. Interestingly, we found that patients with high-level expression of peroxisomal FAO genes had favorable survival (Fig. 7e). Importantly, this association was only observed in *TP53* wild-type patients, but not *TP53*-mutant patients, status (Fig. 7e). These data indicate that, as in the case of the murine AOM/DSS and *APC*^*min/+*^ CRC model, ATIC acetylation plays a critical role in human CRC pathogenesis.

**Fig. 7:**
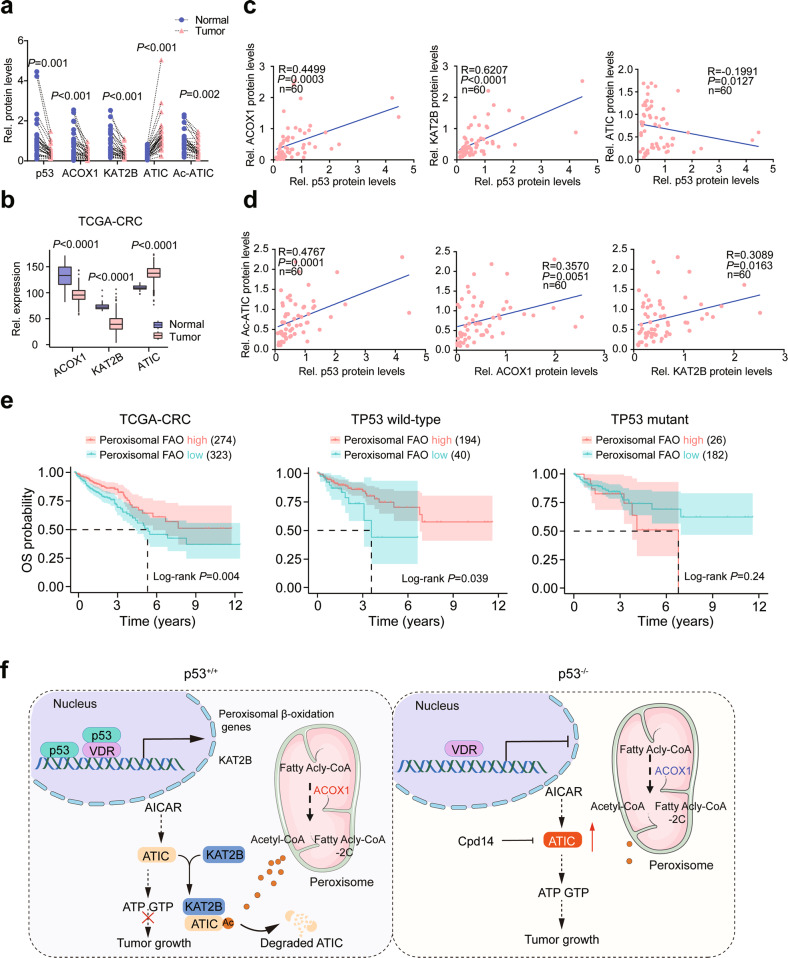
Acetylation of ATIC is downregulated in human CRCs. **a** Relative protein levels of p53, ACOX1, KAT2B, ATIC. The results shown are from the same tissues shown in Fig. S7a. Signal intensity of these proteins were quantified by Image J, and then normalized to β-actin band intensity. **b** *ACOX1*, *KAT2B*, *ATIC* expression in CRC tumors and normal colorectal tissues. The raw data from TCGA. **c** Correlation between the expression levels of p53 and ACOX1, KAT2B, ATIC, as determined by Pearson’s *r* analysis. The results shown are from the same tissues shown in Fig. S7a. **d** Correlation between the expression levels of Ac-ATIC and p53, ACOX1, KAT2B, as determined by Pearson’s *r* analysis. The results shown are from the same tissues shown in Fig. S7a. **e** Kaplan–Meier analysis of overall survival (OS) in CRC patients according to the expression of peroxisomal FAO. *P* values were calculated by log-rank test. The raw data was from TCGA. **f** Schematic illustration of the mechanistic model for the role of p53-mediated peroxisomal β-oxidation-ATIC axis in colorectal tumorigenesis. Data were presented as mean ± SD.

## Discussion

p53 has increasingly been shown to control many metabolic processes that limit tumor growth [3]. We have shown here that this includes the activation of a suite of genes encoding peroxisomal enzymes that promote FAO. As a result, acetyl-CoA, the critical downstream product of this pathway, accumulates in cytoplasm where it serves as a substrate for KAT2B-mediated ATIC acetylation. These observations provide a direct functional link between p53-regulated peroxisomal FAO and purine biosynthesis that mediates tumor suppression (Fig. 7f).

Although p53 regulates lipid metabolism mainly through transcriptional processes [2], we found here that it also facilitates peroxisomal FAO at the protein level. Previous work has shown that p53 regulates lipid metabolism by protein–protein interaction and that it inhibits the pentose phosphate pathway (PPP) by binding to glucose-6-phosphate dehydrogenase (G6PD) and preventing its dimerization-mediated activation [29]. In addition, in hepatocyte-specific *Sirt1* knockout mice fed high-fat diets, there is a decrease in FAO [30]. *SIRT1* mRNA expression is induced by a complex formed between p53 and the forkhead transcription factor Foxo3a [30]. Analogously, our results demonstrate that p53 can also cooperate with the VDR to enhance peroxisomal FAO-related gene transcription.

A recent study indicates that overexpression of VDR, which is a direct transcriptional target of p53 in some cell types [23], can suppress the cancer stem cell phenotype of CRC cells and decrease invasion [31]. VDR signaling pathways may partially overlap with those of p53 by virtue of sharing several common direct target genes [23]. Indeed, we observed that the expression of peroxisomal FAO rate-limiting enzymes correlates with VDR expression in WT p53 cells but not in HCT116 p53^−/−^ cells (Figs. 2d and S2b). Beyond the induction of VDR mRNA expression, p53 also appears to be involved in determining the amount of nuclear-localized VDR (Fig. S2i).

A decrease in peroxisome activity has been reported in CRCs and breast, liver, and kidney cancers [32]. In addition to producing H_2_O_2_. Peroxisomes are key metabolic organelles, which contribute to cellular lipid metabolism at various levels that include lipid and bile acid synthesis, α-oxidation of branched-chain fatty acids, and β-oxidation of VLCFAs and the maintenance of redox balance [33]. In rodents, abnormal upregulation of ACOX1 by PPAR activation stimulates hepatic FAO and the accumulation of H_2_O_2_, leading to excess energy burning in the liver and contributing to the development of liver cancer [6, 34]. This is possibly caused by sustained PPARα activation in hepatocytes [35]. While H_2_O_2_ levels were similar in *VP* CRC tissues and HCT116 p53^−/−^ cells compared with the control group (Fig. S3a). p53 also activates several antioxidant proteins, including peroxiredoxins, catalase, and glutathione peroxidase 1 (GPX1), which may reduce H_2_O_2_ levels [6]. We measured catalase and GPX1 enzyme activity in a variety of cell lines and CRC tumors from *Ttp53*^*fl/fl*^ and *VP* mice and found higher levels of these in the former (data not shown).

Mitochondrial acetyl-CoA pools come from pyruvate, fatty acid, amino acid, and ketone body metabolism [36]. However, acetyl-CoA cannot be directly transported across mitochondrial membranes, cytosolic acetyl-CoA is generated primarily from ACLY, ACSS2, and ACOX1 [9, 16]. In our studies, the cytosolic acetyl-CoA (M + 2) levels were higher in p53 KD cells, which is produced from palmitic acid-^13^C16 (Fig. 3d). However, the total cytosolic acetyl-CoA was still decreased in p53-deficient mice and cells (Fig. 3b). p53 has been reported to repress the expression of SREBP1c, and therefore the expression of the SREBP1c target gene *ACLY* [37]. Consistent with this, ACLY protein levels were dramatically increased in p53-deficient mice and cells (Figs. 3e and S3c). p53 inhibits the expression of ACLY, which hinders the contribution of mitochondrial FAO to cytosolic acetyl-CoA. The mitochondrial acetyl-CoA, then enters the TCA cycle, where it is further oxidized to CO_2_ with the concomitant generation of ATP. It is not surprising because p53 promotes mitochondrial FAO by increasing the expression of several key enzymes (i.e., CPT1C, Acad11, LPIN1), which may important for p53 promotes oxidative phosphorylation (OXPHOS) to maintain energy and cell survival under metabolic stress [11–13]. In this context, p53 may provide a survival advantage, while this advantage may be short-lived. Because tumor cell growth requires *de novo* synthesis of fatty acids, p53 inhibits fatty acid synthesis and promotes FAO [38], the long-term imbalance between fatty acid synthesis and oxidation is not conducive to tumor growth. In addition, this effect highly depends on stress conditions and collaborating environmental signals. Although peroxisome FAO is a major source of cytosolic acetyl-CoA in p53 WT cells, there also likely exists cooperation and feedback between peroxisomes and mitochondria. Nonetheless, our results indicate that the important role of peroxisomal FAO in acetyl-CoA in p53 WT cells.

Acetyl-CoA is also the source of acetyl for histone acetylation [36]. In plants, peroxisomal FAO regulates histone acetylation [39]. However, He et al found that acetylation of histone H3 was unaffected by Acox1 knockout [16]. Consistent with this report, neither knockdown nor overexpression of ACOX1 has any effect on histone H3 in our study (Fig. S3h), suggesting that peroxisome-derived acetyl-CoA might have a selective role in acetylation. Furthermore, peroxisomal branched-chain fatty acid metabolism might be associated with a broader variety of tumors [40]. For example, the expression of some enzymes involved in peroxisomal branched-chain fatty acid degradation is increased in prostate tumors [40, 41]. Our current view on the role of peroxisomes in cancer cells remains fragmentary and in some cases contradictory. These discrepancies may be due to the heterogeneity of tumors analyzed and may require further correlations with such factors as tumor subtype, gene expression and mutational profiles, and/or epigenetic status.

ATIC activation is dictated not only by acetyl-CoA, whose levels are determined by p53’s control over peroxisomal FAO, but also by KAT2B. Although *KAT2B* is a p53 target gene [42], its physiological function and role in tumor suppression have until now been poorly understood. Previous studies showed KAT2B expression to be downregulated in esophageal squamous cell and hepatocellular carcinomas, and in the latter case, to be associated with inferior overall survival [43]. We observed that p53 promotes *KAT2B* transcription and that its expression was positively correlated with p53 in CRC samples. Moreover, in human CRC, data from UALCAN indicate that *KAT2B* expression is higher in *TP53* WT than in *TP53*-mutant samples (data not shown). Our work indicates that *KAT2B*, a p53 target gene, is not only critical for colorectal tumorigenesis but that its central role lies with its ability to acetylate ATIC and thus indirectly regulate purine levels.

Our data demonstrated that pharmacological and genetic inhibition of ATIC, inhibits purine synthesis and tumor growth both in vivo and in vitro. It is worth noting that the inhibition may partially rely on p53-mediated peroxisomal FAO. To support rapid proliferation, cancer cell enhances their rates of nucleotide synthesis, which is in turn reduced in the face of p53-mediated cell cycle arrest. p53 also limits nucleotide biogenesis by directly inhibiting inosine monophosphate dehydrogenase (IMPDH) and guanine monophosphate synthase (GMPS), which are involved in *de novo* guanosine triphosphate biosynthesis [44–46]. p53 further inhibits *de novo* purine synthesis by transcriptionally inhibiting *MTHFD2*, which encodes a key enzyme in folate metabolism [47]. Thus, this suggests that other mechanisms are equally important for p53-mediated limiting nucleotide biogenesis and tumor growth.

Pharmacological inhibition of purine synthesis has been studied as a potential cancer therapy [48]. For example, Huang et al. found that ASCL1^Low^ small cell lung cancers with high levels of MYC are sensitive to mycophenolic acid (MPA), an IMPDH inhibitor. Some antifolates, such as lometrexol, were also designed to target ATIC activity and inhibit *de novo* purine synthesis [49]. However, many of these therapies have adverse toxicities. In contrast to these agents, which directly inhibit ATIC’s enzymatic activity, Cpd14 is a peptide-based ATIC inhibitor that disrupts the enzyme’s homodimerization and thus indirectly impairs its activity and the proliferation of certain cancer cell types [27, 28]. Notably, ATIC inhibition by such approaches is more effective in p53-deficient cells than in p53 WT cells. Moreover, inhibition of ATIC not only impairs *de novo* purine biosynthesis but also leads to a large accumulation of AICAR [50], which potently activates AMPK [51] and inhibits the growth of some glioblastomas by repressing adipogenesis [52].

Collectively, these studies identify a previously unrecognized p53-peroxisomal FAO-purine biosynthesis axis that permits cross-talk between these pathways and regulates growth so as to ensure a proper balance between proliferation and the supply of purine nucleotides. At least for CRC, p53 facilitates the acetylation-dependent deactivation of ATIC, which plays a key role in p53 tumor suppressive activities. Ultimately, deconstructing this pathway through which p53 acts may lead to new opportunities for therapeutic intervention in cancer.

## Methods

### Plasmids and constructs

The open reading frames of human *TP53*, *VDR*, *ACOX1*, *ATIC*, and *KAT2B* or mouse *Atic* were amplified and cloned into pHAGE-CMV-Flag, pCMV-HA, pLKO-GFP or pAAV-EF1a-GFP. KATs were kindly provided by Prof. Hong-Bing Shu (Wuhan University, China) [53]. Mutations in the ATIC cDNA sequences were generated by overlap extension PCR. Human *TP53*, *VDR*, *ACOX1*, *ATIC,* and *KAT2B* or mouse Atic shRNAs were synthesized by from GENECREATE (Wuhan, China), subsequently annealed, and inserted into the pLKO.1-puro vector. Human VDR sgRNAs were ordered from Lentiviral CRISPR gRNA Sanger Library Human (Sigma). Primers, shRNAs, and sgRNAs used in this study are listed in Extended Data Table 7.

### Human CRC samples

CRC samples were collected between September 2018 and December 2020 at the Zhongnan Hospital of Wuhan University. All samples were collected from patients after obtaining informed consent in accordance with a protocol approved by the Ethics Committee of Zhongnan Hospital of Wuhan University. We collected samples from 45 patients with CRC with detailed pathological and clinical information. Among the 45 samples, 30 cases of p53 WT samples were for analysis. Detailed clinical information for these patients is presented in Extended Data Table 8.

### Cell lines and cell culture

Human embryonic kidney HEK293T cells, human colon cancer cell lines, RKO, HCT116, HCT116 (p53^−/−^), and human normal intestinal epithelial HIEC cells were obtained from ATCC. MEFs were obtained by cesarean section of pregnant females from timed mating of *Trp53*^*em1Cd*^*/Gpt* heterozygous mice as previously described [54]. Embryos were genotyped using primers listed in Extended Data Table 7. All cells were regularly authenticated by short tandem repeat analysis, tested for the absence of Mycoplasma contamination, and were cultured in Dulbecco’s modified Eagle’s medium (DMEM, Gibco) supplemented with 10% fetal bovine serum (Gibco) and 1% of penicillin and streptomycin (Life Technologies, 15140) in 5% CO_2_ at 37 °C.

### Mice

All animal procedures were approved by the Animal Care Committee of Wuhan University. *Trp53*^*fl/fl*^ (008462) mice were purchased from Jackson Laboratory and kindly provided by Dr. Bo Zhong (Wuhan University) [55]. The *Pvillin-Cre* (T000142) mice were purchased from Cyagen (Guangzhou, China). *Apc*^*Min/+*^ (T001457) and *Trp53*^*em1Cd*^*/Gpt* (T005332) mice were purchased from GemPharmatech (Jiangsu, China). *Trp53*^*fl/fl*^ mice were crossed with *Pvillin-Cre* mice to generate *Pvillin-Cre* + *Trp53*^*fl/fl*^ (*VP*) mice. *Apc*^*Min/+*^ mice were crossed with *VP* mice to generate *Apc*^*Min/+*^ *Pvillin-Cre* + *Trp53*^*fl/fl*^ (*AP*) mice. Mice were genotyped using the primers listed in Extended Data Table 7. All mice were housed in a specific-pathogen-free (SPF) animal facility at Wuhan University. AOM/DSS-induced CRCs were generated following the previously described procedures [56]. Briefly, 8-week-old male C57B6/J, *Trp53*^*fl/fl*^ and *VP* mice were injected intraperitoneally with 10 mg/kg AOM (Sigma-Aldrich). Seven days later, mice were given drinking water containing 2.5% DSS (MP Biomedicals, Santa Ana, CA, USA) for 7 days followed by 2 weeks regular drinking water for recovery. This same cycle was repeated twice. At day 98, tumor burdens were evaluated.

For administration of adeno-associated virus (AAV) to AOM/DSS-induced CRC mice, male *Trp53*^*fl/fl*^ or *VP* mice were randomly distributed into nine groups. The first of these was treated with AAV2 expressing AAV2-shCtrl and two groups of mice were treated with AAV2 expressing shAtic. Four additional groups of mice were treated with AAV2 expressing the control vector, WT-Atic or the indicated Atic mutants. 1 × 10^11^ AAV2 viral particles were intraperitoneally injected at local multiple sites into each mouse. Two groups of mice were injected i.p. with control agent or Cpd14 (50 mg/kg) [27, 28] twice in a week for 6 weeks. Cpd14 was kindly provided by professor Ali Tavassoli (University of Southampton) [27].

For cell-derived xenograft (CDX) experiments, 6-week-old male BALB/c nude mice (D000521, GemPharmatech, Jiangsu) were injected subcutaneously with HCT116 cells (2 × 10^6^ cells/mice). The animals were randomly divided into eight groups 1-week post-injection; Vehicle, Cpd14, 5-FU, Cpd14 + 5-FU groups. Cpd14 and 5-FU were intraperitoneally injected every three days at the dose of 50 mg/kg and 30 mg/kg [57], respectively. Tumor size was measured every 3 days. Tumor volume (*T*_*V*_) was calculated was calculated as follows: *T*_*V*_ = 0.52 × Length (mm) × Width (mm)^2^.

### Fatty acid oxidation assays

The effect of p53 knockout on peroxisomal FAO was determined by measuring catabolism of stable isotope–labeled docosanoic acid D39-C20:0 to D43-C22:0 or D3-C16:0 to D3-C22:0 via mass spectrometric analysis, as previously described [21]. Briefly, when HCT116, HCT116 (p53^−/−^) cells, MEFs, and MEFs (p53^−/−^) reached 40% confluency, the normal medium was switched to lipid-free FBS-containing medium supplemented with 30 μM docosanoic acid for three days. Fatty acid isolation and mass spectrometry analysis were performed as previously described [58].

### Luciferase reporter, qRT-PCR, and CHIP assays

Human *ACOX1*, *EHHADH*, *ACAA1* and *SCP2* promoter sequences or VDRE binding sites mutant of the gene’s promoter were inserted into pGL3-basic luciferase vector (Promega). Luciferase assays were performed as previously described [11]. Total RNA was isolated by using Trizol (Life Technology, USA), 1 μg total RNA was reverse transcribed into cDNA using a cDNA Synthesis Kit (Invitrogen, Carlsbad, CA). SYBR^®^ Green Premix Pro Taq HS qPCR Kit (AG11702, Accurate Biotechnology) was applied to conduct quantitative real time PCR. *ACTB* was used as an internal reference. ChIP and qPCR quantification were performed as described [59]. Primer sequences are listed in Extended Data Table 7.

### Cell proliferation assay

Cell proliferation was assessed using the CCK-8 assay. In brief, 2 × 10^3^ cells were seeded in 96-well plates and grown for 5 days. Cell numbers were measured daily using a Cell Counting Kit-8 (TopScience, Inc.) according to the vendor’s instructions.

### Immunoprecipitation, Immunohistochemistry, and western blot analysis

Cells were lysed in RIPA buffer with added PMSF and co-IP and immunoblot analysis was performed as described [56]. To detect ATIC acetylation levels, immunoprecipitations were performed using an anti-ATIC antibody. This was followed by immunoblot using pan acetylation antibodies. Mice were euthanized using carbon dioxide inhalation. Tumors were collected, fixed in 4% paraformaldehyde overnight, transferred to 70% ethanol, and subsequently embedded in paraffin. Hematoxylin and eosin (H&E) and immunohistochemistry (IHC) was performed as described [56]. ATIC antibody (Abcam, ab188321) was used for IHC.

### Subcellular fractionation

Subcellular fractionation analysis was performed using the Nuclear/Cytosol Fractionation Kit (Beyotime, P0027) according to manufacturer’s instructions. For Acetyl-CoA measurement, non-denatured cytosolic fractions were used.

### Mass spectrometry analysis

Protein lysates for LC-MS/MS were extracted from cells as previously described [60, 61]. Briefly, the AOM/DSS-induced CRC model, *Trp53*^*fl/fl*^ and *VP* mice’s tumors were lysed as above. Protein digestion and the affinity-purified anti-acetyl lysine antibody (Cell Signaling Technology). The composition of protein was analyzed by mass spectrometry according to the protocols described previously [62].

### Cycloheximide (CHX) assay

Cells were seeded in six-well plates and allowed to achieve 80% confluency. They were then treated with 100 μg/ml CHX for the indicated times. Cells were collected. lyzed and analyzed by western blot as described [59].

### RNA sequencing (RNA-seq)

Colons were flushed with PBS to clear feces and opened longitudinally. Tumors were dissected away from the surrounding normal tissue and homogenized in 1 ml of TRIzol (Invitrogen). Total RNA was then extracted according to the supplier’s directions and genomic DNA was removed using DNase I (TaKara). RNA quality was determined by 2100 Bioanalyser (Agilent) and quantified with an ND-2000 (NanoDrop Technologies). Only RNA sample with RIN values >8 were used to construct sequencing libraries.

RNA-seq transcriptome libraries were prepared with a TruSeqTM RNA sample preparation Kit from Illumina (San Diego, CA) using 1 μg of total RNA. RNAs were first isolated by poly(A) selection with oligo(dT) beads and then fragmented. Double-stranded cDNA was synthesized using a SuperScript double-stranded cDNA synthesis kit (Invitrogen, CA) with random hexamer primers (Illumina). The newly synthesized cDNA was subjected to end-repair, phosphorylation, and ‘A’ base addition according to Illumina’s library construction protocol. Libraries were size-selected for cDNA target fragments of 300 bp on 2% Low Range Ultra Agarose followed by PCR amplified using Phusion DNA polymerase (NEB) for 15 PCR cycles. After quantified by TBS380, paired-end RNA-seq sequencing library was sequenced with the Illumina HiSeq xten/NovaSeq 6000 sequencer (2 × 150 bp read length).

### Metabolic assays

Acetyl-CoA (MAK039, Sigma) and H_2_O_2_ (BC3595, Solarbio) were measured according to the instructions provided by the manufacturers. AICAR Tfase activity assays were performed as described [63, 64]. Cells were homogenized in 20 mM HEPES-KOH buffer, pH 7.5, 10 mM KCl, 1.5 mM MgCl_2_, 1 mM sodium EDTA buffer, 1 mM sodium EGTA buffer, and 1 mM dithiothreitol in the presence of 250 mM sucrose and protease inhibitor cocktail (Roche Diagnostics). Each reaction mixture contained a final concentration of 66 mM Tris-Cl, pH 7.4, 100 mM 10-f-FH4, 50 mM AICAR, and 50 mM KCl. AICAR TFase was assayed using AICAR and 10-f-H2F by following the production of H2F at 298 nm.

### Acetyl-CoA quantification and stable isotope labeling

Extraction of cytosolic acyl-CoAs from cells was carried out as previously described with some modifications [65, 66]. For isotopic tracer analysis, HCT116 (WT), HCT116 (KD) cells, MEFs (p53+/+), and MEFs (p53−/−) reached 40% confluency, then the cells were changed to lipid-free FBS-containing medium supplemented with 30 μM docosanoic acid (D43-C22:0) or palmitate (^13^C16). After 72 h, acetyl-CoA was extracted as described above for LC-MS analysis.

### Purine nucleotide measurement by LC-MS

Purine nucleotide measurement was performed as described previously with some modifications [67]. After adeno-associated virus or Cpd14-treated, the mice were euthanized by CO_2._ Tumor tissue was taken out and immediately placed in pre-chilled methanol for metabolomic analysis.

### Statistical analysis

The data are presented as the mean ± SD of at least three independent experiments. Statistical analyses were carried out by using GraphPad Prism 8 (San Diego, CA, USA). Pearson correlation analysis was utilized to evaluate the correlation between the two groups. Two-tailed Student’s *t* test was used to calculate *P* values. Kaplan–Meier curves for survival were analyzed with GraphPad software using the log-rank test. Statistical significance is displayed as *P* < 0.05.

## Supplementary information

Supplemental information

Extended Data Table 1

Extended Data Table 2

Extended Data Table 3

Extended Data Table 4

Extended Data Table 5

Extended Data Table 6

Extended Data Table 7

Extended Data Table 8

aj-checklist

Supplementary Figure 1

Supplementary Figure 2

Supplementary Figure 3

Supplementary Figure 4

Supplementary Figure 5

Supplementary Figure 6a-k

Supplementary Figure 6l,m

Supplementary Figure 7

Original data files

## Data Availability

Data from this study have been deposited in the GEO. Original data from RNA-seq in AOM/DSS-induced colon cancer model are available in the NCBI GEO under accession codes GSE189730. The datasets generated and/or analyzed during the current study are available from the corresponding author upon reasonable request.

# Supplementary material for: p53 promotes peroxisomal fatty acid β-oxidation to repress purine biosynthesis and mediate tumor suppression
**Source:** Cell Death Dis. 2023 Feb 7;14(2):87. doi: 10.1038/s41419-023-05625-2
**Supplement:** Supplementary file 1 — Supplemental information

**Supplemental Materials for**

**p53 Promotes Peroxisomal** **Fatty Acid β-oxidation to Repress Purine**

**Biosynthesis and Mediate Tumor Suppression**

**Figure S1. p53 facilitates peroxisomal β-oxidation genes expression**, **related to Figure 1.** (a) Representative image of tumor in the *Trp53^fl/fl^* and *VP* mice colon on day 98 after AOM injection. Colon sections were stained with hematoxylin & eosin (H&E). Scale bar, 20 μm. (b) Gene ontology analysis of gene sets that were significantly downregulated metabolic process in p53 null MEFs compared to WT ones. (c) GSEA was used to evaluate changes in the gene signature of peroxisomal FAO in p53 WT MEFs compared to null ones. (d) GSEA was used to evaluate changes in the gene signature of mitochondrial FAO in MEFs (upper) and CRC tumors (lower) from *Trp53^fl/fl^* and *VP* mice. (e) Heatmap analysis of peroxisomal FAO genes in p53 WT MEFs compared with null ones. (f) Peroxisomal FAO pathway genes were detected by qRT-PCR in HCT116 p53^+/+^ or HCT116 p53^-/-^ cells treated with Nutlin3 (10 μM), n = 3. (g) Western blot analysis for ACOX1, EHHADH, ACAA1, SCP2, ACOX3 and ABCD4 expression in HCT116 cells or MEFs treated with Nutlin3 or not; p53 knockdown (KD) in HCT116 p53^+/+^ or overexpression p53 in p53^-/-^. (h) Protein levels of ACOX1, EHHADH, ACAA1, SCP2, ACOX3 and ABCD4 in HCT116 p53^+/+^ and p53^-/-^ cells or p53^-/-^ stably expressing different types of p53 mutants. R, arginine; H, histidine; W, tryptophan.Data were presented as mean ± SD. ***P* < 0.01, ****P* < 0.001.

**Figure S2. p53 is associated with VDR to promote the expression of genes involved in peroxisomal FAO, Related to Figure 2.** (a) Protein expression of ACOX1, EHHADH, ACAA1, SCP2 and ABCD4 in CRC cells when VDR was knowdown. (b) Western blot analysis of ACOX1, EHHADH, ACAA1, SCP2, ACOX3 and ABCD4 expression in MEFs p53^+/+^ or p53^-/-^cells expressing VDR. (c) qPCR ChIP analyses of VDR binding to *ACOX1*, *EHHADH*, *ACAA1*, and *SCP2* promoter regions in MEFs p53^+/+^ or p53^-/-^cells, n = 3. (d) Western blot analysis of VDR, ACOX1, EHHADH, ACAA1, SCP2, ACOX3 and ABCD4 expression in HCT116 p53^+/+^ or HCT116 p53^-/-^cells treated with or without Nutlin3. (e) *VDR* expression was detected by qRT-PCR in HCT116 p53^+/+^ or HCT116 p53^-/-^ cells treated with Nutlin3 or not, n = 3. (f) Co-IP of endogenous p53 with VDR in CRC cells. (g) Schematic representation of the domains of p53 and VDR. TAD, N-terminal transactivation domains; DBD, DNA-binding domain; CTD, C-terminal domain. LBD, carboxy-terminal ligand binding domain; AF-2, activation function-2. (h) IP and WB of p53 interaction with VDR or the truncation mutants. (i) HCT116 and HEK293T cells were treated with Nutlin3 for 24h. Whole cell lysates and nuclear fractions were prepared. Data were presented as mean ± SD. ***P* < 0.01, ****P* < 0.001.

**Figure S3. Acetyl-CoA from p53-mediated peroxisomal FAO regulates ATIC activity, related to Figure 3.** (a) Levels of H_2_O_2_ in the CRC tumors from CRC mice tumor tissues and HCT116 cells, n = 3 or 6. (b) Western blot analysis of ACLY, ACSS2, and ACOX1 expression in CRC cells treated with Nutlin3. (c) GSEA plot showing enriched nucleotide biosynthesis signaling pathways in the *VP* mouse. (d) Western blot analysis of ATIC acetylation in CRC cells or MEFs treated with Nutlin3 or not. (e) Western blot analysis of ATIC acetylation in CRC cells stably expressing Flag-ATIC were treated with Nutlin3 (left), or transfected with HA-p53 (right). (f) HCT116 cells with a stable knockdown of ACOX1 were subsequently infected with viruses for expression of ACOX1. The above cells followed by the western blot analysis of ATIC acetylation and measurement of acetyl-CoA levels, n = 3. (g) ATIC activity was measured in HCT116 cells treated with or without Nutlin3, n = 3. (h) Effect of ATIC K266R, K356R, or K524R mutation on its acetylation and activity, n = 3. (i) The amino acid sequences surrounding ATIC K266 in multiple species. (j) HCT116 cells with a stable knockdown of ATIC were subsequently infected with viruses for expression of Flag-ATIC (WT), Flag- ATIC -K266R (K266R) or Flag- ATIC -K266Q (K266Q). The above cells were further treated with Nutlin3, followed by the western blot analysis of ATIC acetylation and measurement of ATIC enzyme activity, n = 3. Data were presented as mean ± SD. ns, non-significant, *P* > 0.05.

**Figure S4. p53 increases ATIC acetylation to trigger its degradation by transcriptionally activating KAT2B, related to Figure 4.** (a) HIEC cells were treated with either DMSO or Nutlin3 for 48 h, and the expression of 13 KAT family acetyltransferases genes were assessed by qRT-PCR, n = 3. (b) Protein expression of KAT2A and KAT2B in HCT116 and HIEC cells treated with Nutlin3 for 48 h. (c) Western blot analysis of ATIC acetylation in CRC cells when overexpression of KAT2B. (d) Effect of ATIC K266R, K356R, or K524R mutation on KAT2B-mediated ATIC acetylation. (e) Western blot analysis of ATIC acetylation in HCT116 cells when KAT2B KD or co-expression of Flag-KAT2B. (f) Co-IP of endogenous KAT2B with ATIC in CRC cells. (g) mRNA levels of *TP53* and *ATIC* in HCT116 p53^+/+^ and p53^-/-^ cells treated with either DMSO or Nutlin3 for 48 h were analyzed by qRT-PCR, n = 3. (h) Western blot analysis of ATIC in HCT116 cells treated with or without Nutlin3 for 24 h. After addition of 100 mg/mL cycloheximide (CHX), cells were harvested at the indicated times for IB analysis. Signal intensity of ATIC protein was quantified by Image J, and then normalized to β-Actin band intensity. (i) Western blot analysis of HCT116 cells stable knockdown of endogenous ATIC and re-introduced with ATIC WT, K266R or K266Q mutant. After addition of 100 mg/mL CHX, cells were harvested at the indicated times for IB analysis. (j) CRC cells treated with or without Nulin3 for 24 h were further cultured in the presence of DMSO or 10 μM CQ for 10 h, followed by western blot analysis of ATIC expression. Data were presented as mean ± SD. ***P* < 0.01, ****P* < 0.001.

**Figure S5. Acetylation of ATIC is closely correlated to colorectal tumorigenesis, related to Figure 5.** (a) ATIC immunohistochemistry (IHC) in representative sections of tumor tissues from *VP* mice. (b) Western blot analysis of ATIC following injection of AAV2-Atic (WT, K266R, K266Q) in CRC tumors from *Trp53^fl/fl^* and *VP* mice, n = 3. (c) CCK-8 assays were performed in CRC cells stably expression the indicated vectors, n = 3. (d) HCT116 cells with stable expression of p53 were further infected with viruses expressing ATIC WT, K266R or K266Q mutant. Cell growth curves were determined by CCK-8 assays, n=3. (e) ATIC activity was measured in the above cells from (a), n=3. (f) ATP levels were measured with assay kits in the above cells from (a), n=3. Data were presented as mean ± SD.

**Figure S6. Targeting ATIC suppresses colorectal tumorigenesis, related to Figure 6****.** (a) A scheme of Cpd14 treatment in *APC^min/+^Trp53^fl/fl^* and *AP* CRC mouse model. (b) Typical images of colon tumors from Control and Cpd14-treated mice 42 days after Cpd14 treatment. (c) Colon tumor volume in mice from (a), n = 5 or 6. Tumor volume (*TV*) was calculated was calculated as follows: *TV* = 3.14 × d^3^ × 0.75. (d) Tumor inhibition rate for Cpd14-treated mice relative to control mice in p53 WT and p53-deficient mice, n = 5 or 6. (e) ATIC activity (left) and ATP levels (right) in tumor tissues from in *APC^min/+^ Trp53^fl/fl^* and *AP* CRC mouse model, n = 5 or 6. (f) A Scheme for the AOM/DSS-induced colon cancer model in *Trp53^fl/fl^* and *VP* mice (top). Each mouse received two intraperitoneal injections of the indicated virus during the second processing of DSS treatment. Typical images of colon tumors from mice treated with shCtrl or shAtic encoding AAV. (g) ATIC immunohistochemistry (IHC) in representative sections of tumor tissues from each group, as in (f). (h) Western blot analysis of ATIC following injection of the indicated virus in CRC tumors from *Trp53^fl/fl^* and *VP* mice, n = 2. (i) Colon tumor numbers in mice from (f), n = 6. (j) Tumor inhibition rate for shAtic mice relative to Ctrl mice in *Trp53^fl/fl^* and *VP* mice, n = 6. (k) ATIC activity and ATP levels were measured in tumor tissues from (f), n = 6. (l) Cell growth were determined by CCK-8 knockdown of ATIC, n = 3. (m) ATIC activity and ATP levels were measured in the above cells from (l), n = 3. Data were presented as mean ± SD.

**Figure S7. Acetylation of ATIC is downregulated in human CRCs, related to Figure 7.** (a) Western blot analysis of the indicated proteins in human CRC patient tissues, 30 pairs of CRC samples (T) with adjacent normal colon tissues (N). (b) *ACOX1*, *KAT2B*, *ATIC* expression in CRC tumors and normal colorectal tissues. The raw data from GSE41258, and GSE23878. (c) Protein expression of ACOX1 and ATIC in colon cancer. KAT2B was not identified in Colon data set. Z-values represent standard deviations from the median across samples for the given cancer type. Log2 Spectral count ratio values from CPTAC were first normalized within each sample profile, then normalized across samples. The data was from CPTAC.

**Key resources table**

| **Antibodies** | **SOURCE** | **IDENTIFIER** |
| --- | --- | --- |
| VDR | Proteintech | 14526-1-AP |
| VDR | Santa Cruz | sc-13133 |
| p53 | Abclonal | A11232 |
| p53 | Santa Cruz | sc-126 |
| ACOX1 | Abcam | ab184032 |
| EHHADH | Abclonal | A13488 |
| ACAA1 | Abclonal | A7422 |
| ACOX3 | Abclonal | A17020 |
| p21 | Abclonal | A19094 |
| SCP2 | Proteintech | 23006-1-AP |
| H3 | Proteintech | 17168-1-AP |
| ABCD4 | Elabscience | E-AB-12686 |
| ATIC | Abclonal | A5559 |
| ATIC | Abcam | ab188321 |
| KAT2A | Abclonal | A2224 |
| KAT2B | Proteintech | 13983-1-AP |
| KAT2B | Abclonal | 13983-1-AP |
| ACLY | Proteintech | 15421-1-AP |
| ACSS2 | Abclonal | A12334 |
| Acetylated-Lysine Antibody | CST | AB_331805 |
| HA | Sigma | H6908 |
| HA | OriGene | AF4911 |
| Flag | Sigma | AB_259529 |
| Flag | Proteintech | 20543-1-AP |
| GFP | Proteintech | 66002-1-Ig |
| β-actin | Santa Cruz | Sc47778 |
| Goat Anti-Rabbit IgG (alexa fluor 594) | Abcam | Ab150080 |
| Goat Anti-Mouse IgG (alexa fluor 488) | Abcam | Ab150113 |
| HRP- Mouse Anti-Rabbit IgG Light chain specific | Proteintech | SA00001-7L |
| HRP-conjugated Anti-Heavy Chain of Rabbit IgG | Proteintech | SA00001-7H |
| HRP-conjugated Goat Anti-Mouse IgG Heavy Chain | Abclonal | AS064 |
| HRP-conjugated AffiniPure Goat Anti-Mouse IgG Light Chain | Abclonal | AS062 |

**Critical Commercial Assays**

| Acetyl-Coenzyme A Assay Kit | Sigma | MAK039 |
| --- | --- | --- |
| Hydrogen Peroxide Assay Kit | Solarbio | BC3595 |
| BCA Assay | Thermo Fisher | 23225 |
| Dual-Luciferase® Reporter Assay System | Promega | E1910 |
| Cell Counting Kit-8 | TOPSCIENCE | C0005 |
| ATP assay kit | Njjcbio | A095-1-1 |
| Nuclear and Cytoplasmic Protein Extraction Kit | Beyotime | P0027 |

**Experimental Models: Cell Lines**

| Human embryonic kidney HEK293T cells | ATCC | CRL-3216 |
| --- | --- | --- |
| Human colorectal carcinoma HCT116 cells | ATCC | CCL-247 |
| Human colorectal carcinoma HCT116 p53^-/-^cells | Prof. zhang Lab | ^1^ |
| Human colorectal carcinoma RKO cells | ATCC | CRL-2577 |
| Human normal intestinal epithelial HIEC cells | ATCC | CRL-3266 |
| Mouse embryo fibroblasts (MEFs) | This paper | N/A |

**Experimental Models: Organisms/Strains**

| C57B6/J mice | NRCMM | NA |
| --- | --- | --- |
| *Trp53^fl/fl^* | Prof. Zhong Lab | ^2^ |
| *Pvillin-Cre* | Cyagen | C001014 |
| *Trp53^em1Cd^/Gpt* | GemPharmatech | T005332 |
| BALB/c nude mice | GemPharmatech | D000521 |

**Chemicals and Reagent**

| PMSF | Calbiochem | 80055-380 |
| --- | --- | --- |
| Triton X-100 | Thermo Fisher Scientific | 28314 |
| Trypsin-EDTA | Gibco | 15400054 |
| Fetal Bovine Serum (FBS) | Gibco | 26010074 |
| Penicillin/Streptomycin | Gibco | 15140-122 |
| DMSO | Sigma-Aldrich | D2650 |
| Protein G Sepharose | Sigma-Aldrich | P3296 |
| Nutlin3 | Sigma-Aldrich | SML0580 |
| Cycloheximide (CQ) | Sigma-Aldrich | R750107 |
| 3-methyladenine (3-MA) | Sigma-Aldrich | M9281 |
| MG132 | Sigma-Aldrich | M8699 |
| 10-Formylfolic acid | Sigma-Aldrich | 1286300 |
| Azoxymethane | Sigma-Aldrich | A5486 |
| TRIzol | Life Technology | 15596018 |
| Palmitic Acid-^13^C16 | Medical Isotopes, Inc. | C99 |
| Docosanoic Acid (d43) | CIL | DLM-4703-PK |
| Docosanoic-22,22,22-d3 Acid | Medical Isotopes, Inc. | D1936 |
| NAD^+^ | MCE | HY-B0445 |
| Chloroquine | MCE | HY-17589A |
| 5-Fluorouracil | MCE | HY-90006 |
| AICAR | TargetMol | T1477 |
| Etomoxir | TargetMol | T0365 |
| Thioridazine | TargetMol | T4535 |
| Dextran Sulfate Sodium Salt (DSS) | MPBIO | 160110 |

**References**

1 Tu, R. *et al.* USP49 participates in the DNA damage response by forming a positive feedback loop with p53. *Cell Death Dis* **9**, 553 (2018).

2 Wang, X.-M. *et al.* The deubiquitinase USP25 supports colonic inflammation and bacterial infection and promotes colorectal cancer. *Nature Cancer* **1**, 811-825 (2020).

# Supplementary material for: p53 promotes peroxisomal fatty acid β-oxidation to repress purine biosynthesis and mediate tumor suppression
**Source:** Cell Death Dis. 2023 Feb 7;14(2):87. doi: 10.1038/s41419-023-05625-2
**Supplement:** Supplementary file 19 — Original data files

Fig. 1f

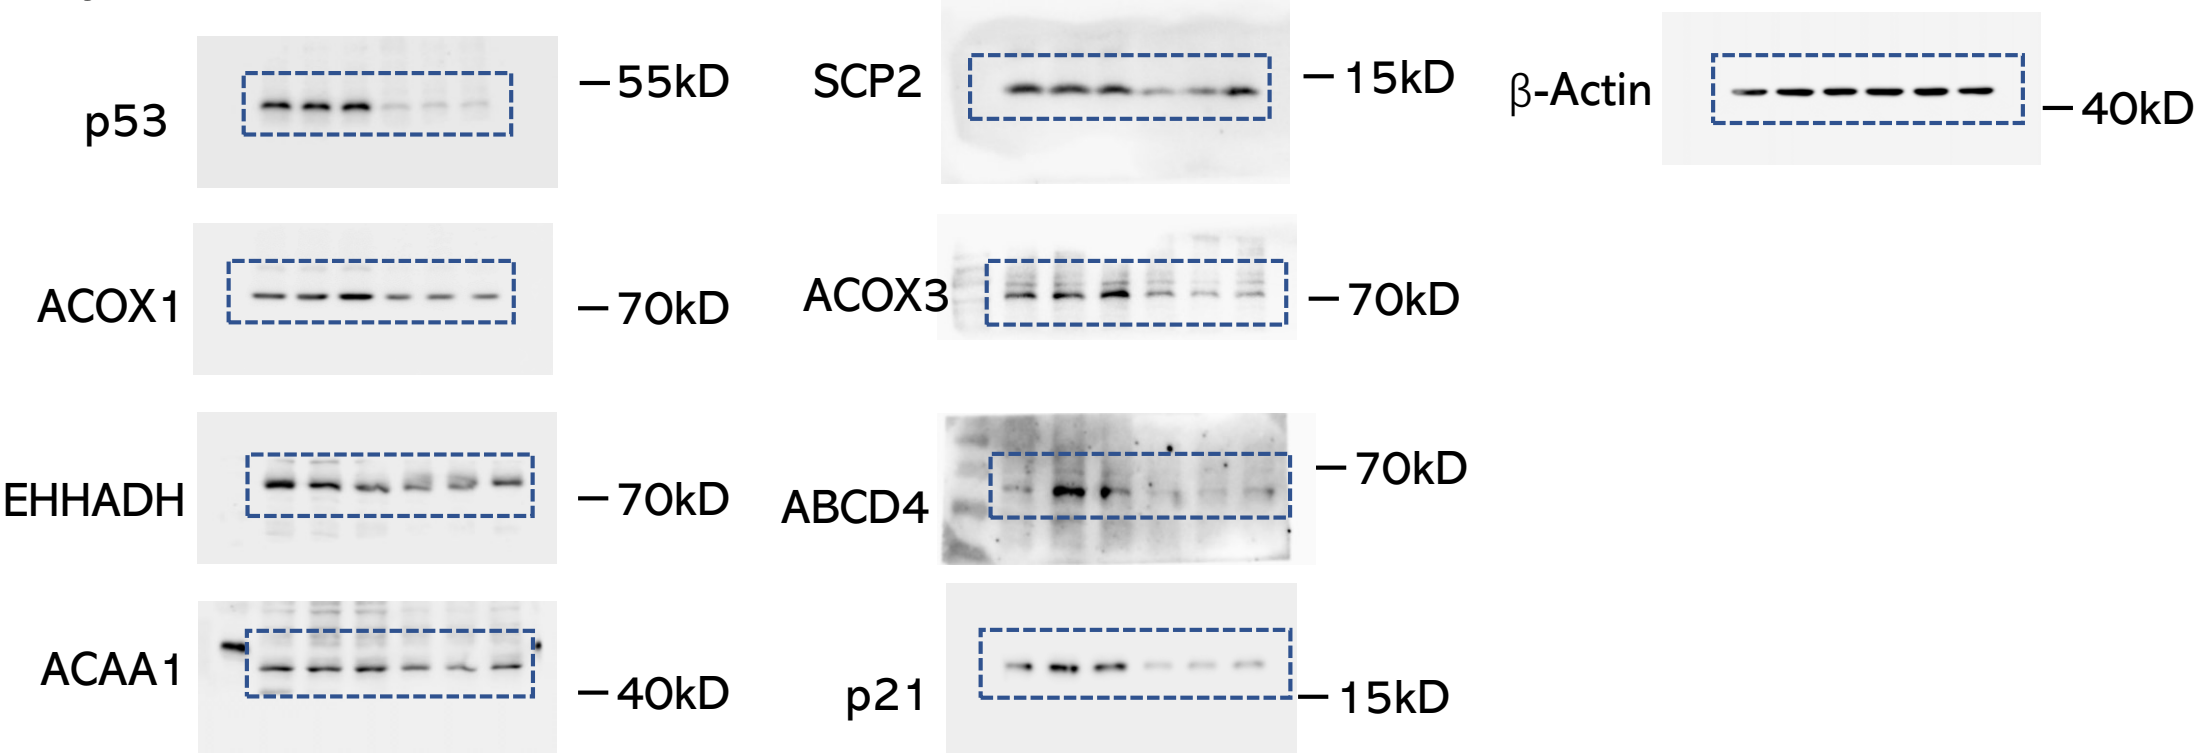

Fig. S1g

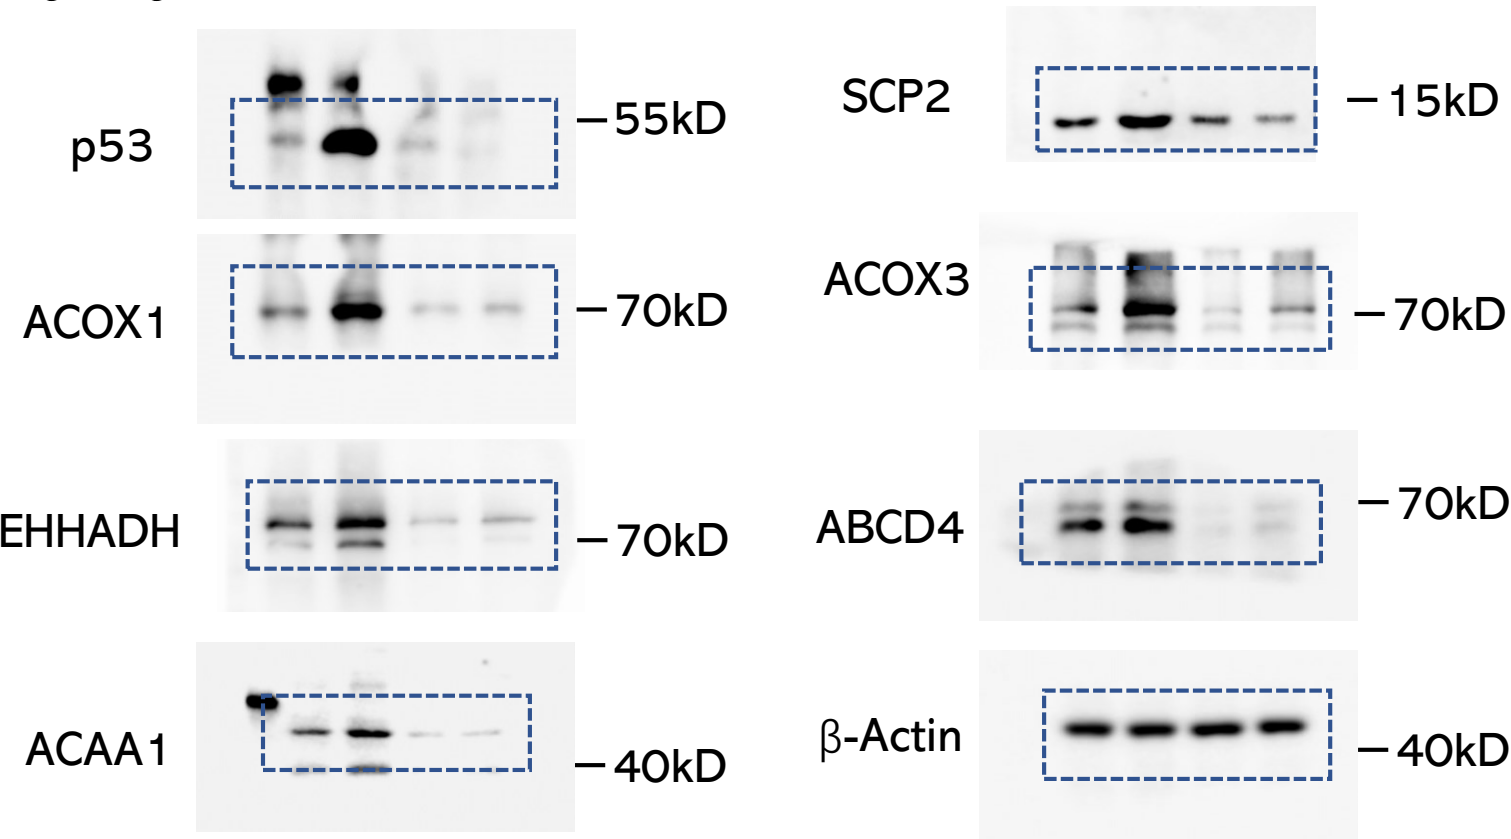

Fig. S1g

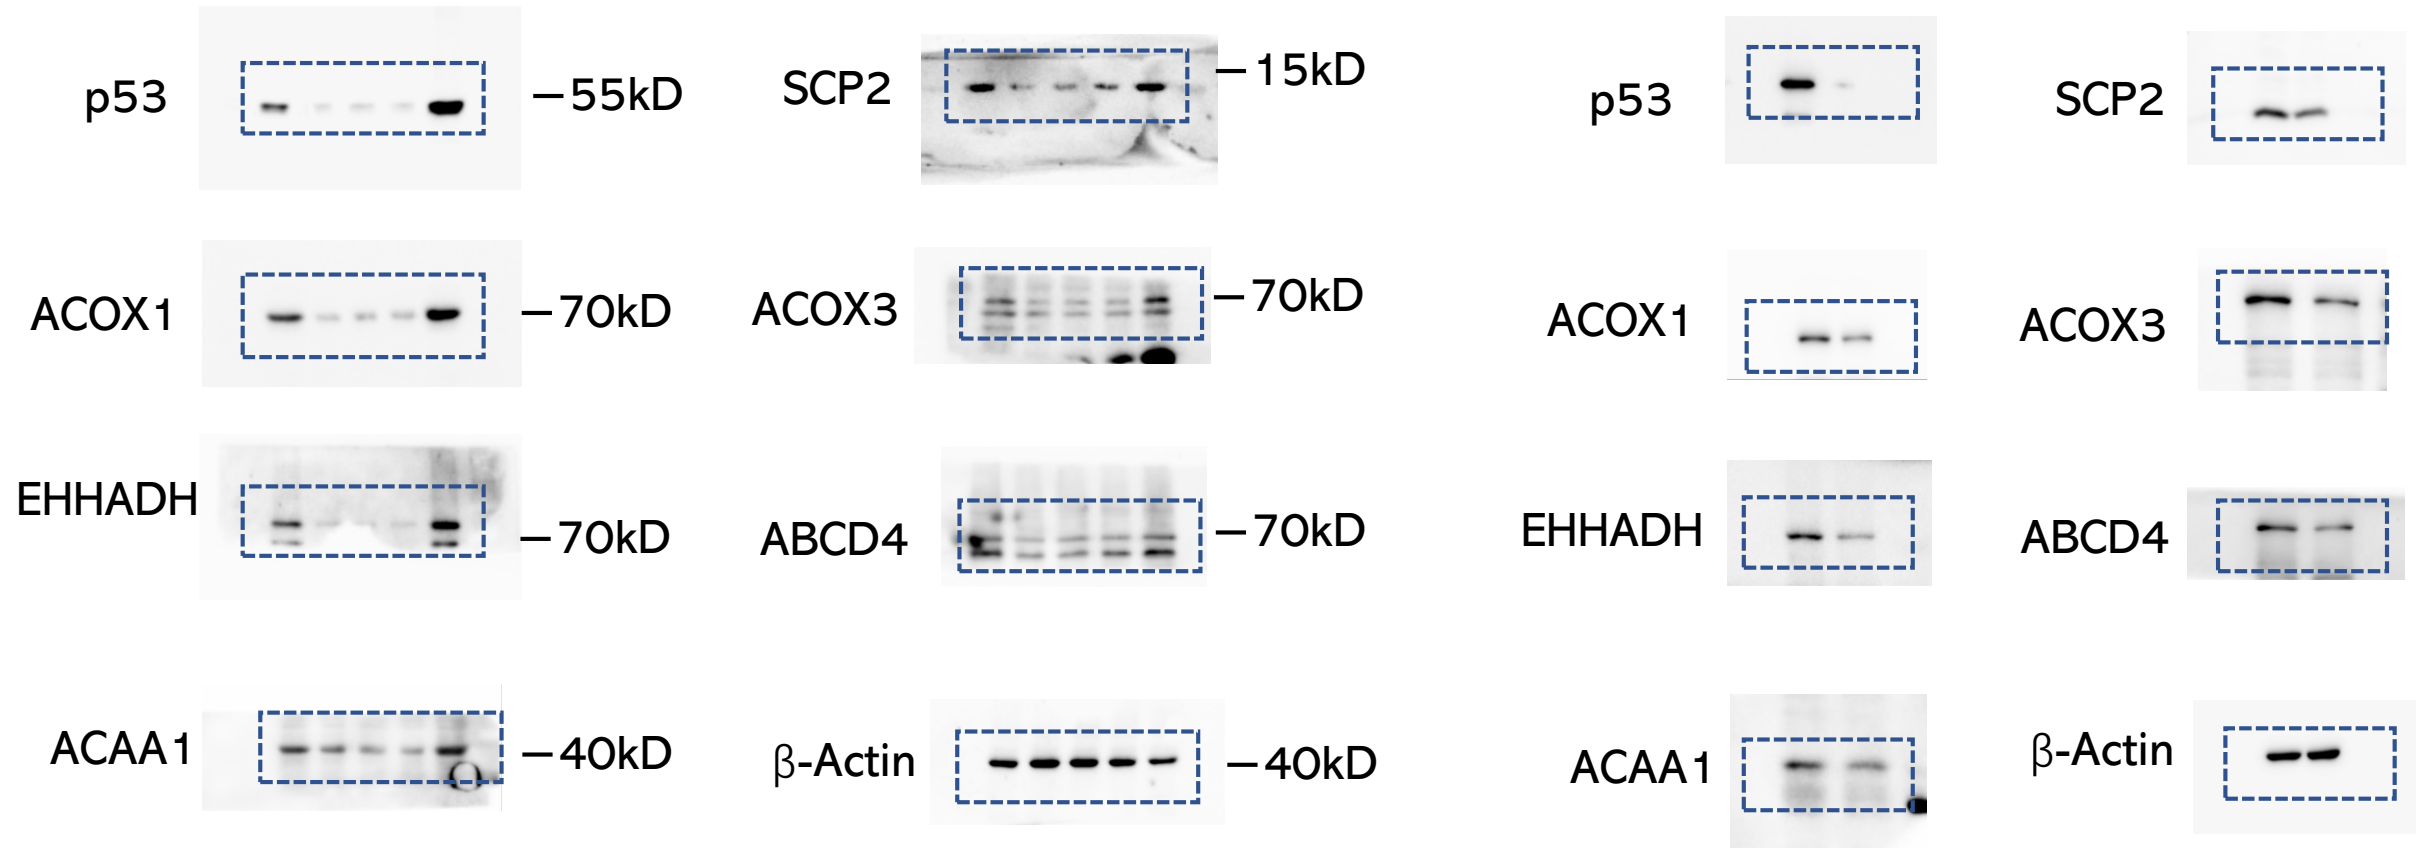

Fig. S1h

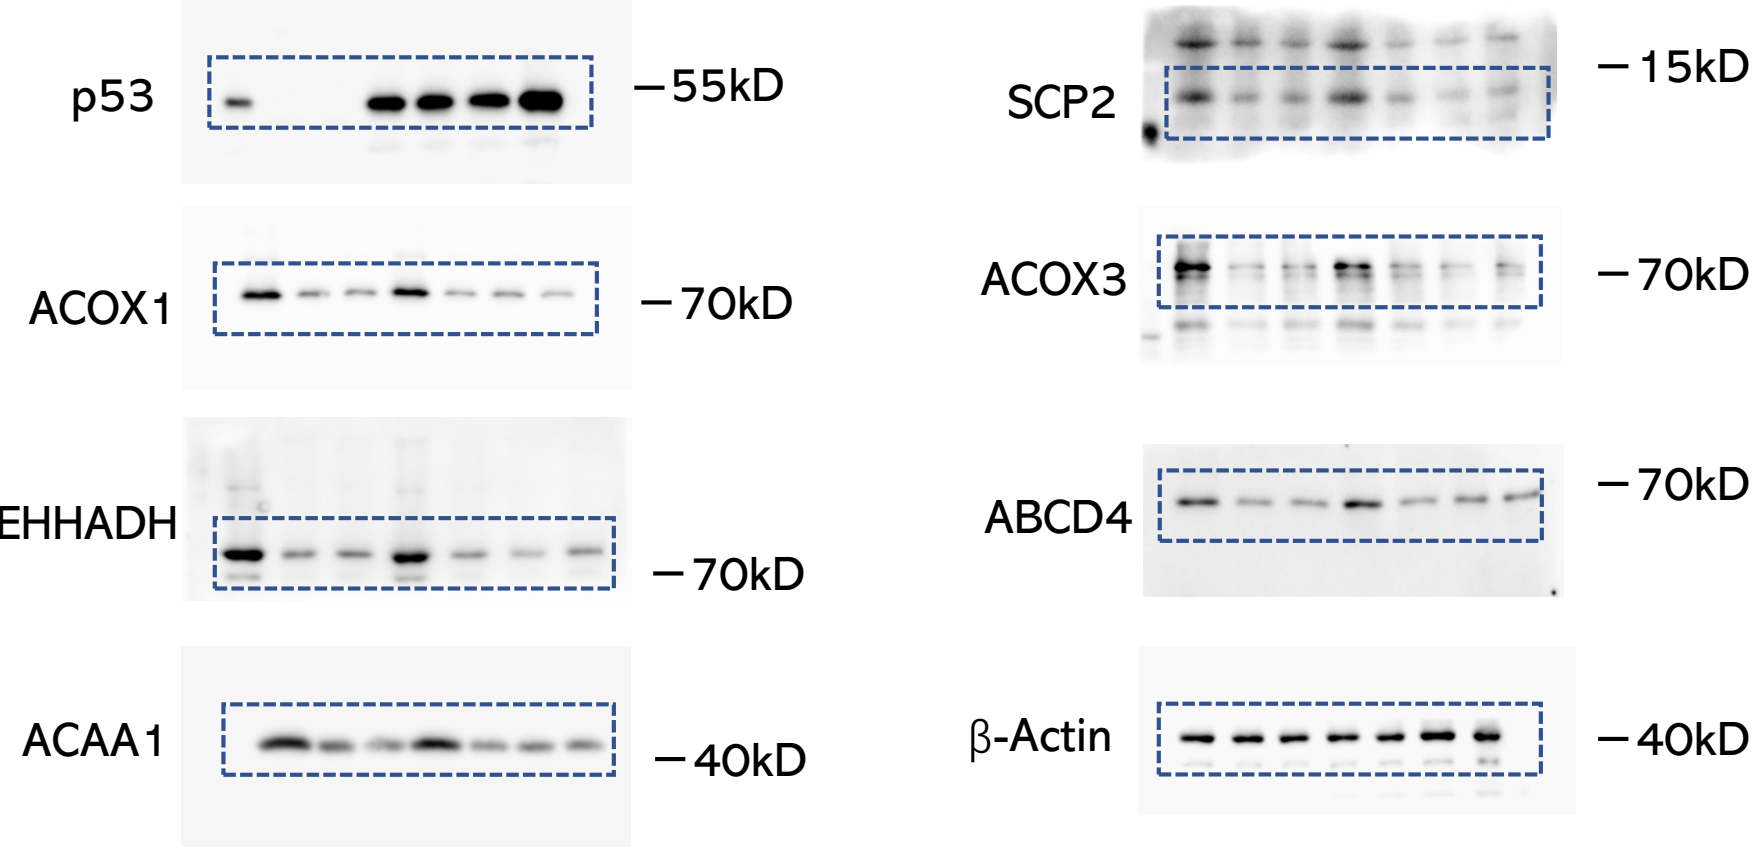

Fig. 2c

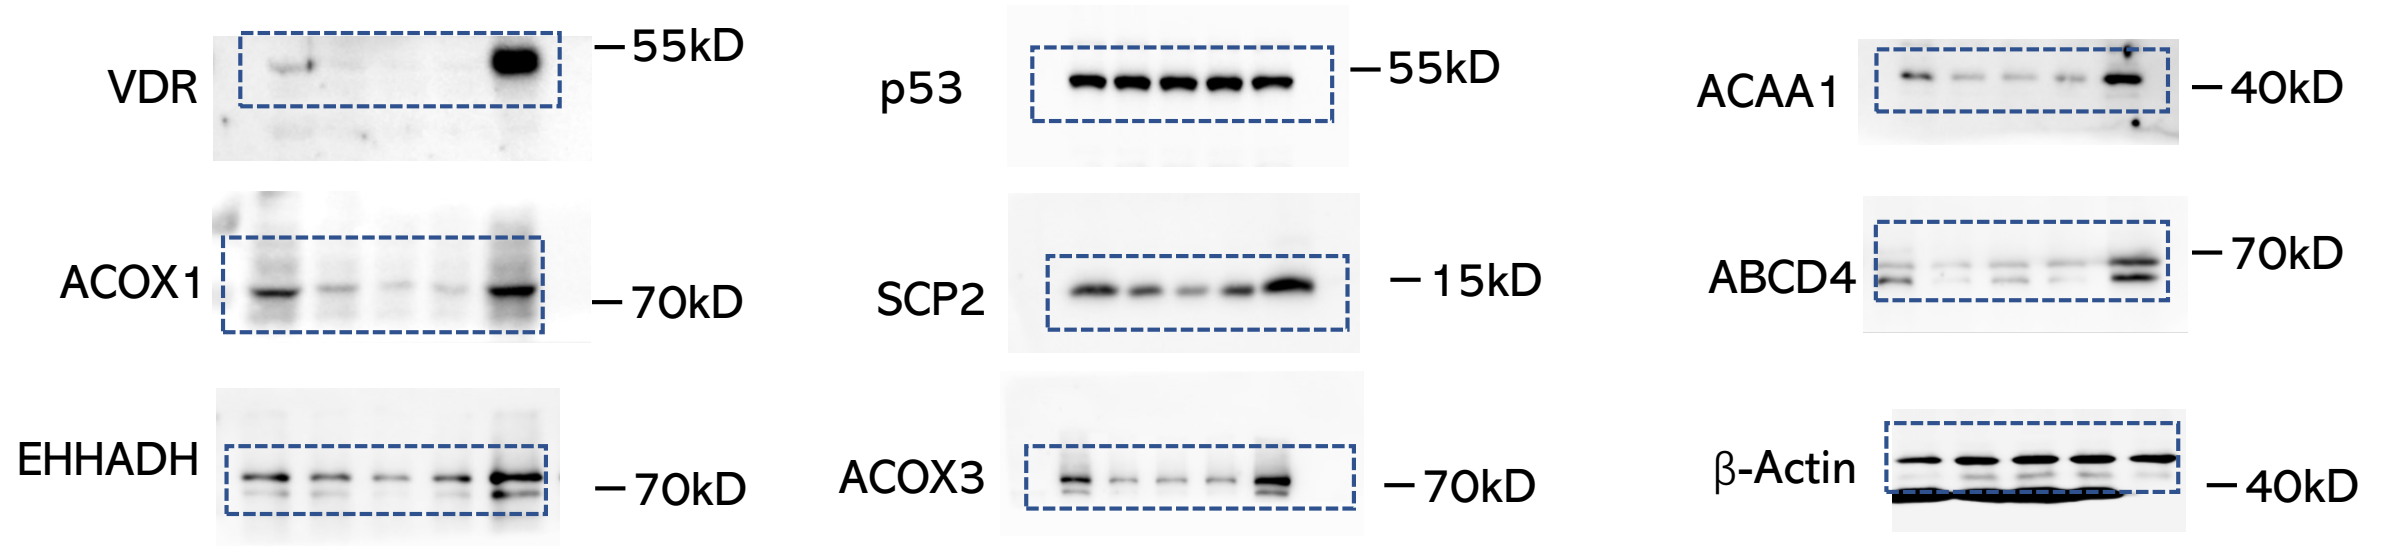

Fig. 2d

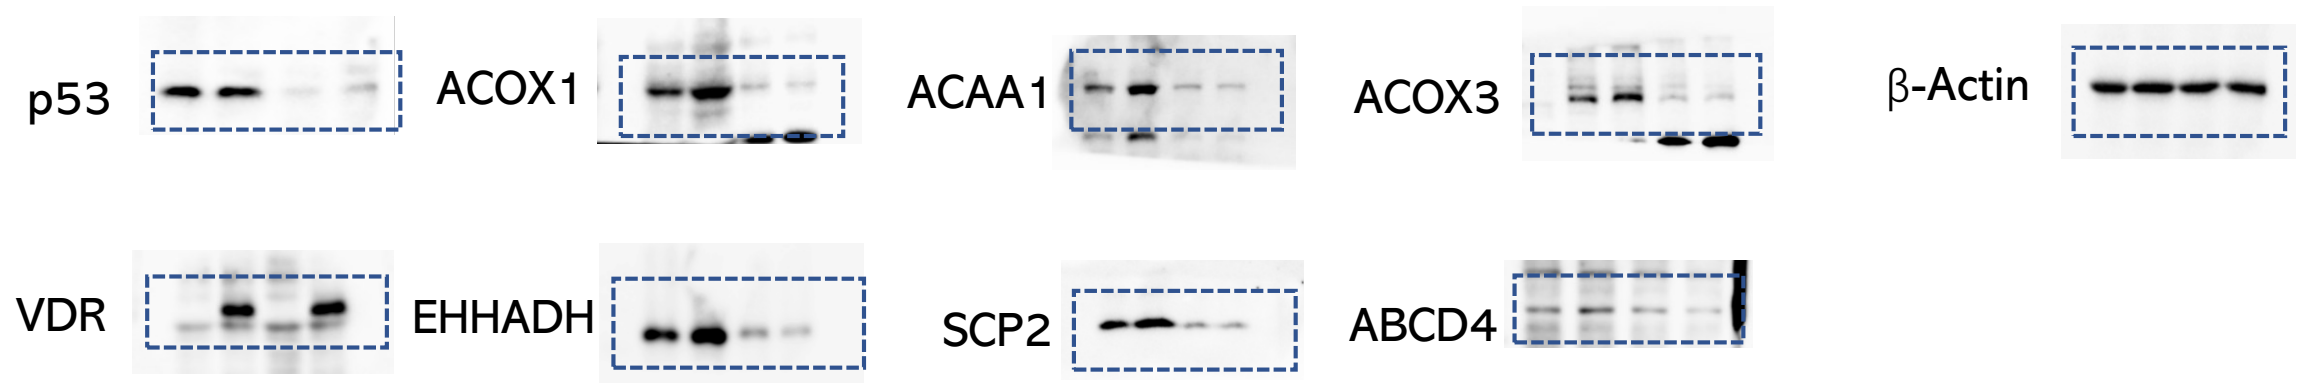

Fig. S2a

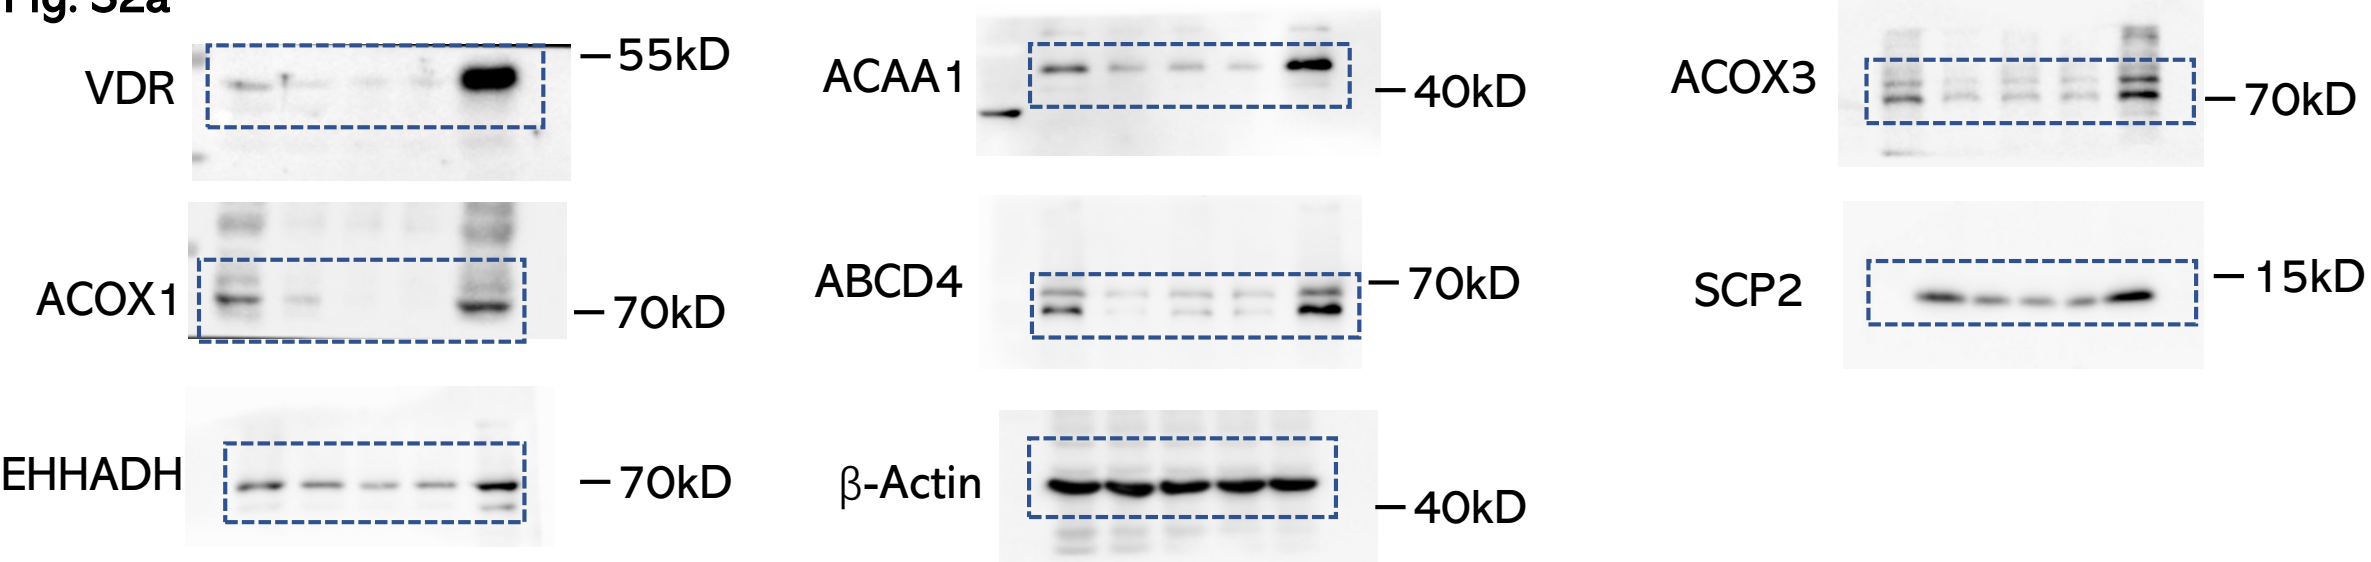

Fig. S2a

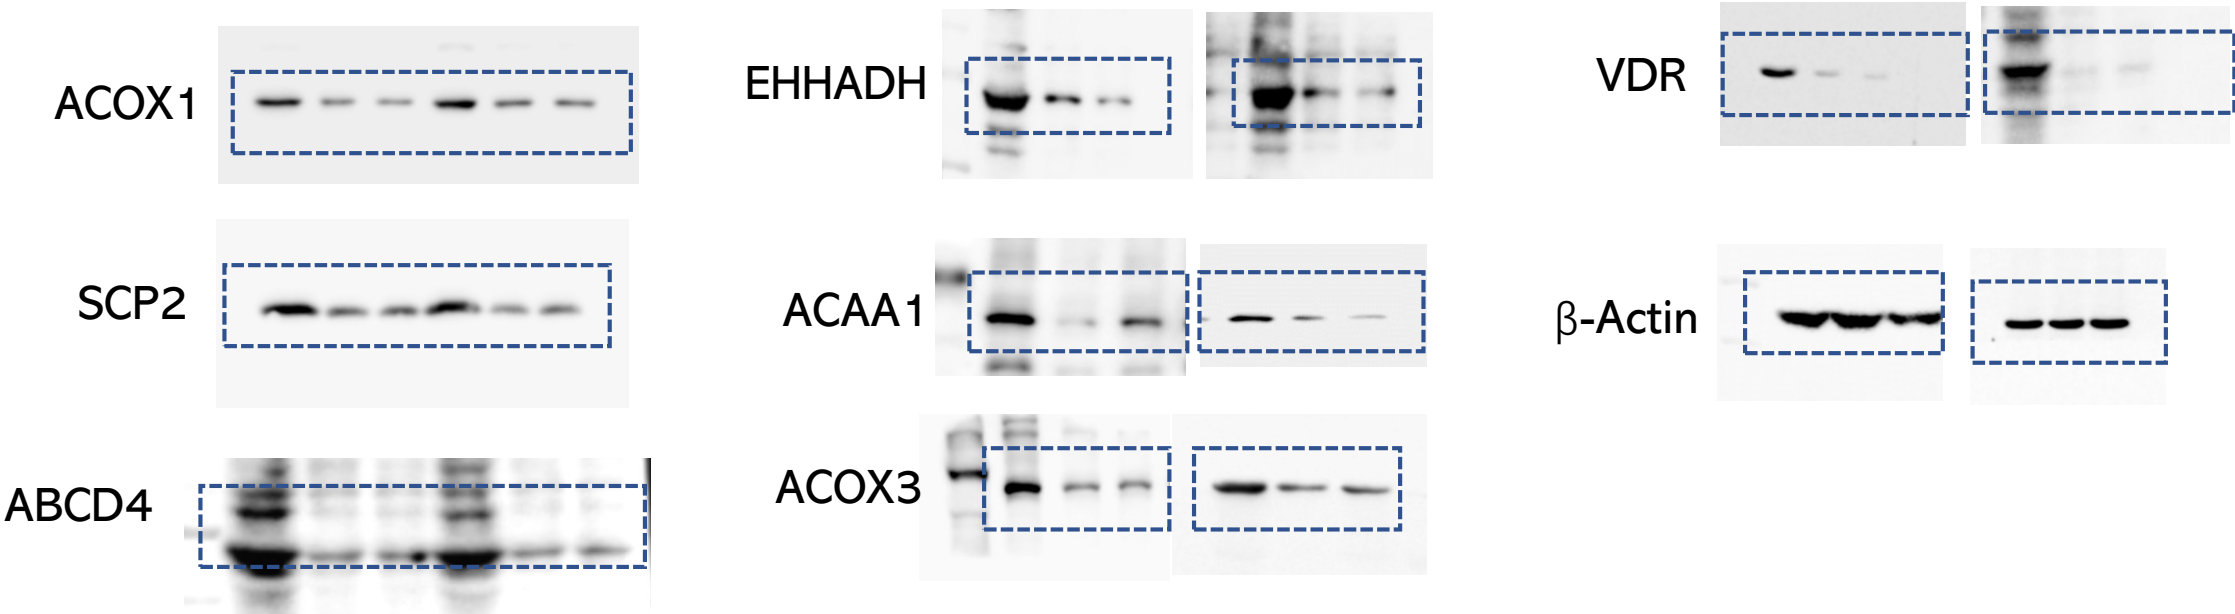

Fig. S2b

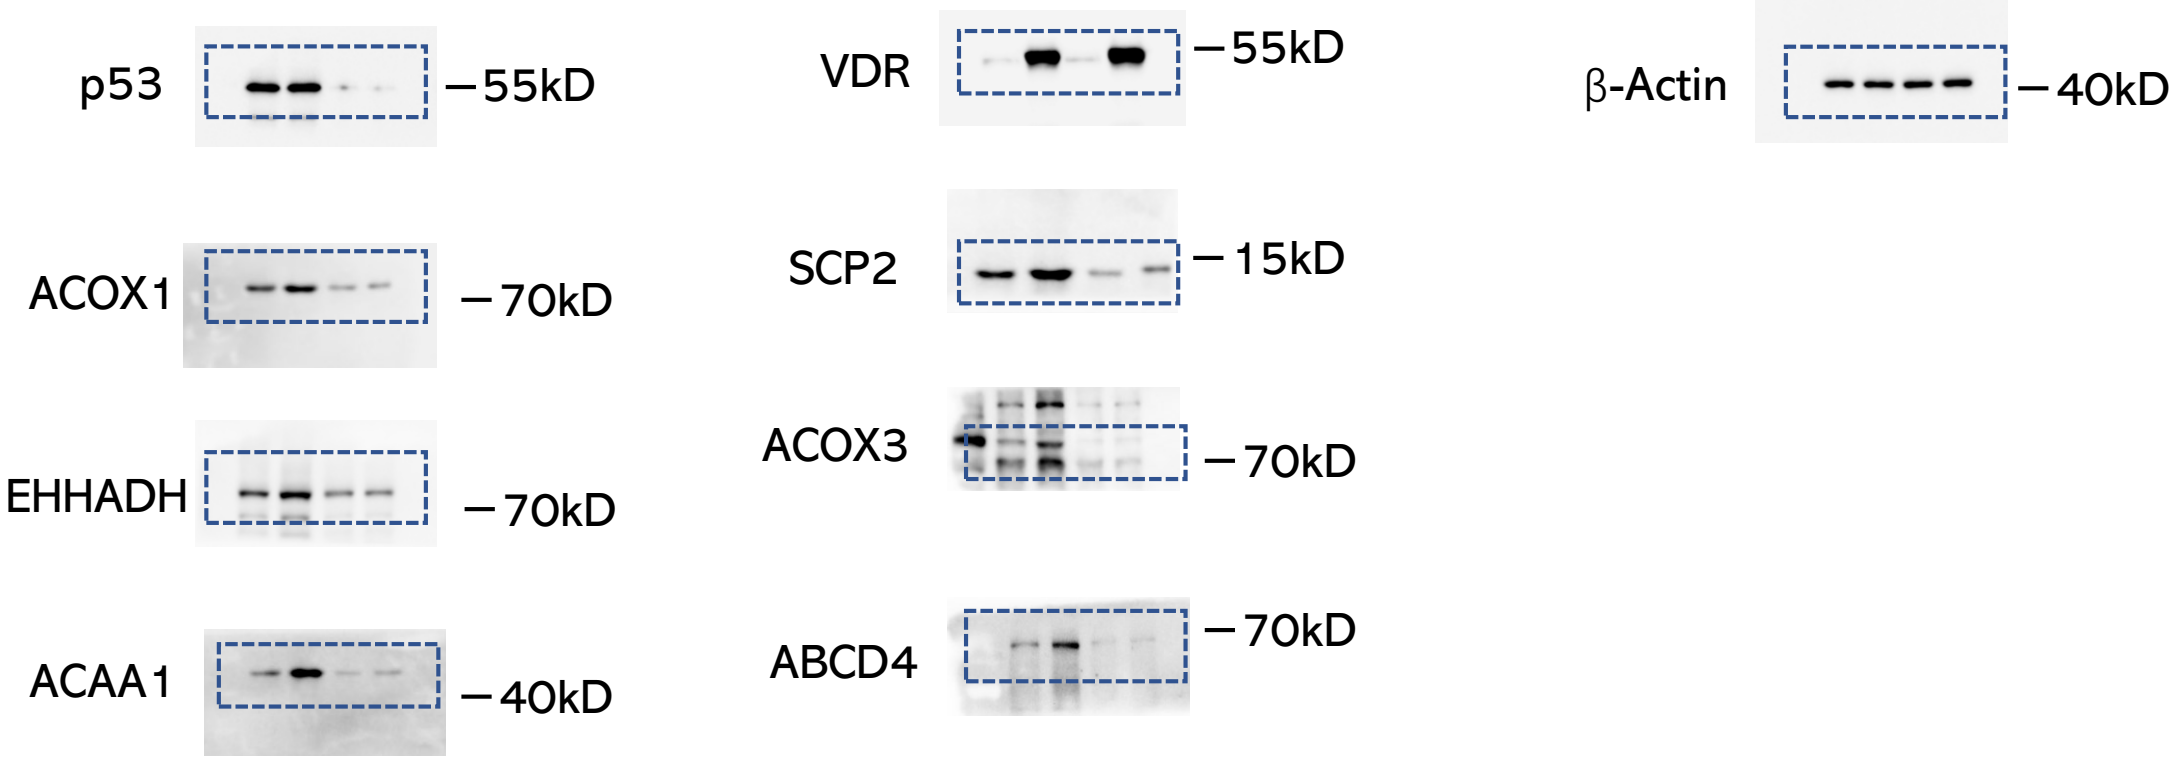

Fig. S2d

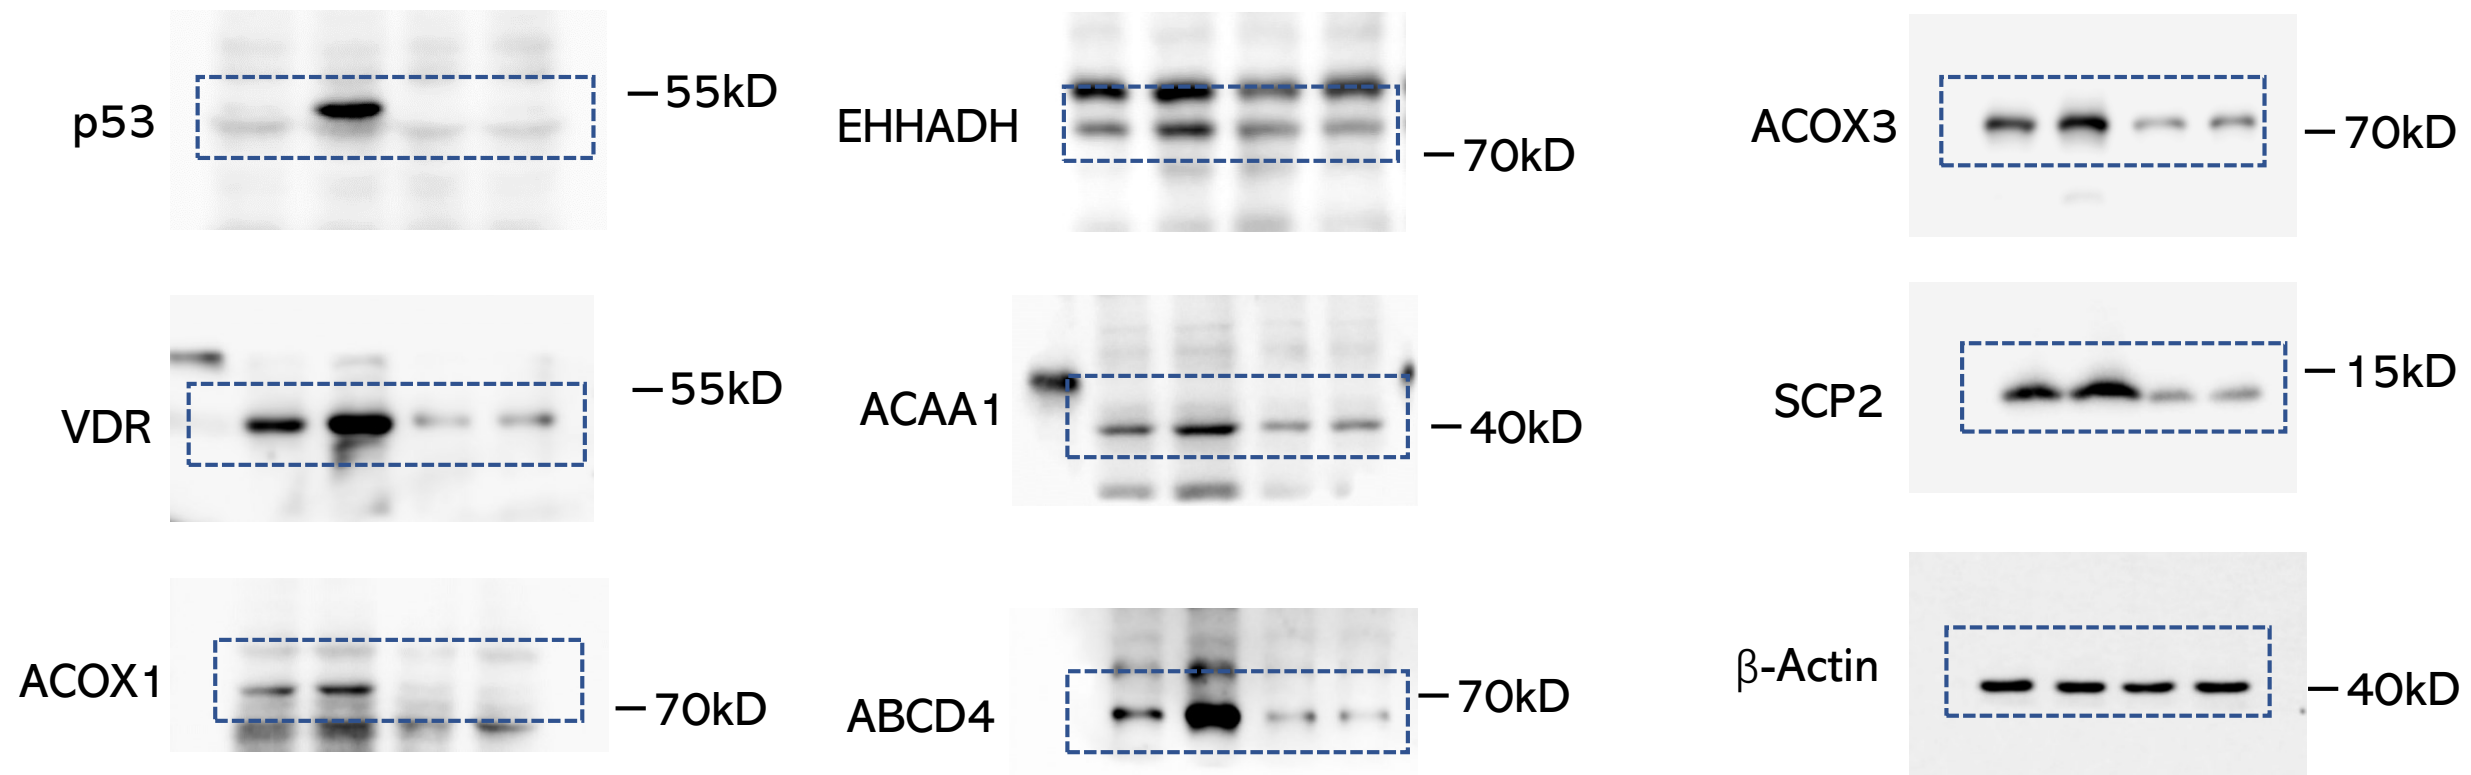

Fig. S2f

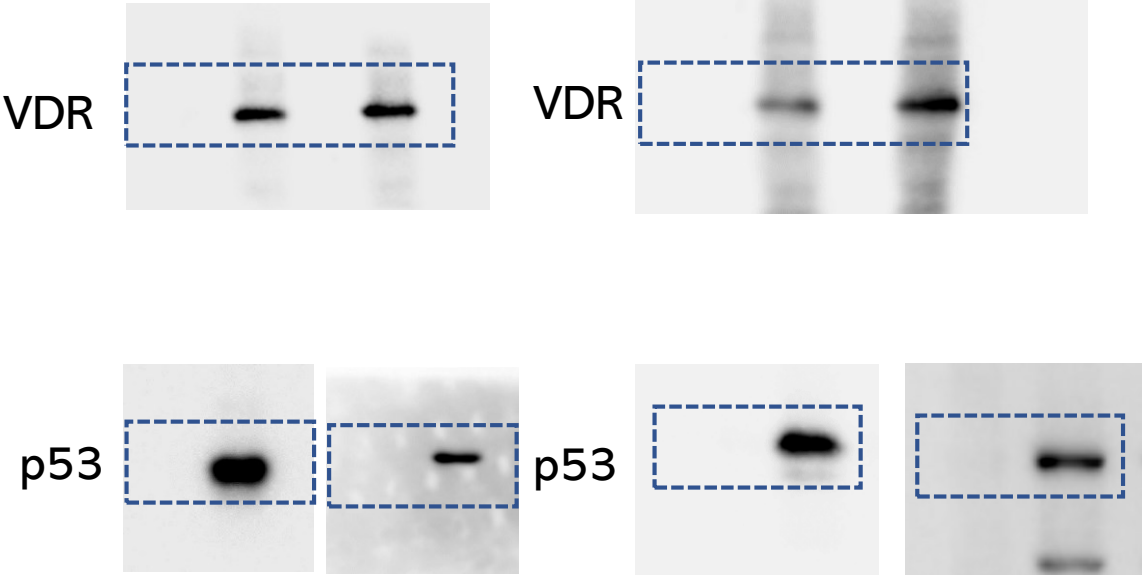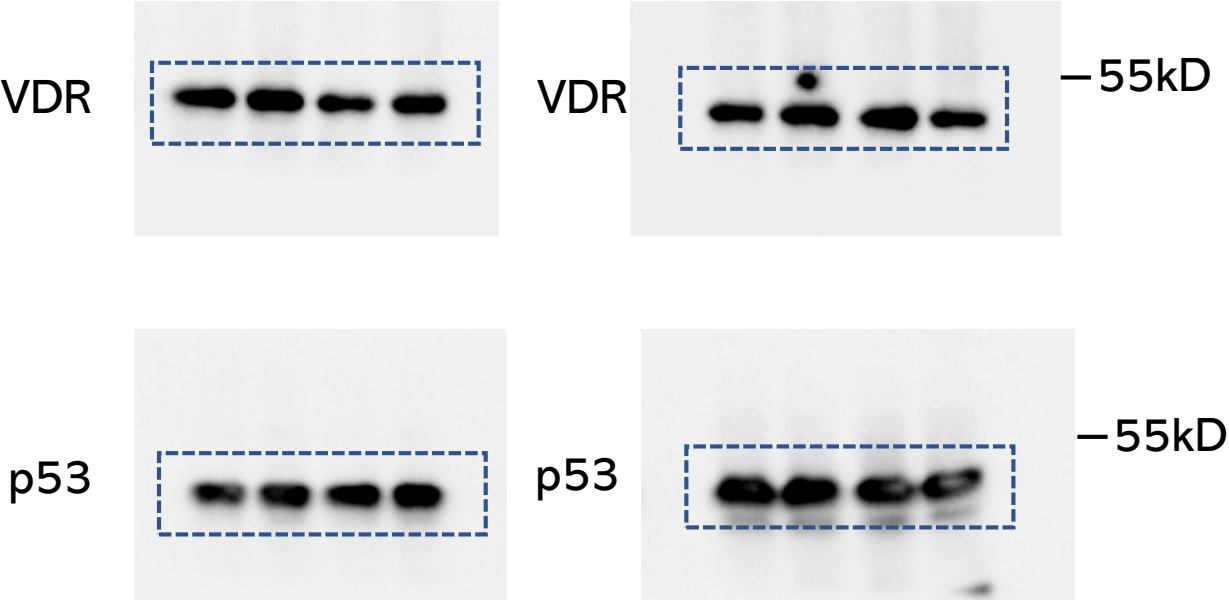

Fig. S2h

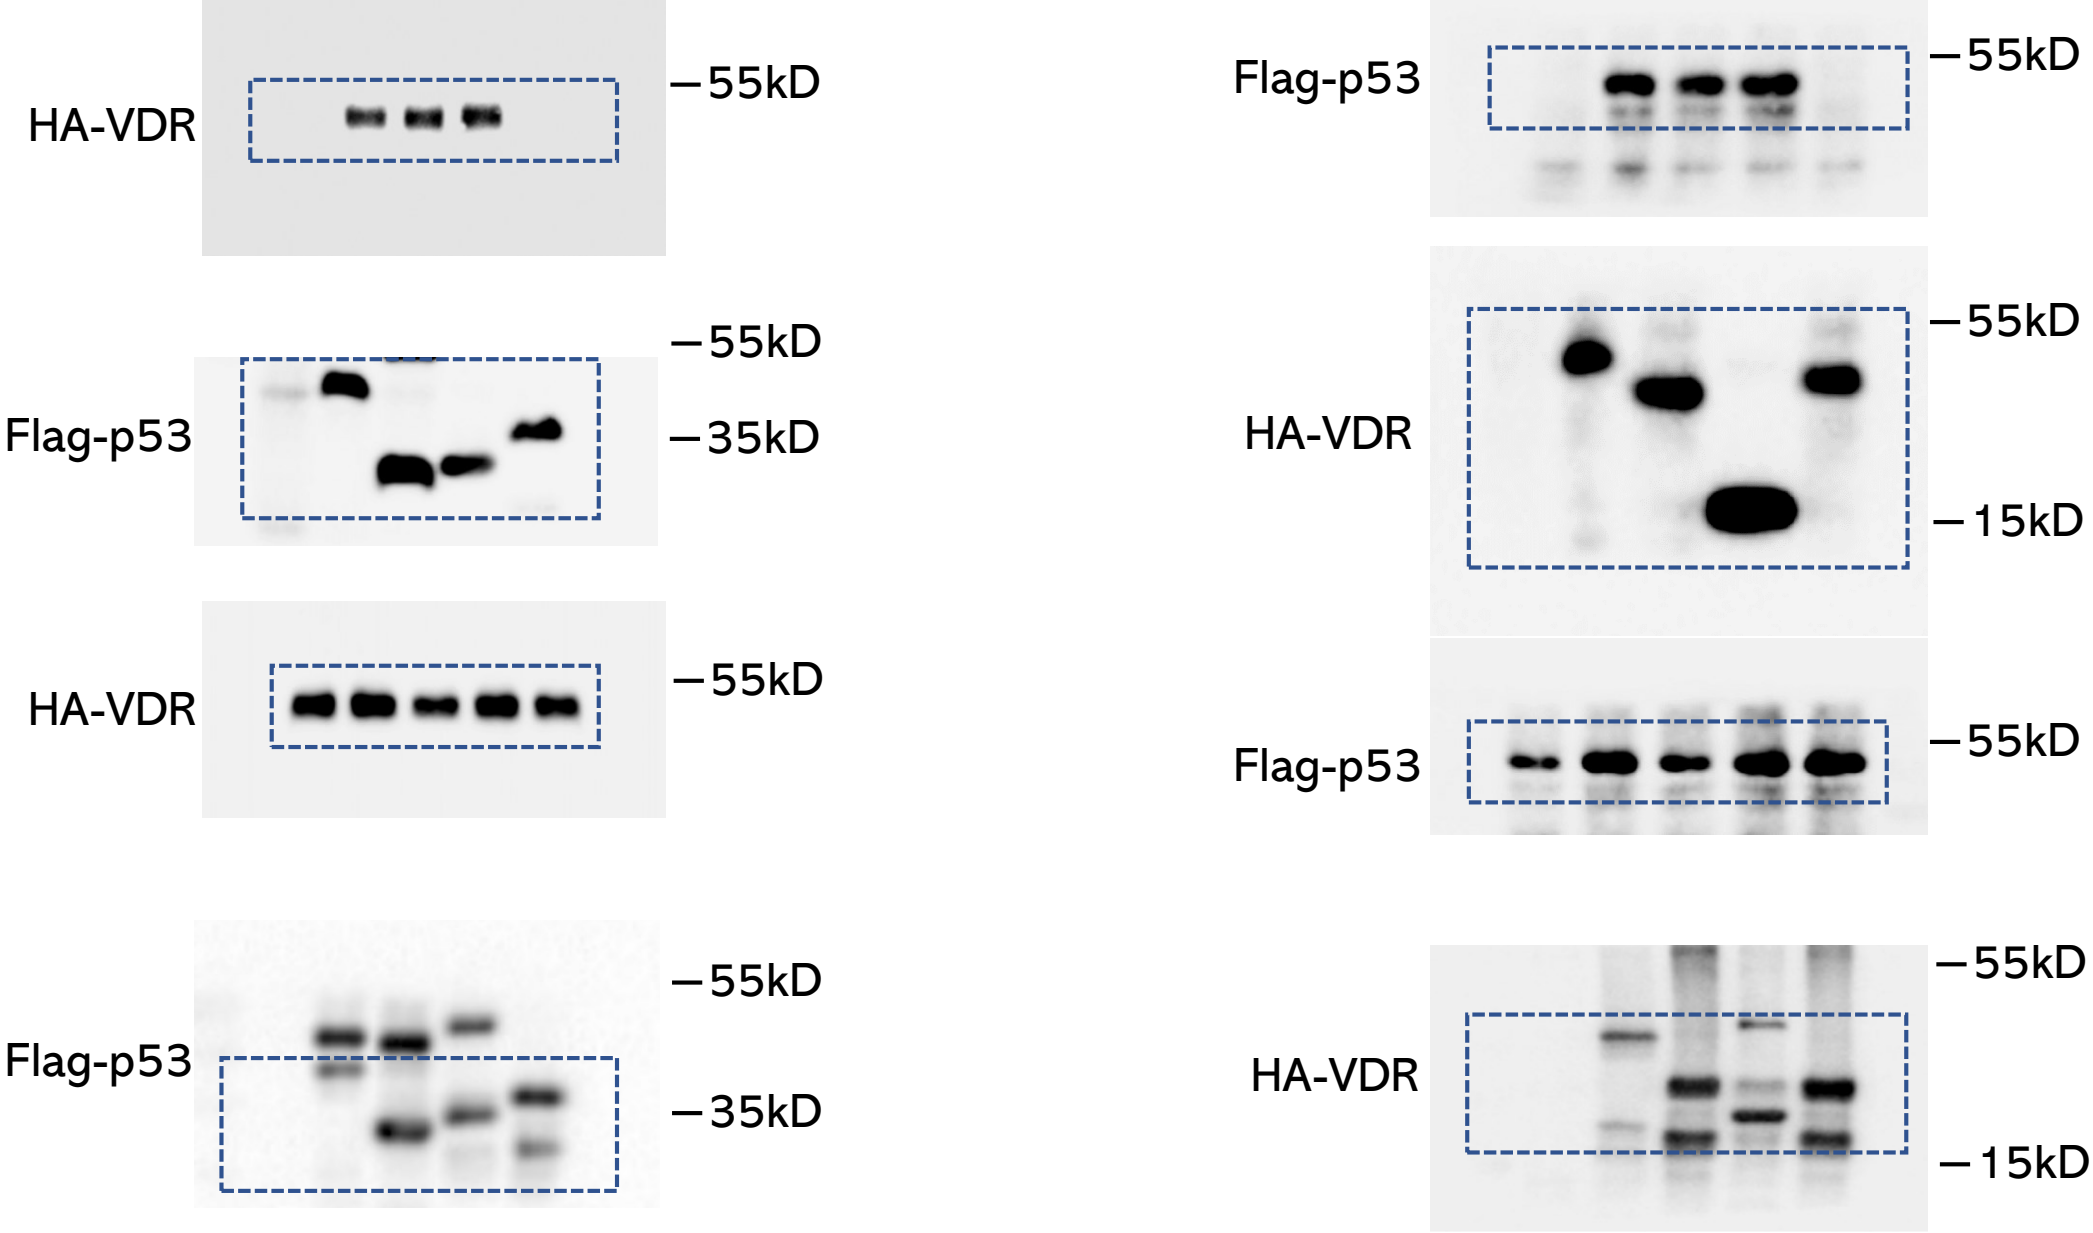

Fig. S2i

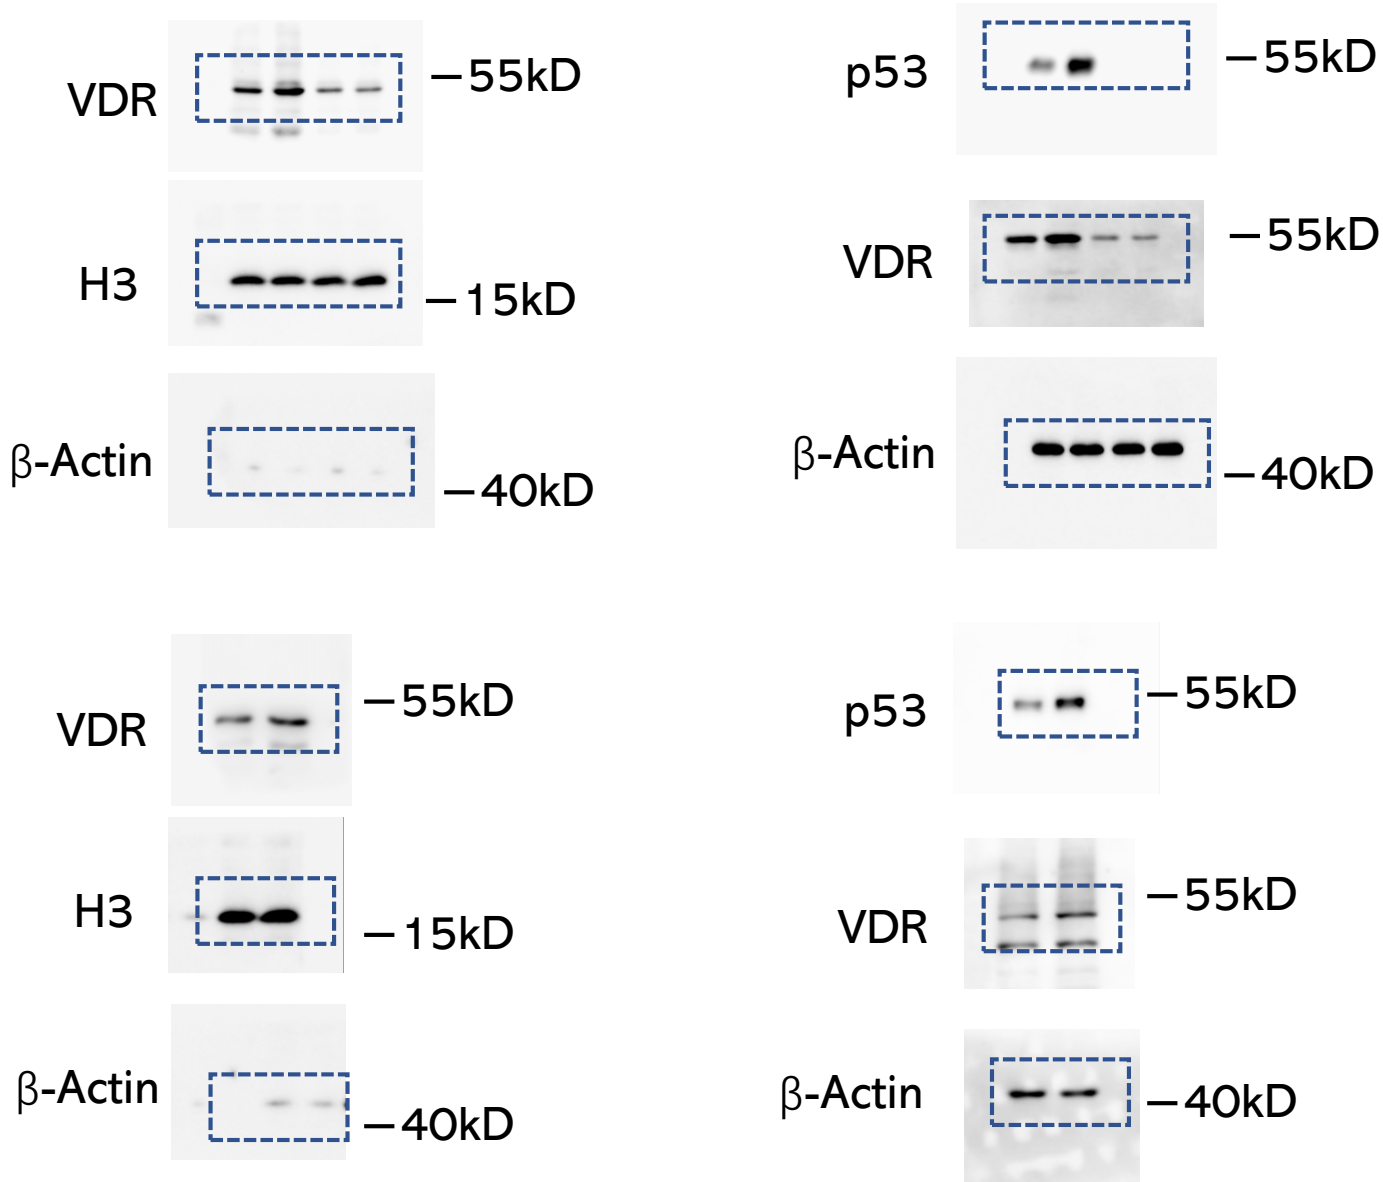

**Fig. 3e**

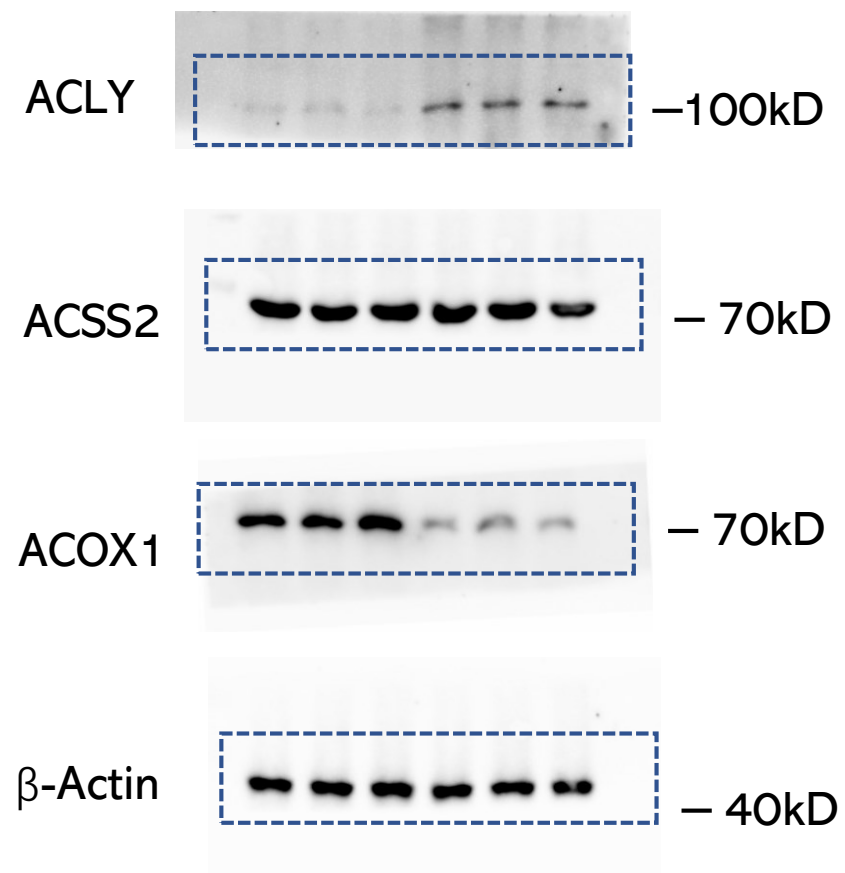

**Fig. 3h**

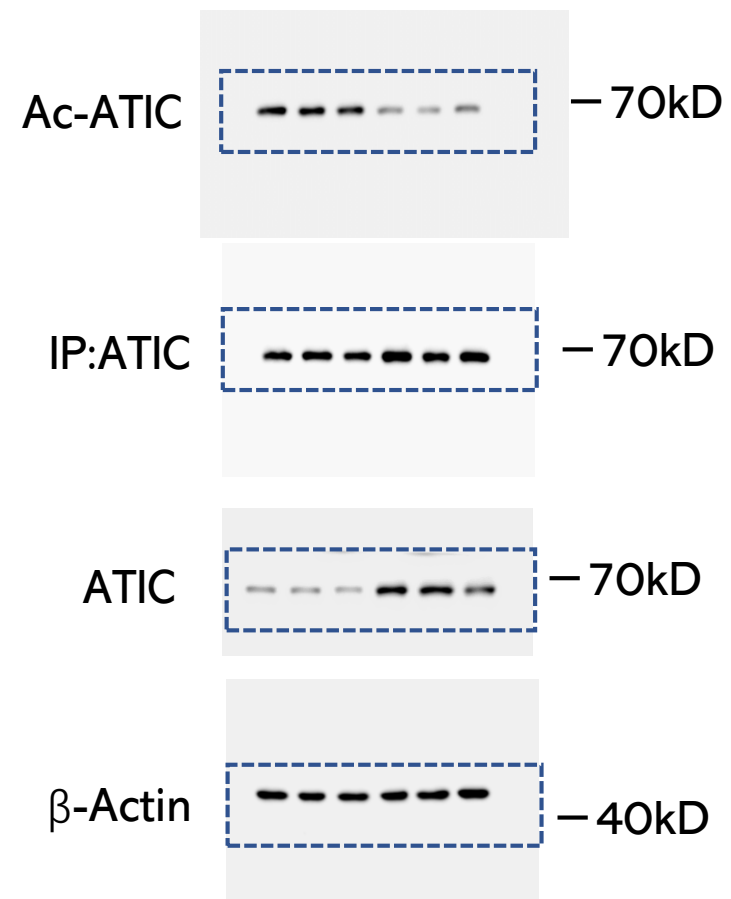

Fig. S3b

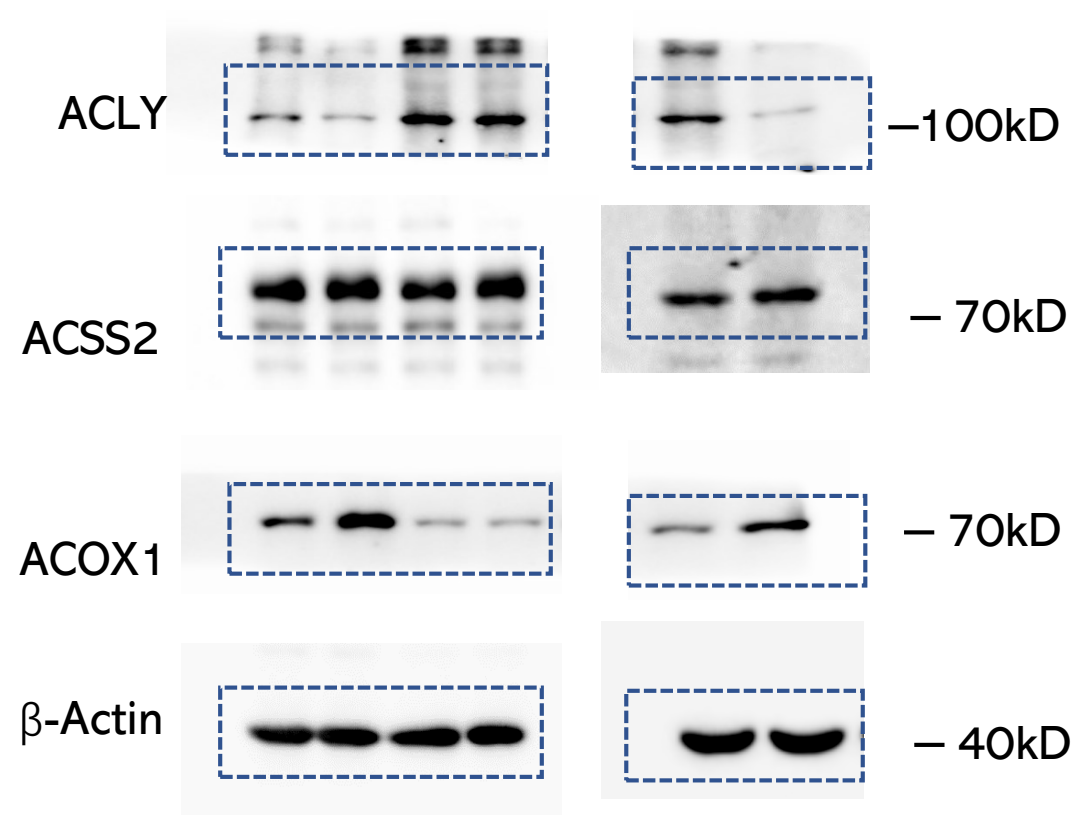

Fig. S3d

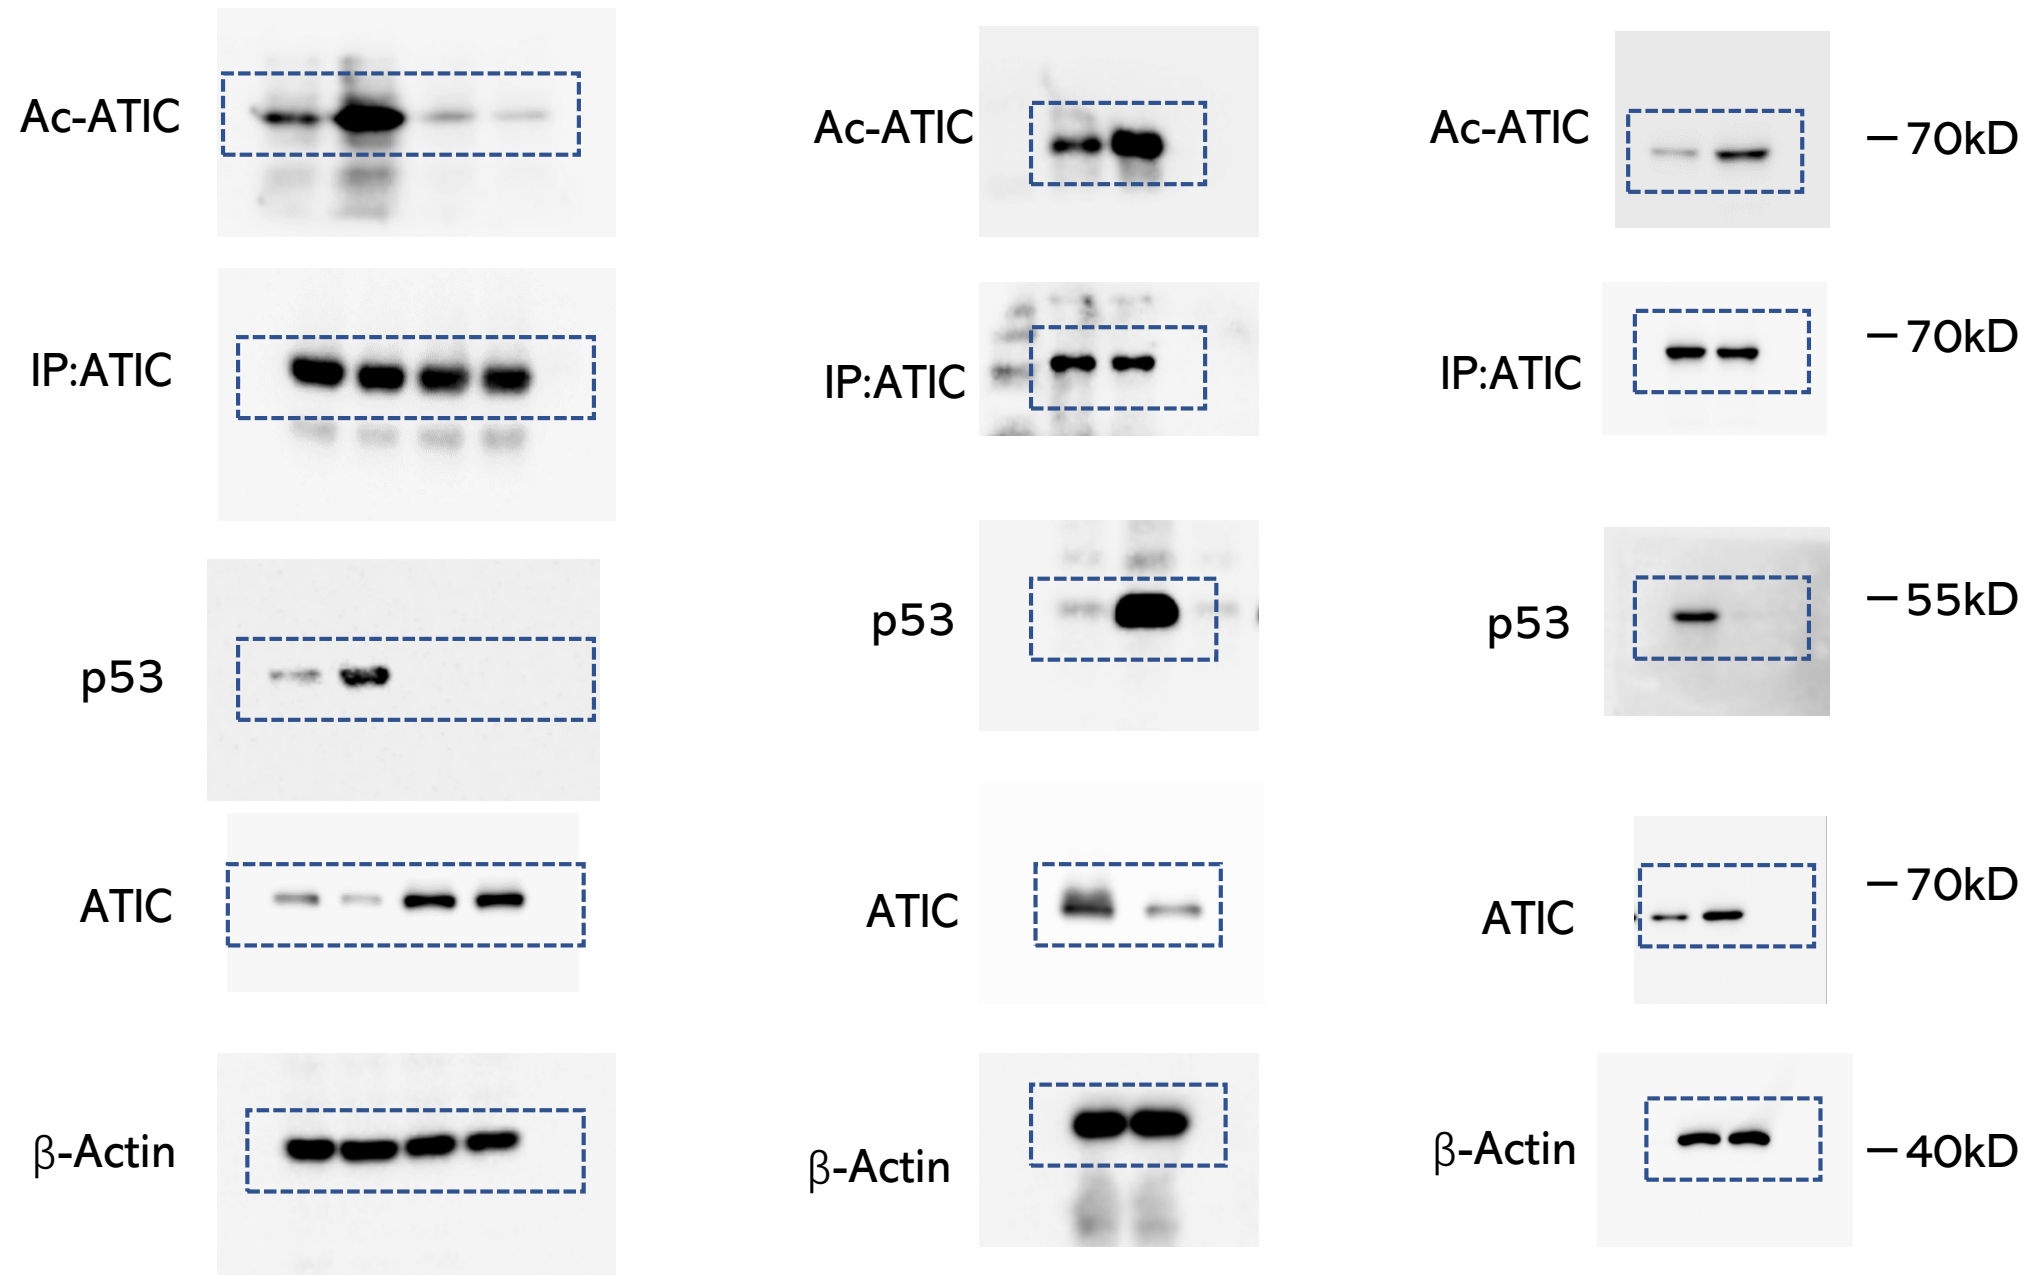

Fig. S3e

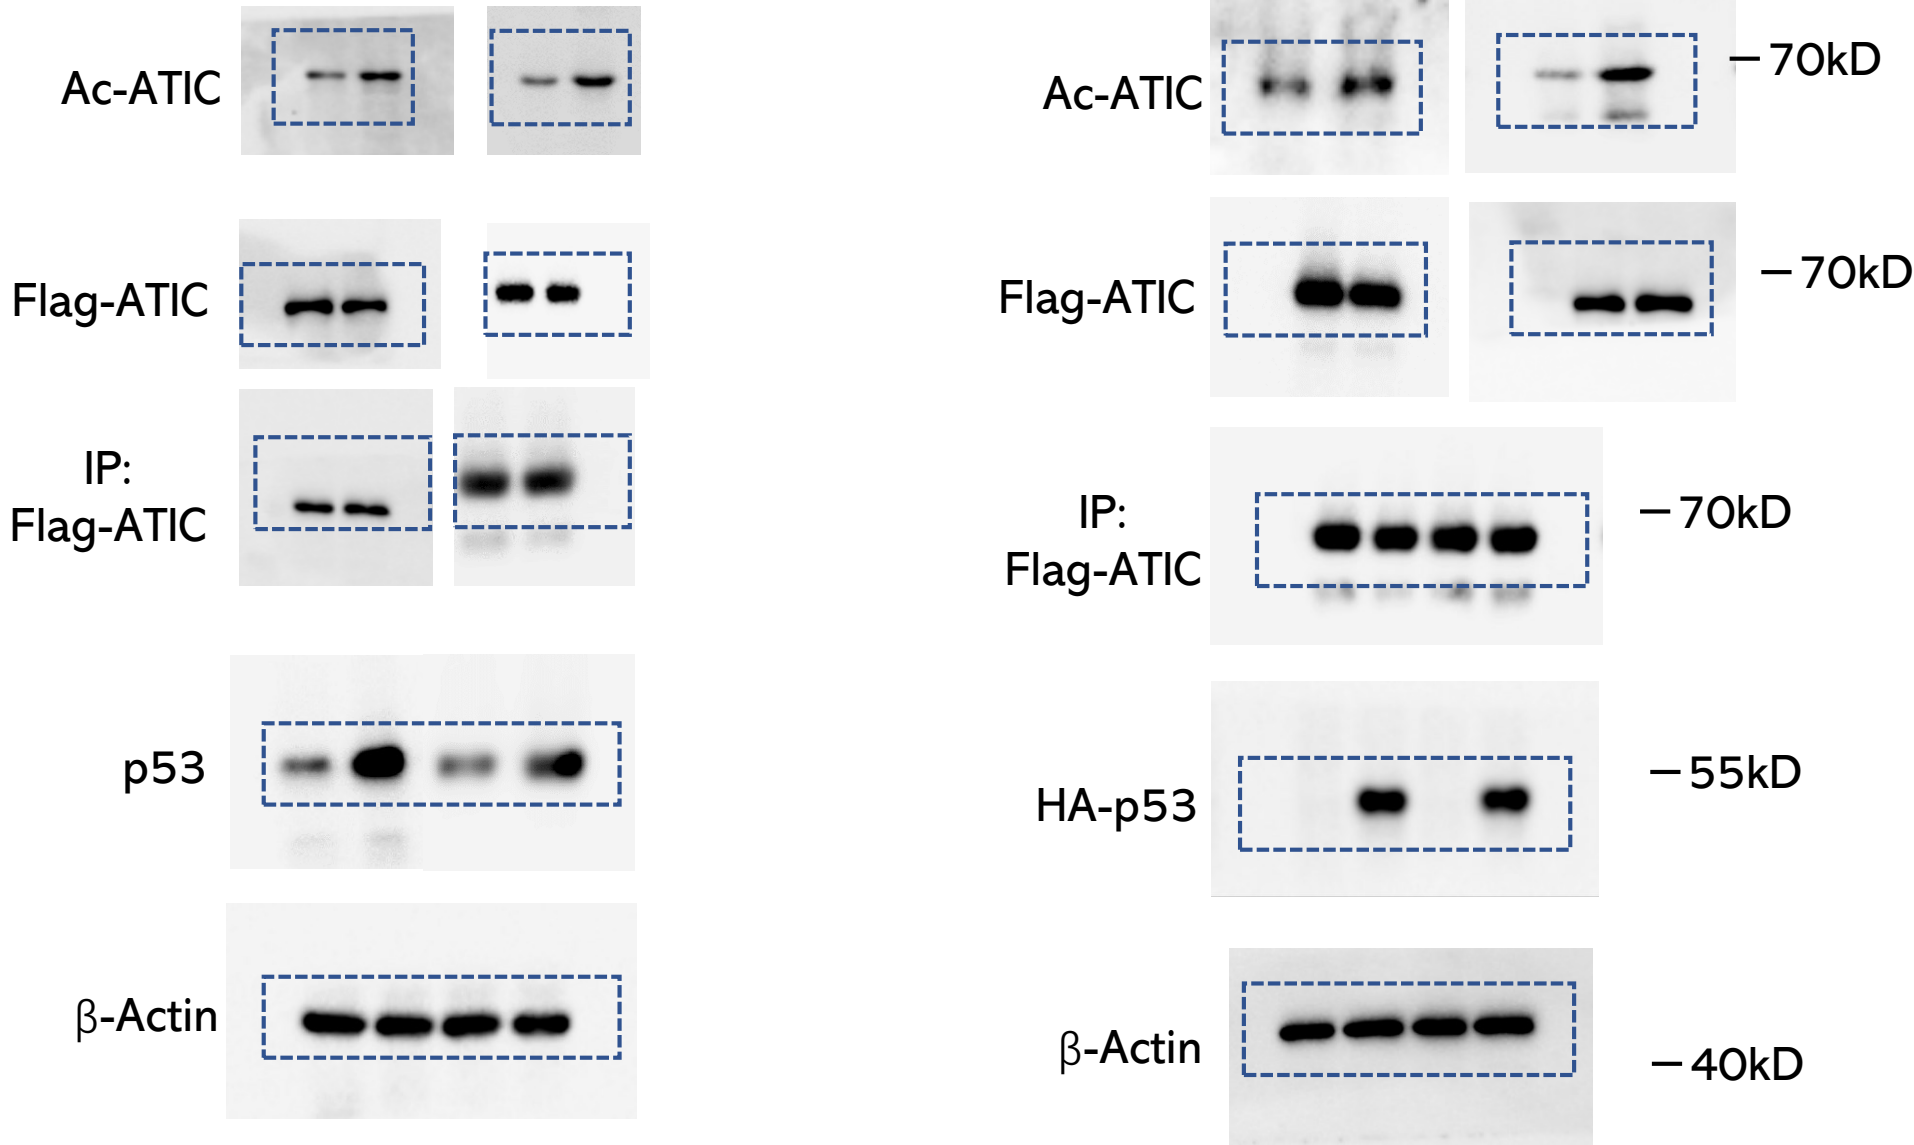

Fig. S3f

Ac-ATIC

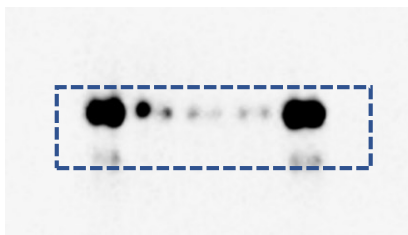

— 70kD

IP:ATIC

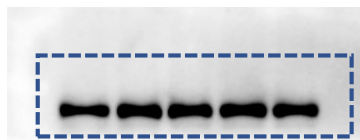

— 70kD

H3

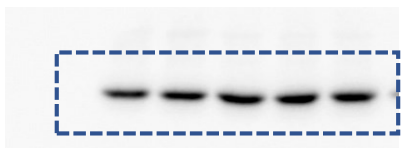

— 15kD

ACOX1

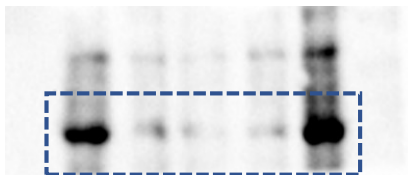

— 70kD

H3

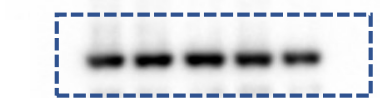

— 15kD

ATIC

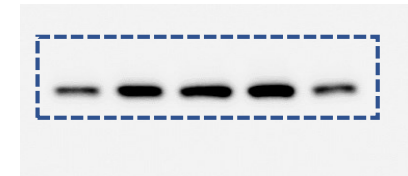

— 70kD

$\beta$ -Actin

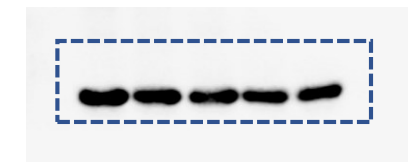

— 40kD

Fig. S3h

Ac-ATIC

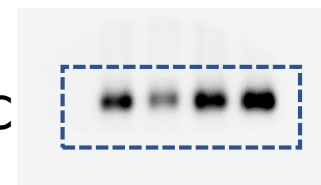

— 70kD

IP:  
HA-ATIC

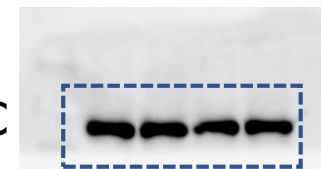

— 70kD

input:  
HA-ATIC

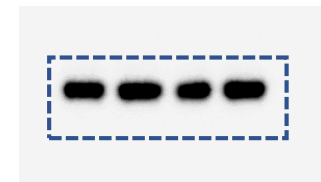

— 70kD

$\beta$ -Actin

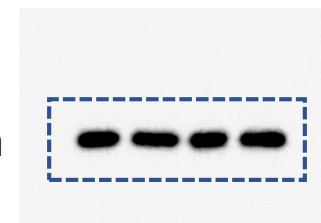

— 40kD

**Fig. S3j**

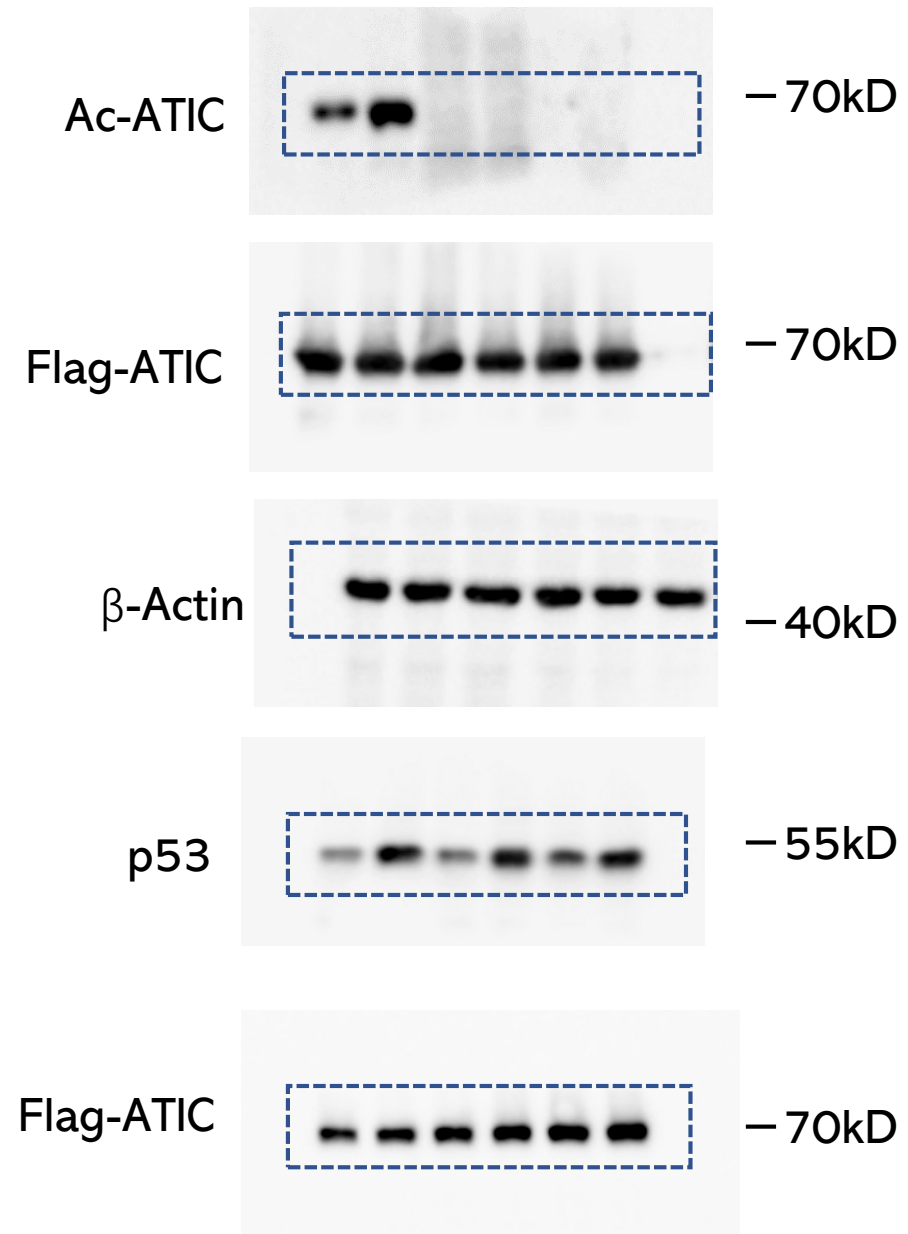

**Fig. 4b**

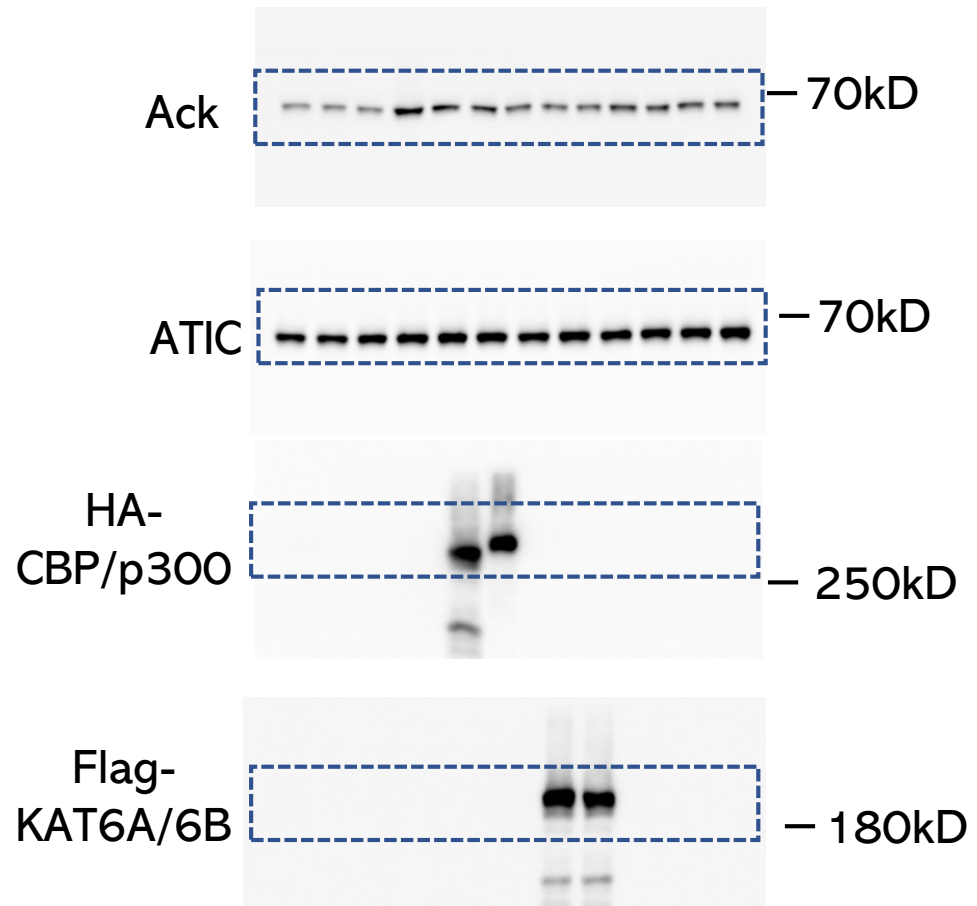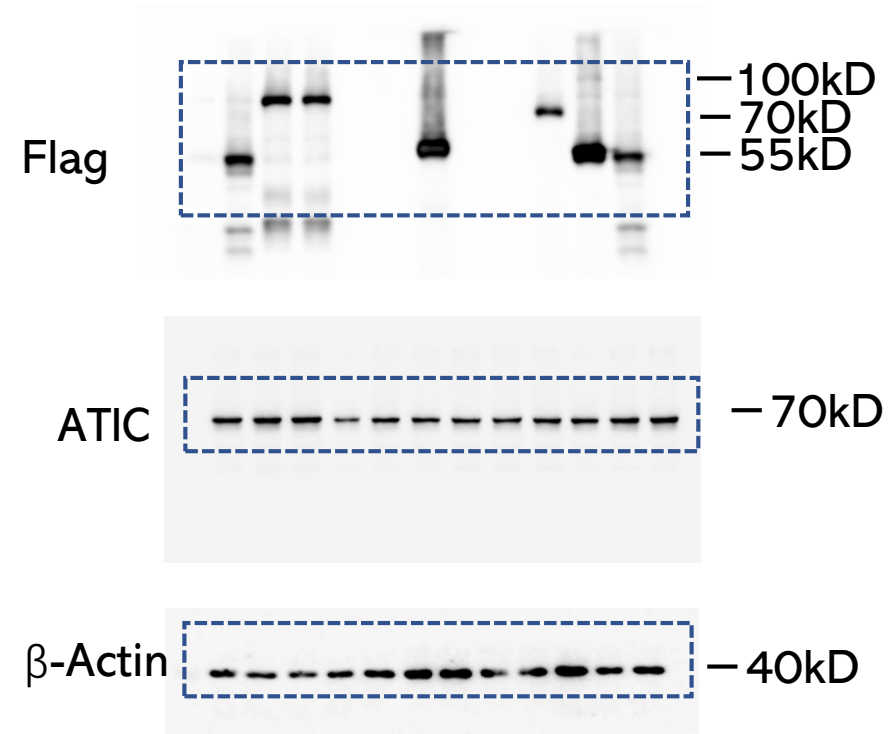

**Fig. 4c**

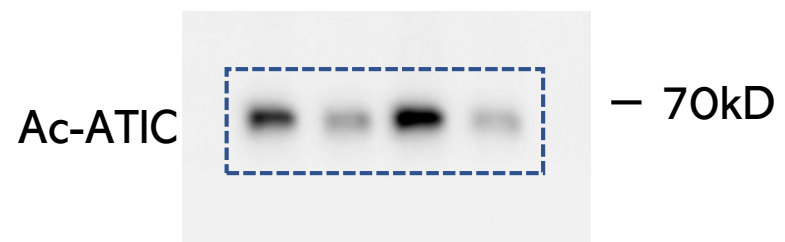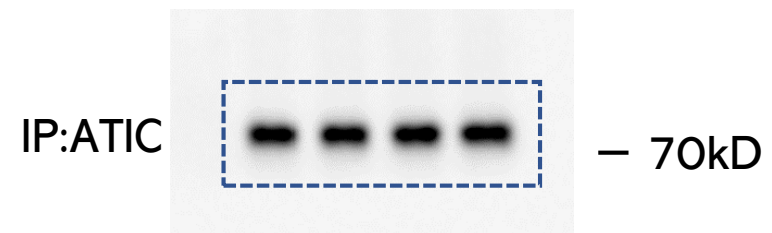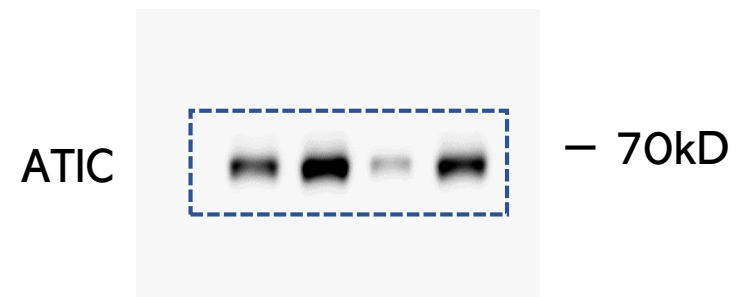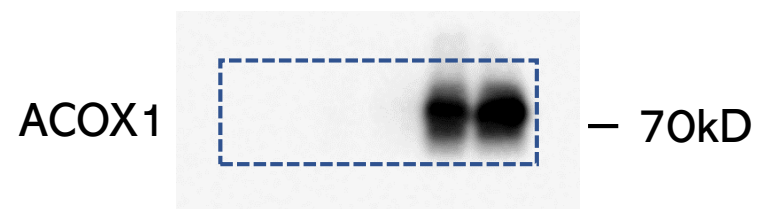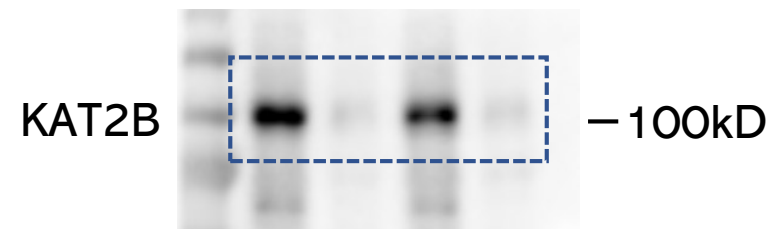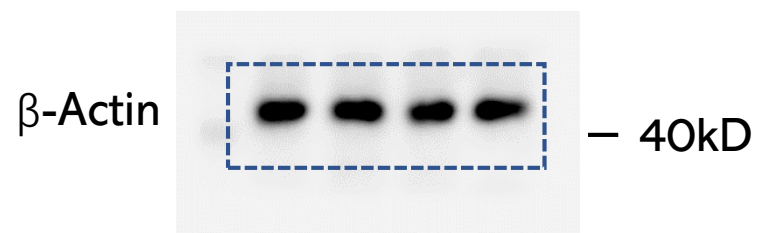

Fig. 4d

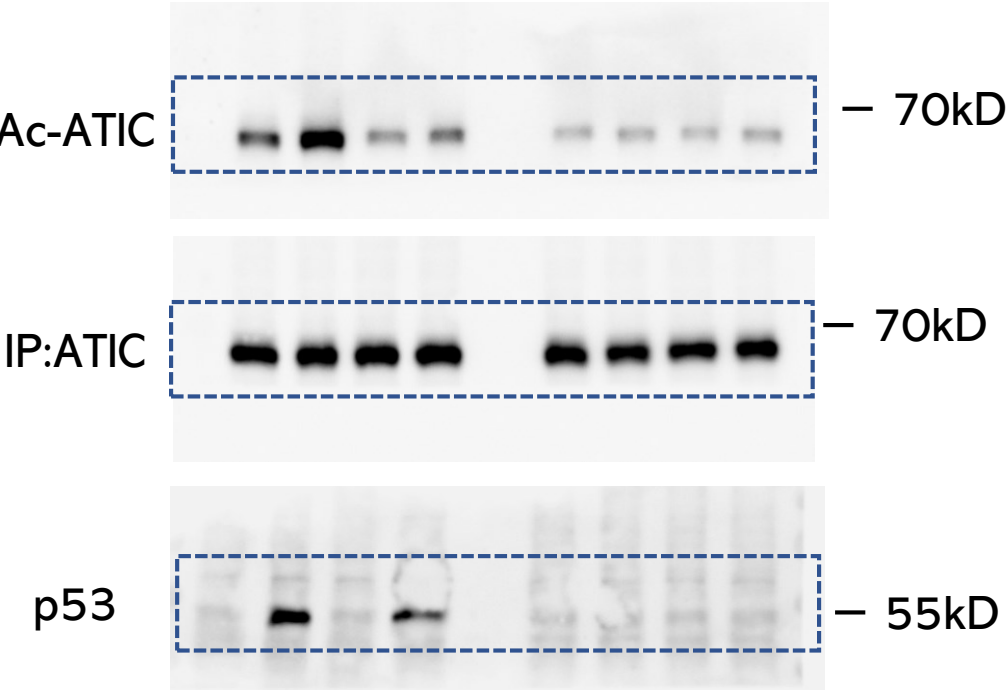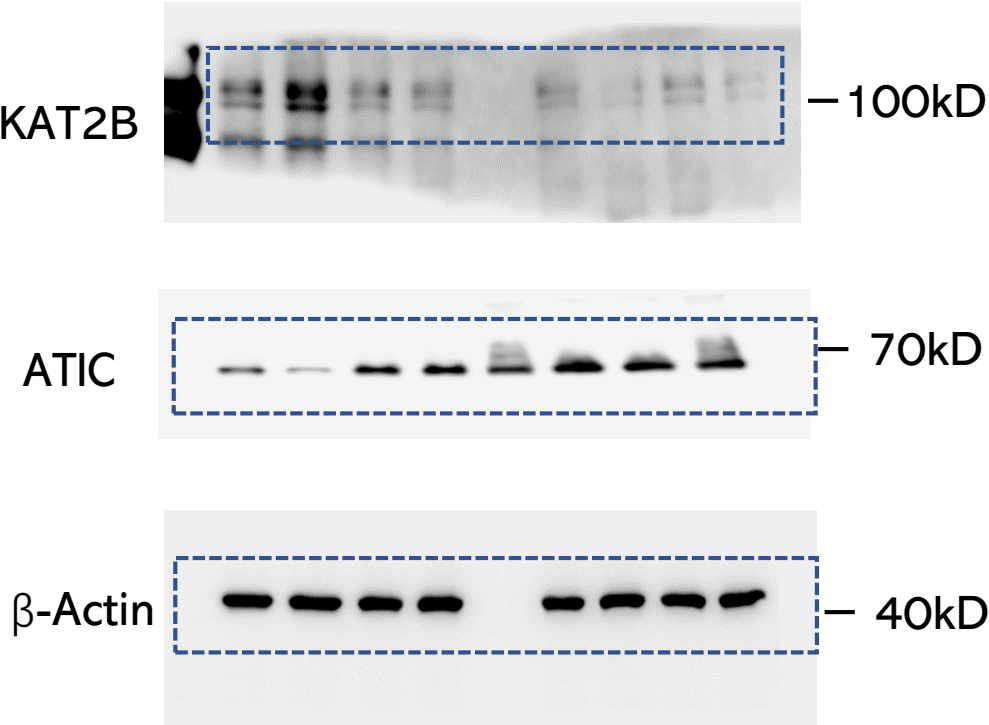

**Fig. 4e**

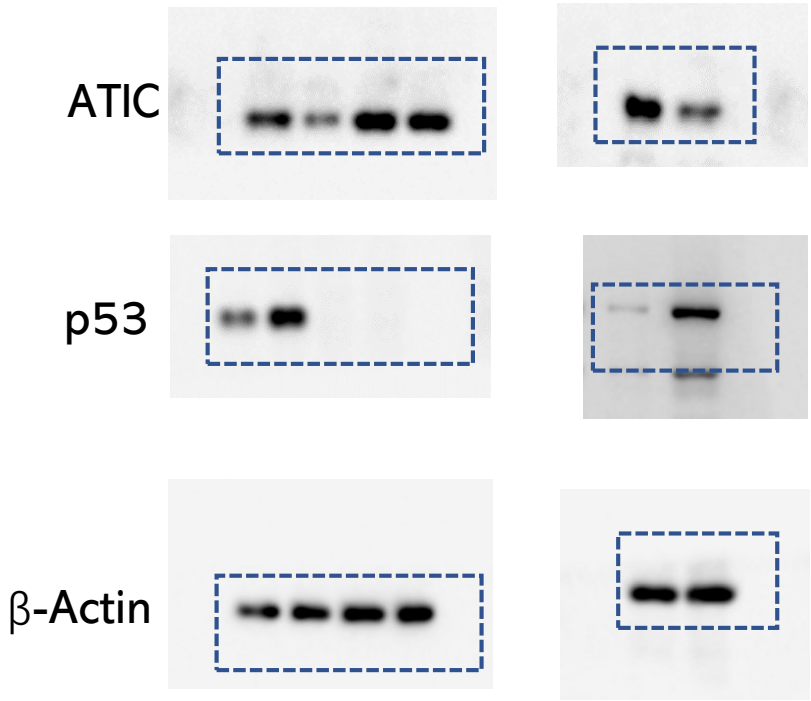

**Fig. 4f**

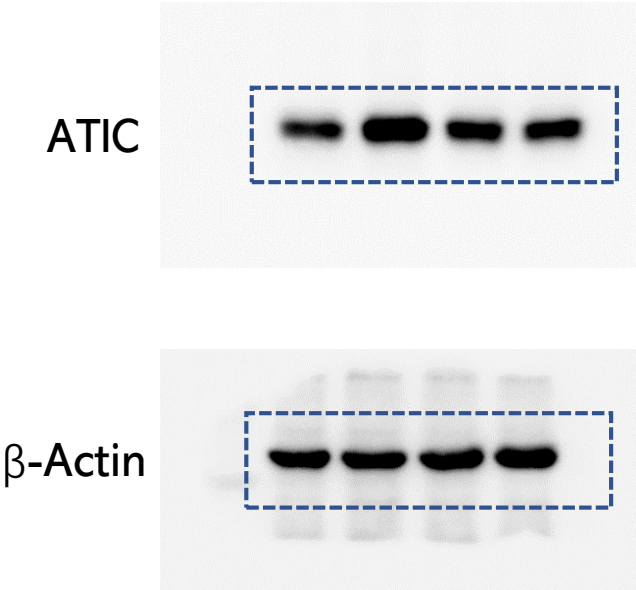

**Fig. 4g**

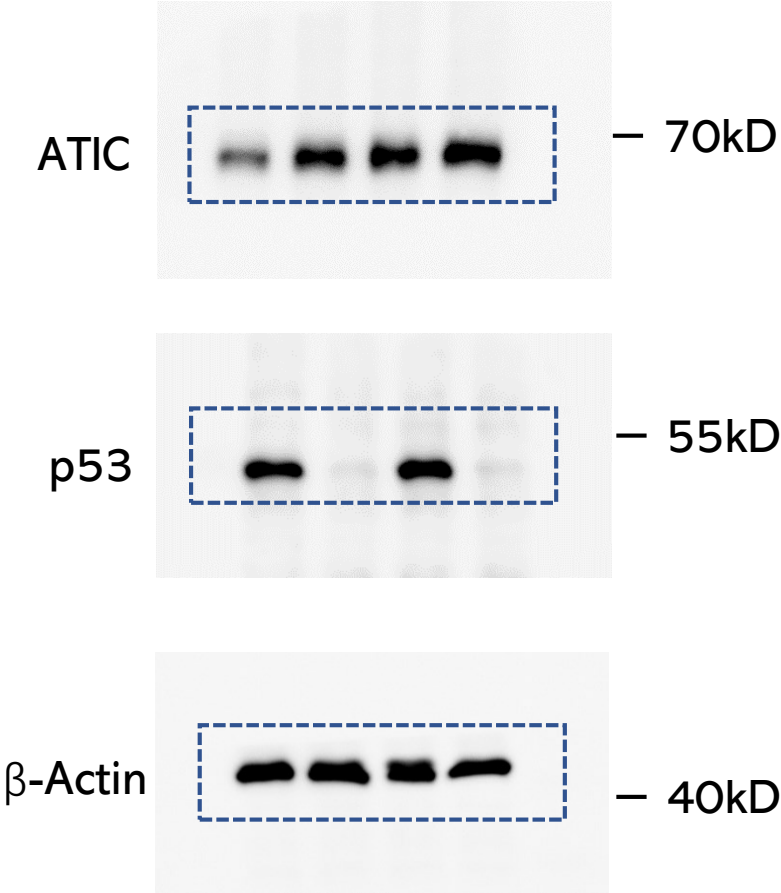

Fig. S4b

KAT2A

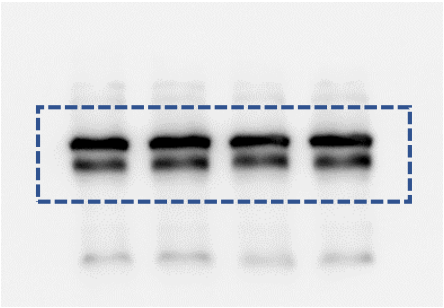

KAT2A

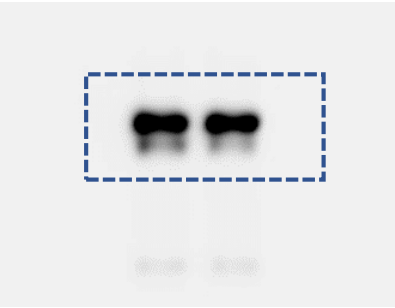

— 100kD

KAT2B

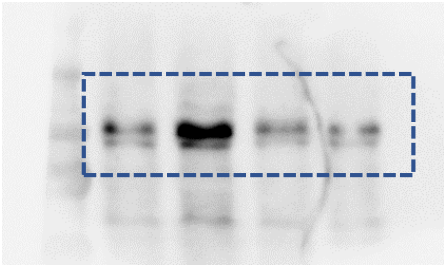

KAT2B

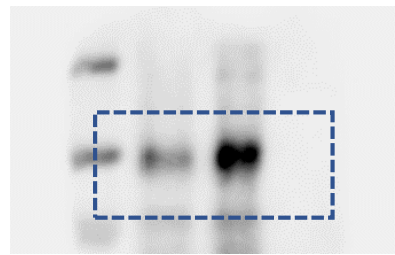

— 100kD

p53

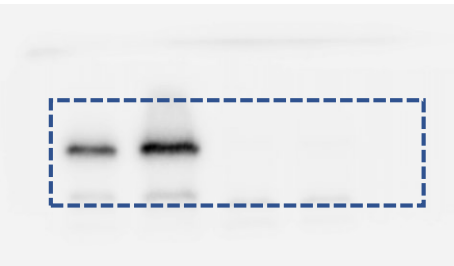

p53

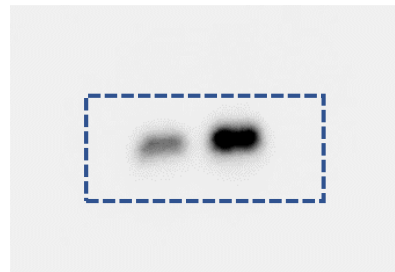

— 55kD

$\beta$ -Actin

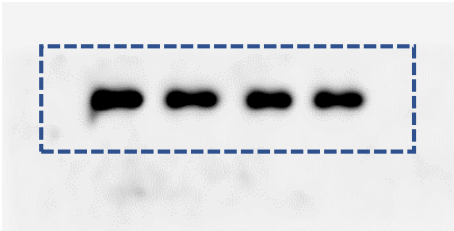

$\beta$ -Actin

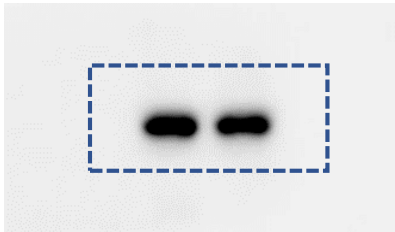

— 40kD

Fig. S4c

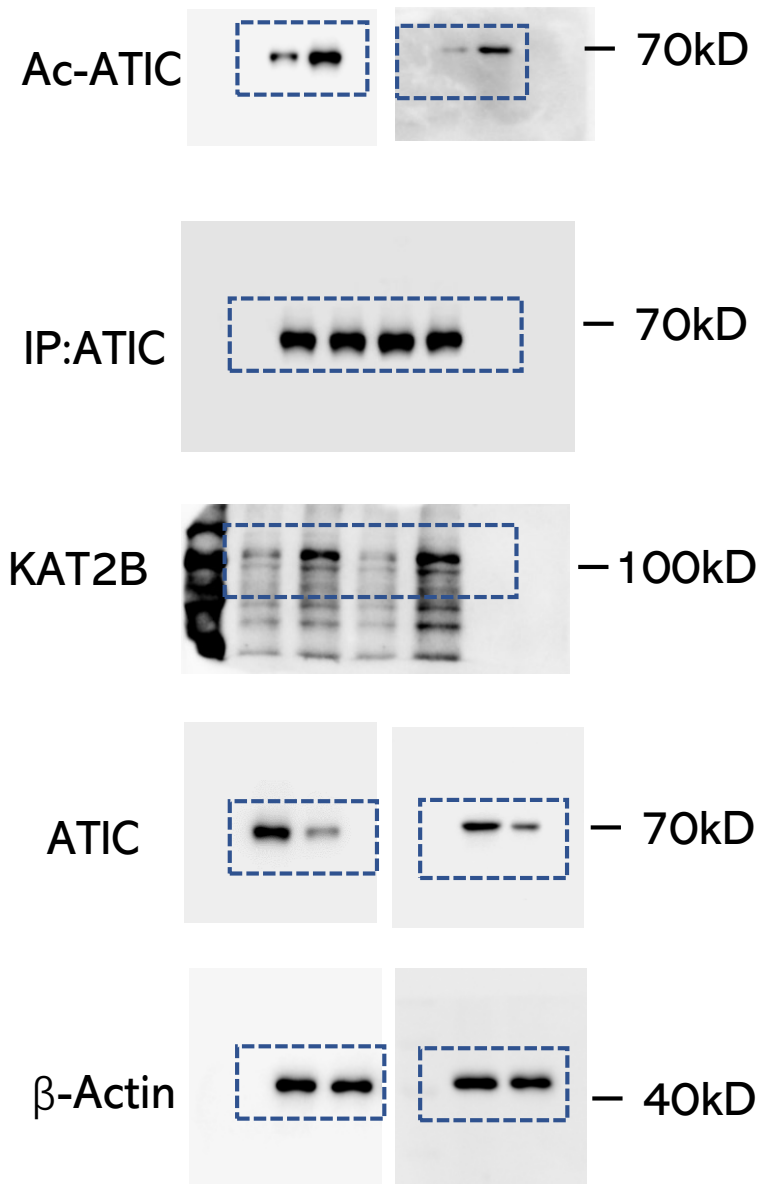

Fig. S4d

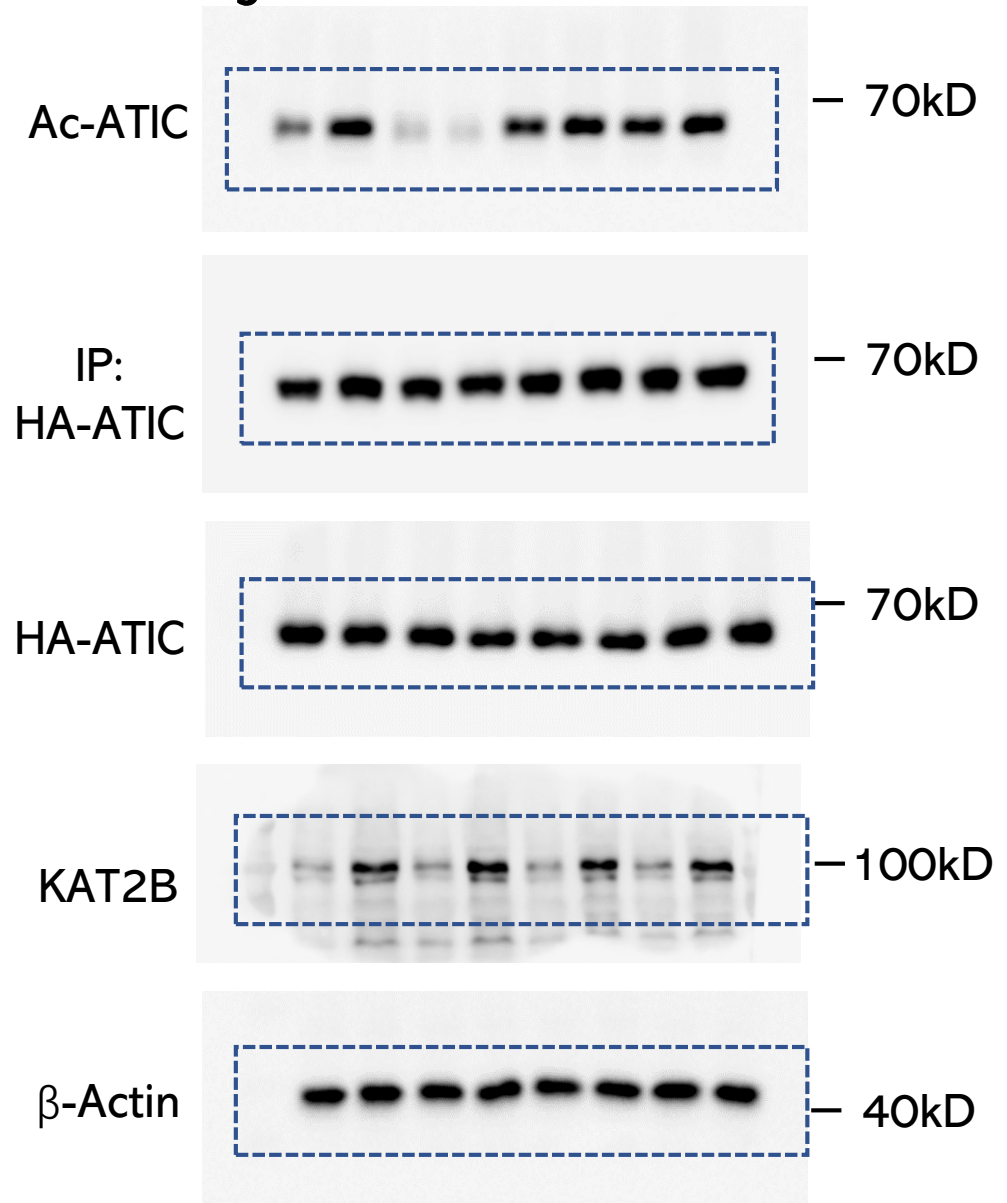

**Fig. S4e**

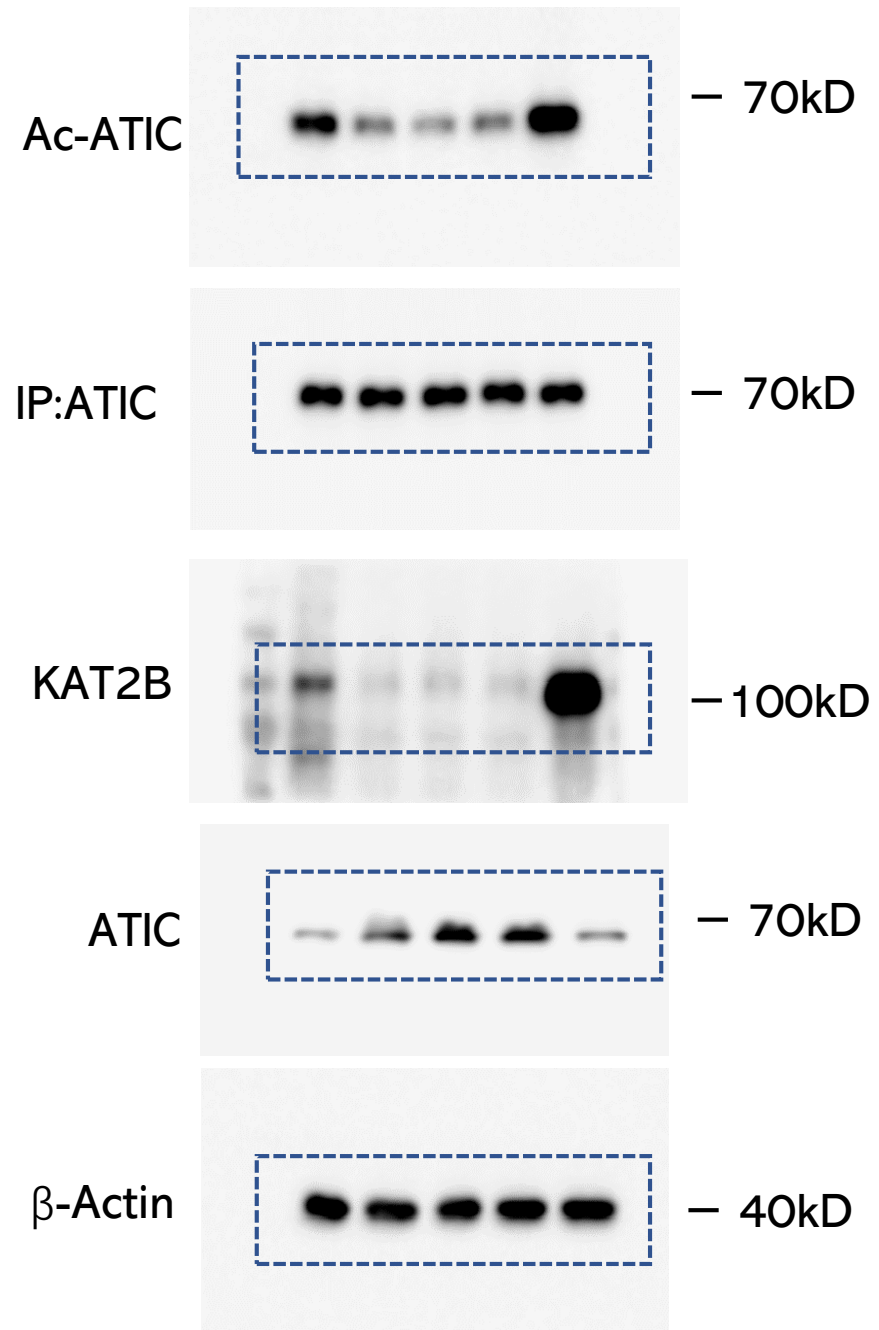

**Fig. S4f**

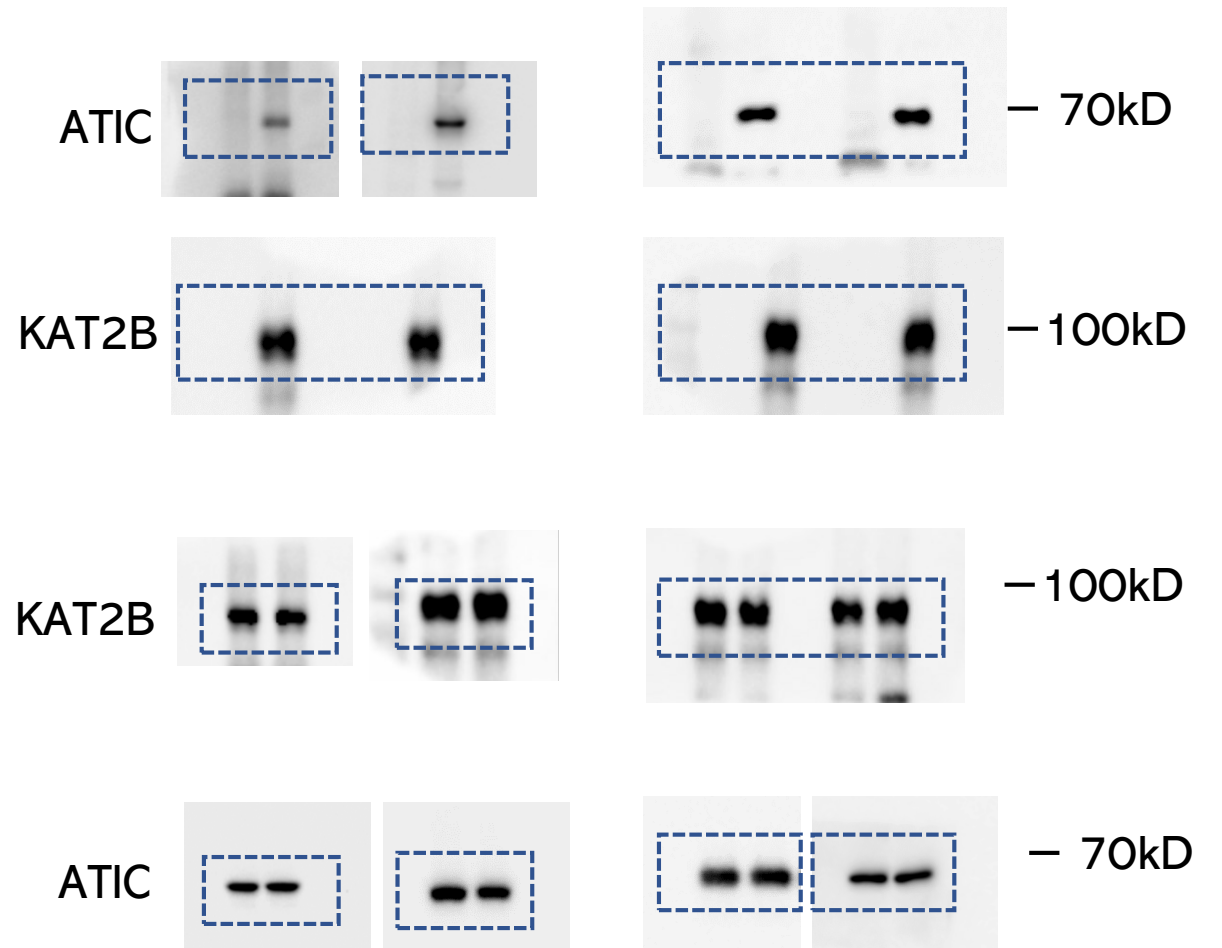

Fig. S4h

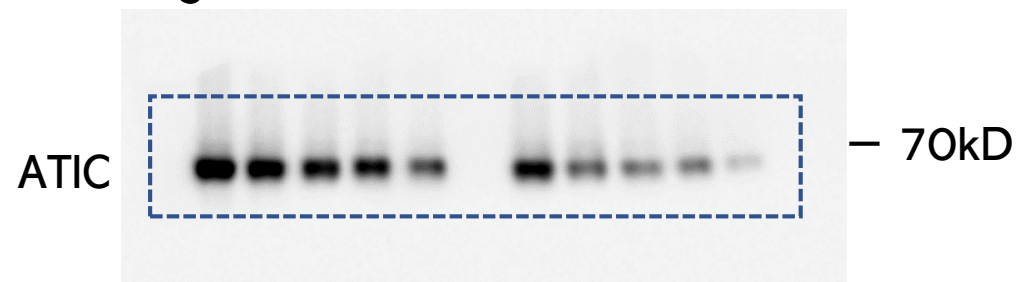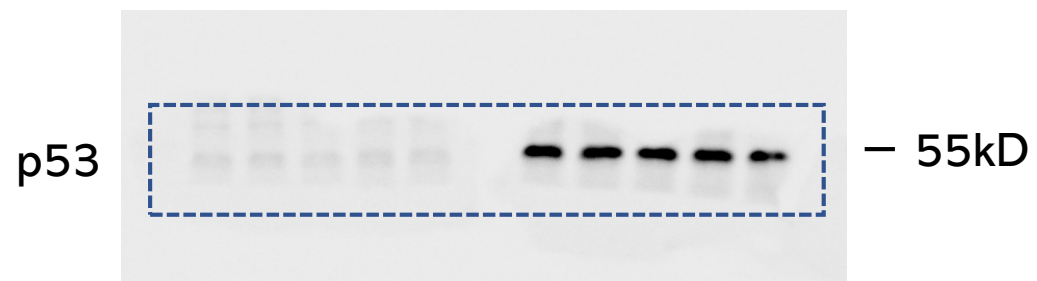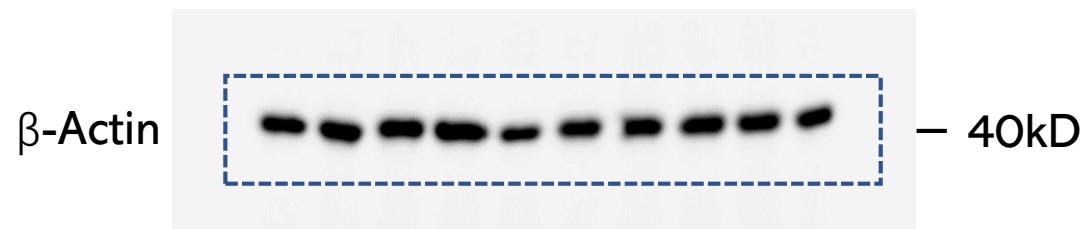

Fig. S4i

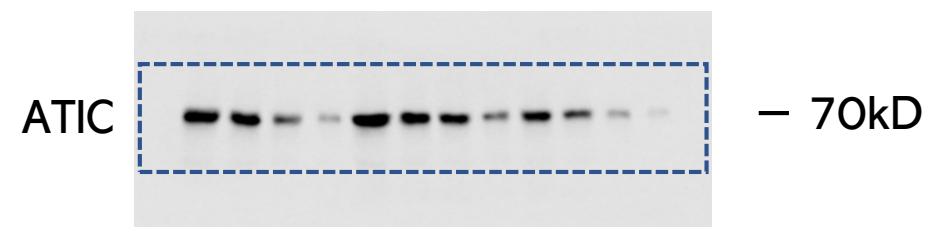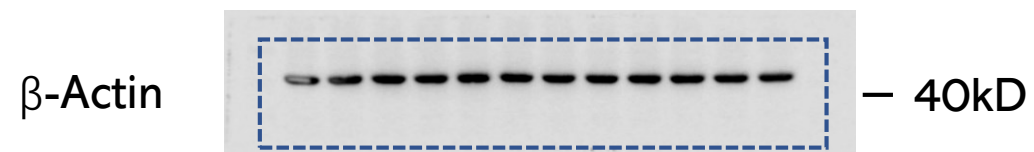

**Fig. S4j**

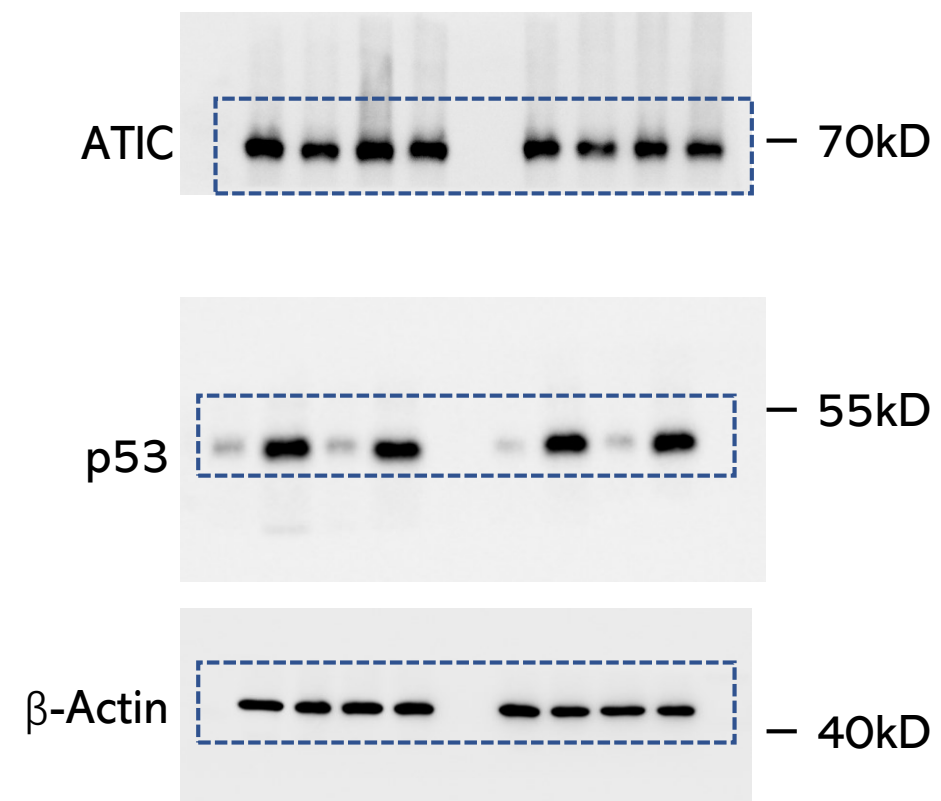

Fig. 5i

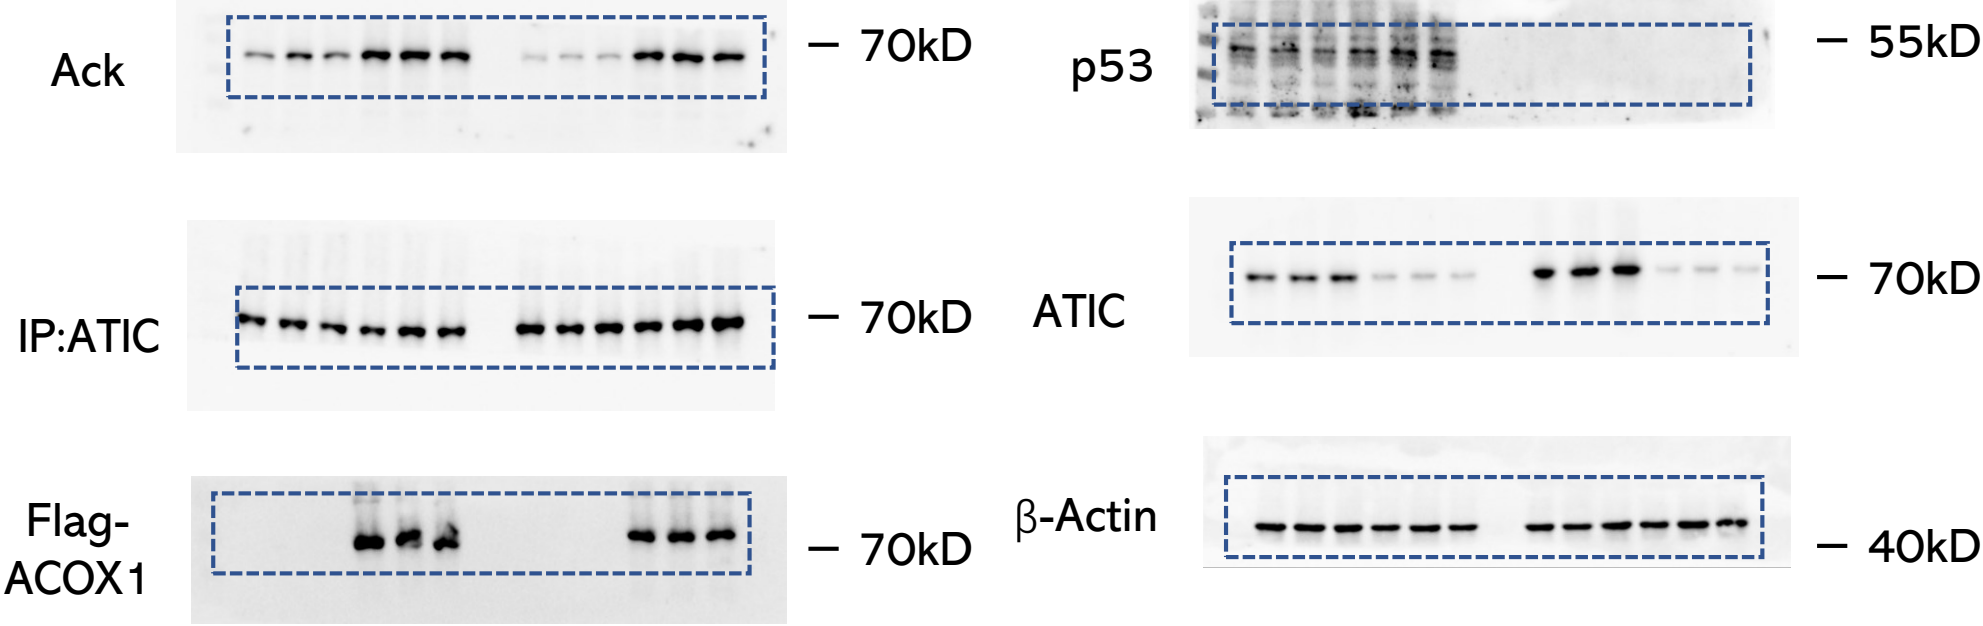

Fig. S5b

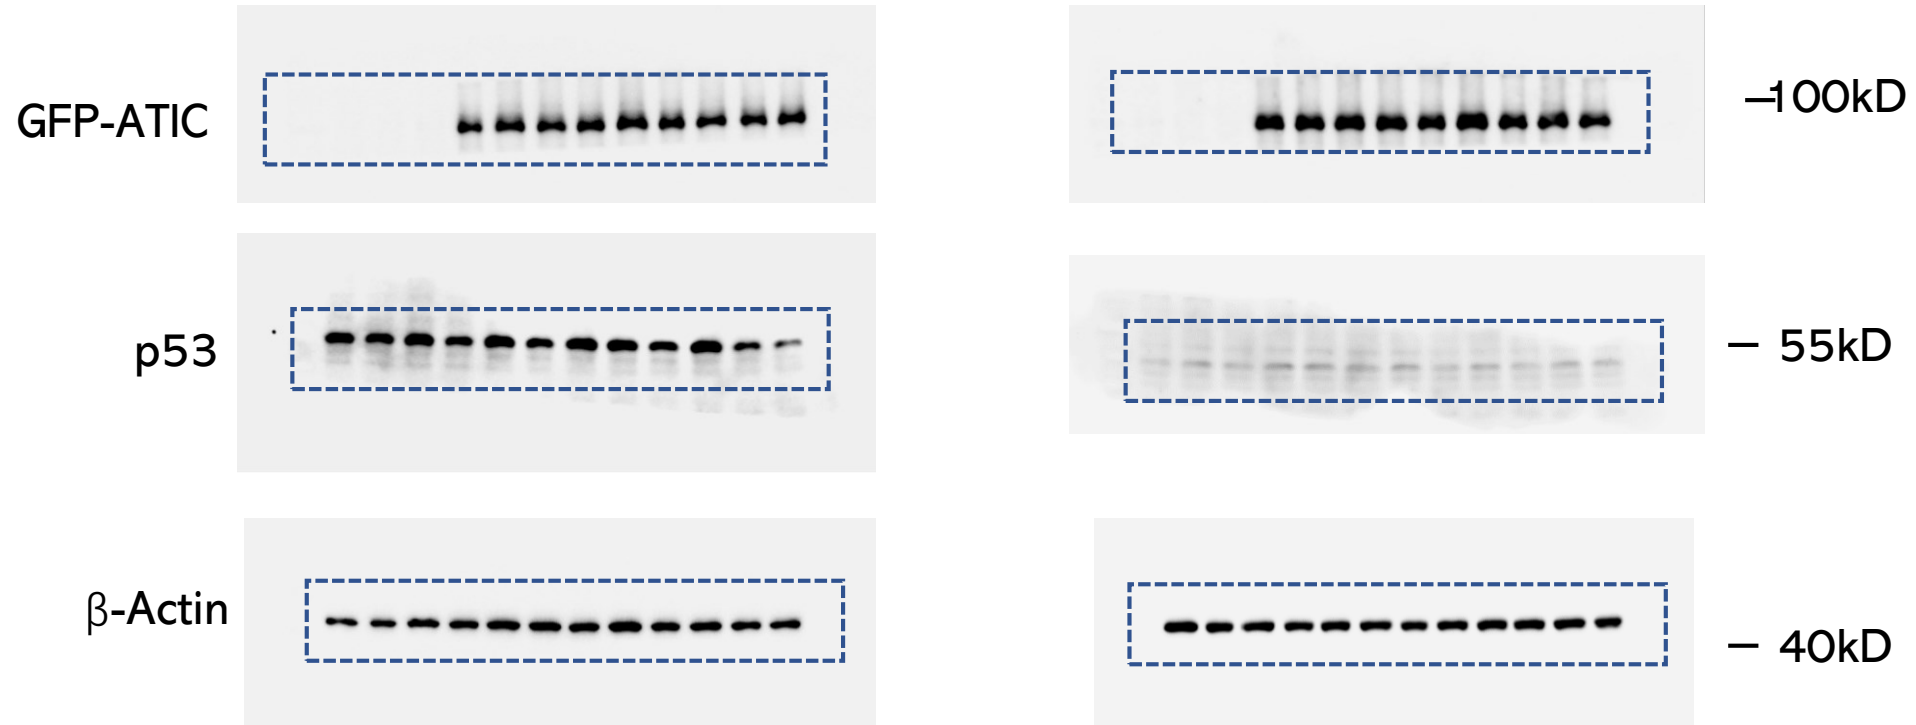

**Fig. S6h**

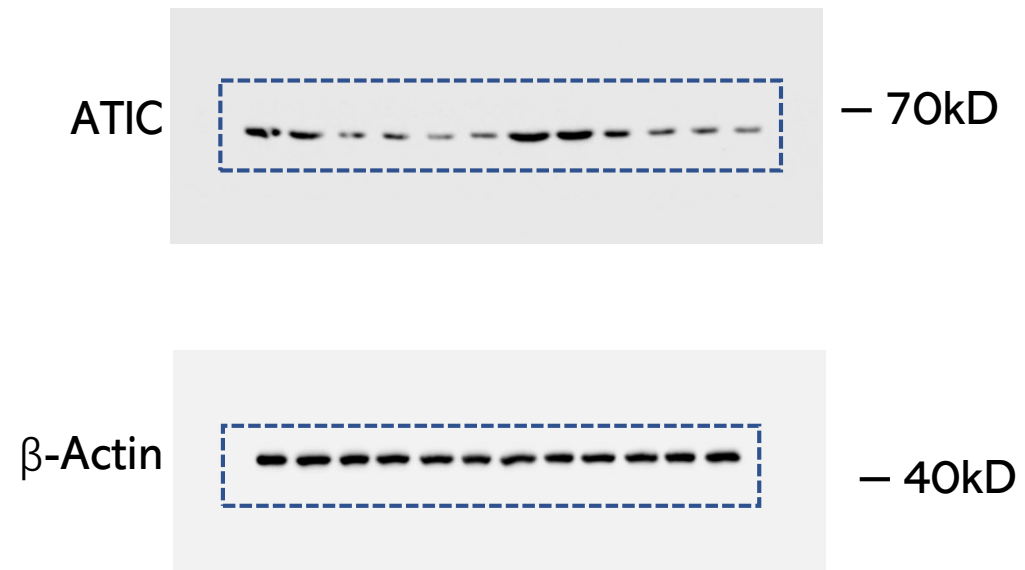

Fig. S7a

p53

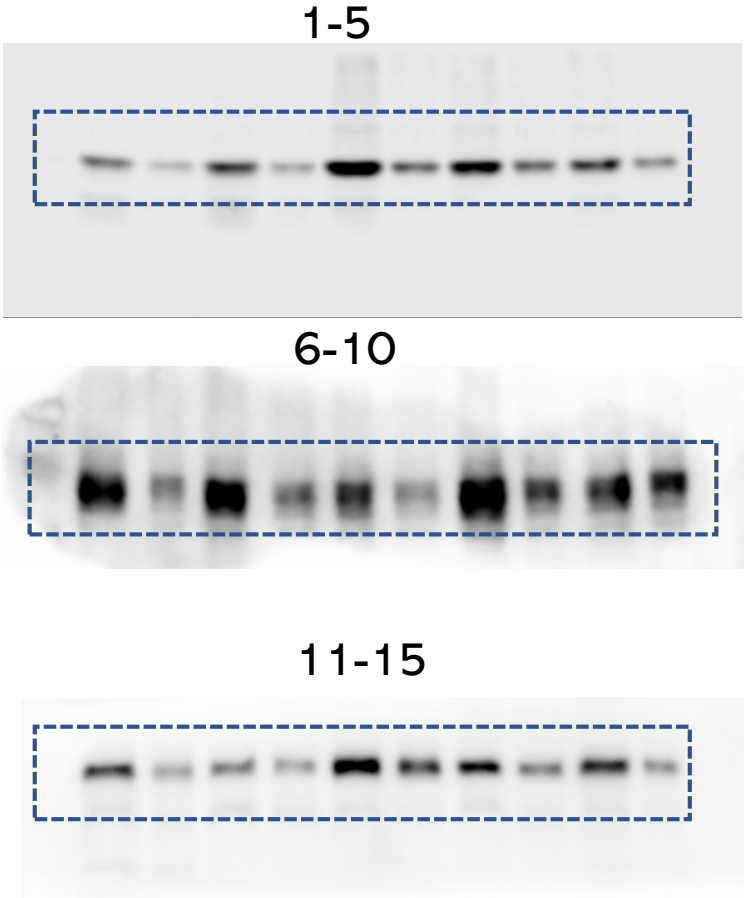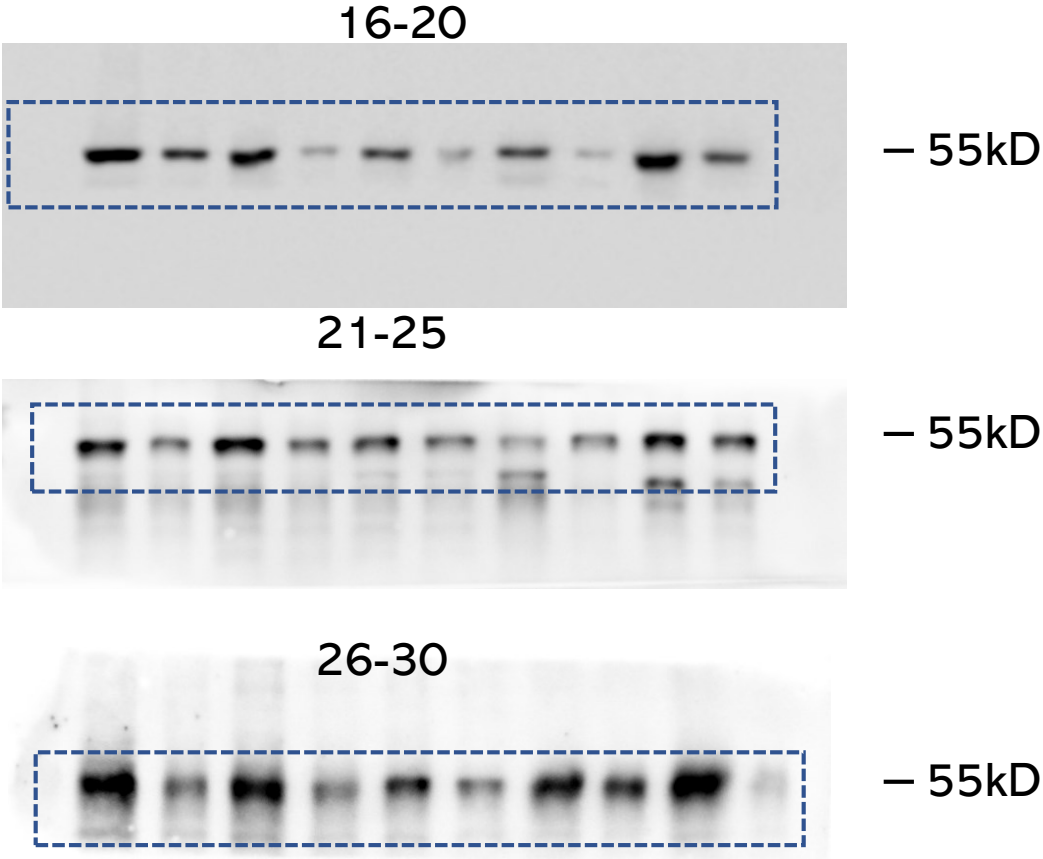

Fig. S7a

ACOX1

1-5

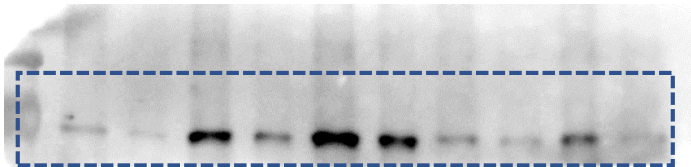

6-10

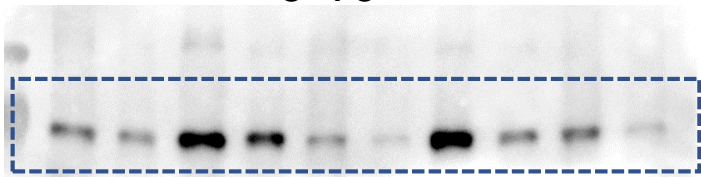

11-15

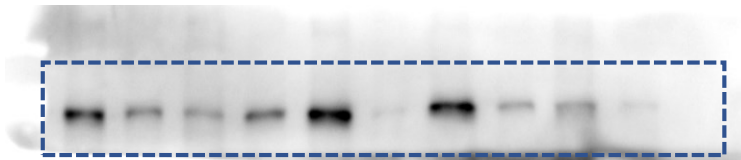

16-20

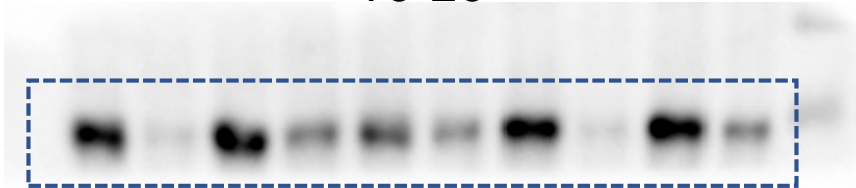

– 70kD

21-25

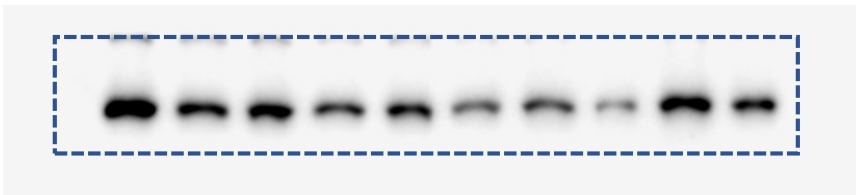

– 70kD

26-30

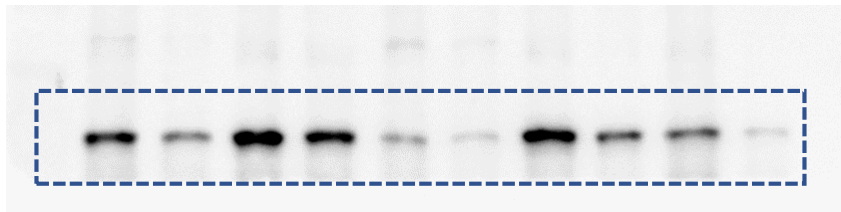

– 70kD

Fig. S7a

KAT2B

1-5

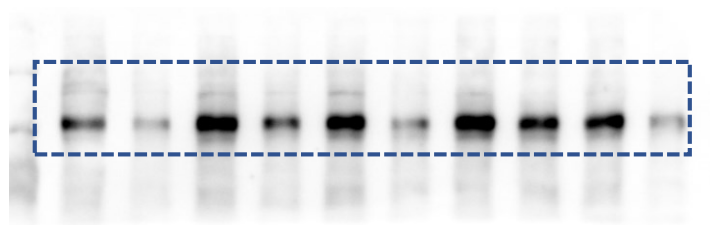

6-10

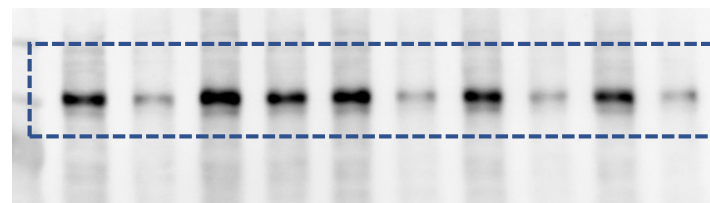

11-15

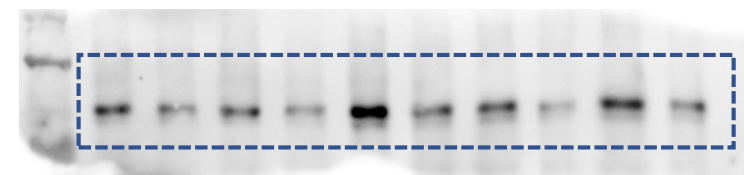

16-20

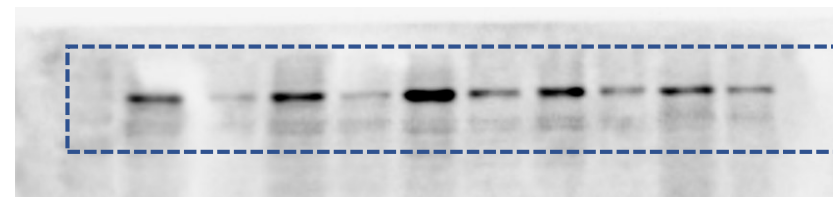

—100kD

21-25

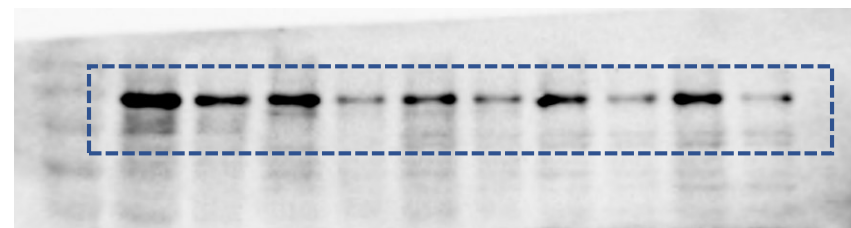

—100kD

26-30

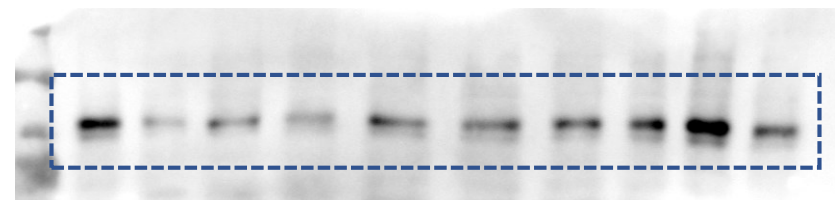

—100kD

Fig. S7a

ATIC

1-5

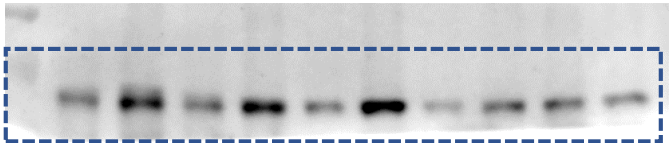

6-10

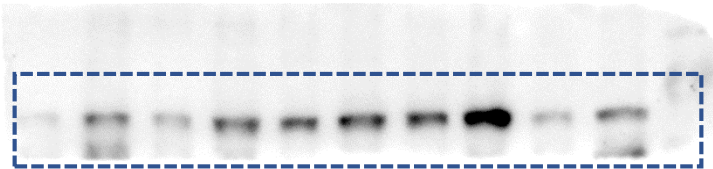

11-15

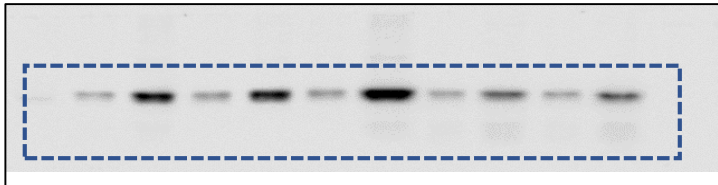

16-20

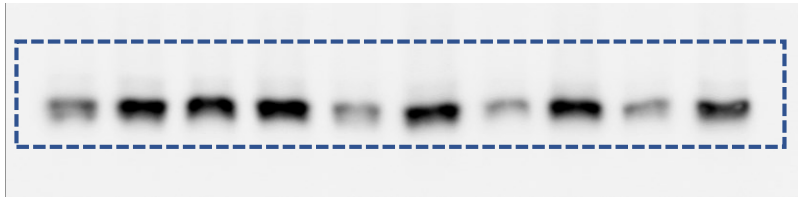

21-25

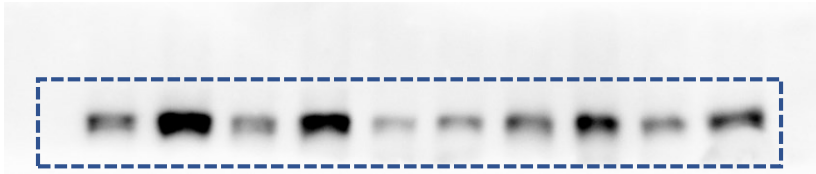

26-30

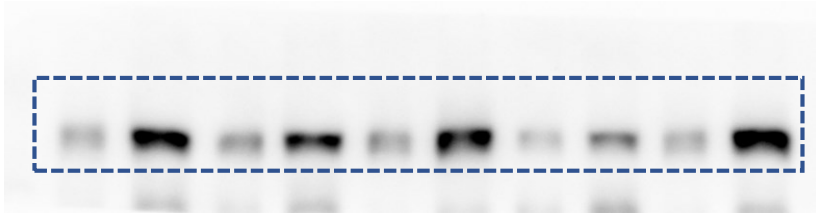

Fig. S7a

Ac-ATIC

1-5

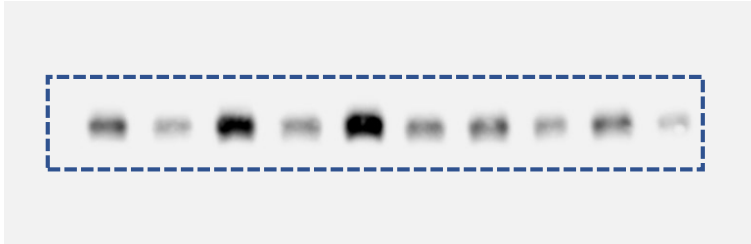

6-10

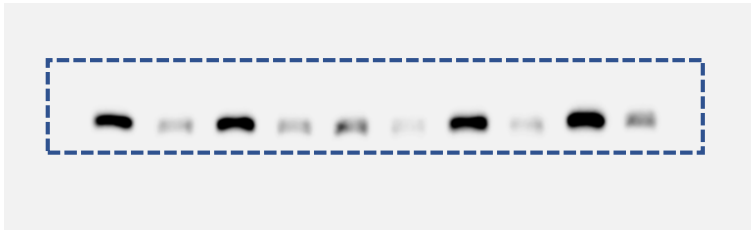

11-15

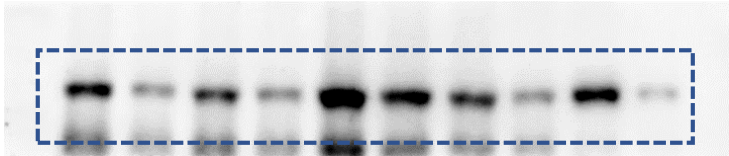

16-20

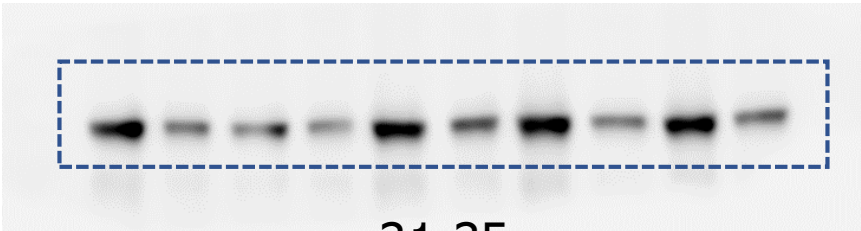

– 70kD

21-25

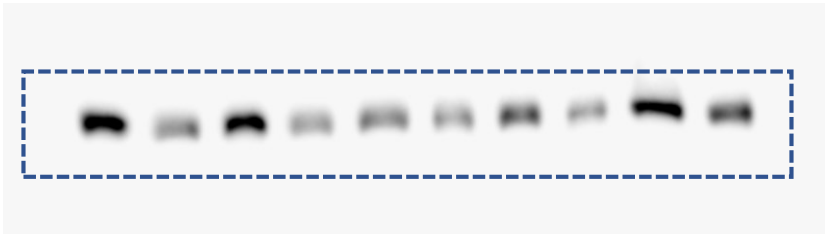

– 70kD

26-30

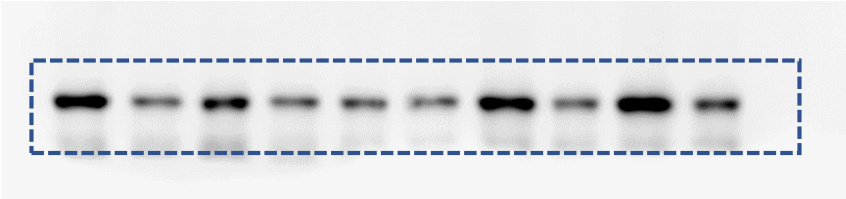

– 70kD

Fig. S7a

IP: ATIC

1-5

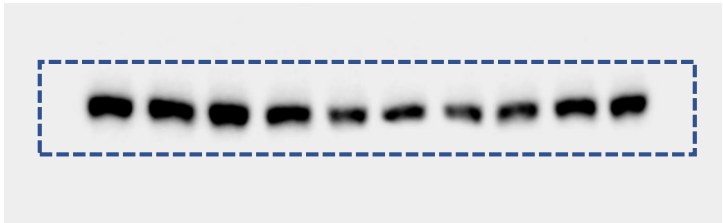

6-10

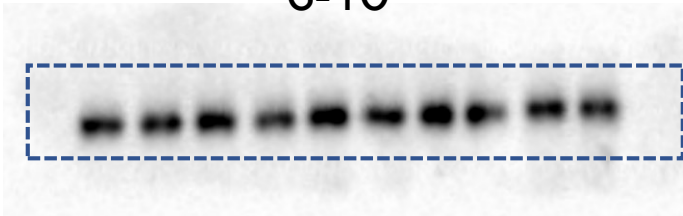

11-15

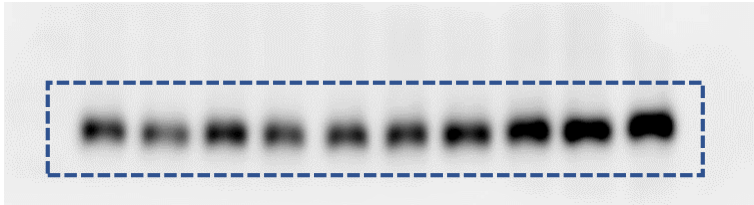

16-20

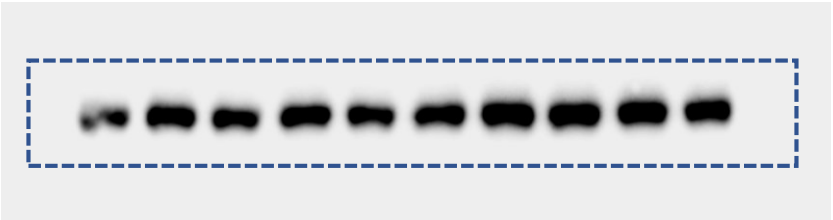

– 70kD

21-25

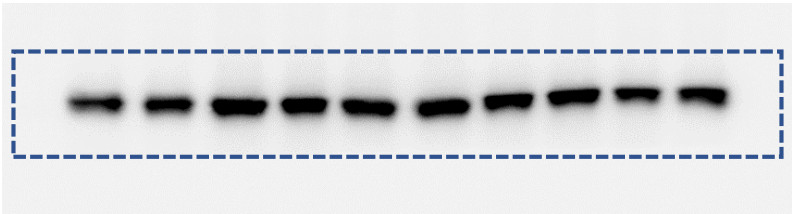

– 70kD

26-30

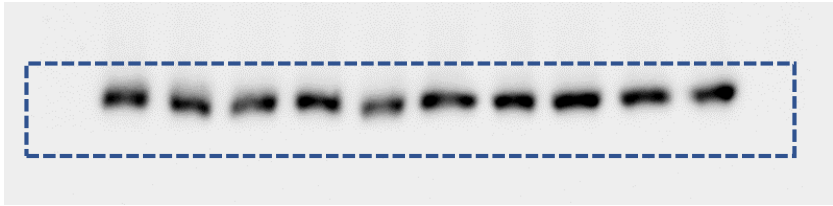

– 70kD

Fig. S7a

Actin

1-5

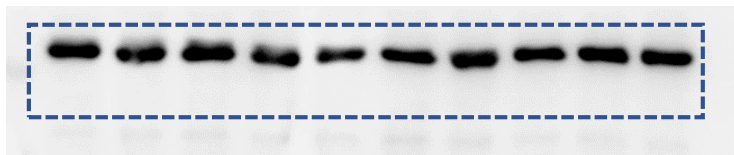

6-10

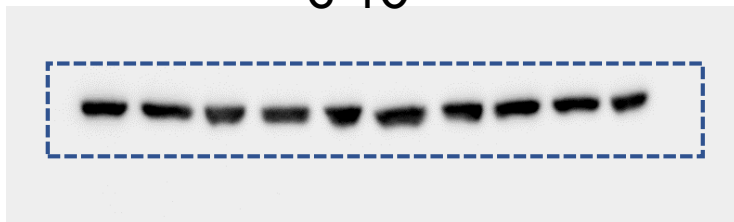

11-15

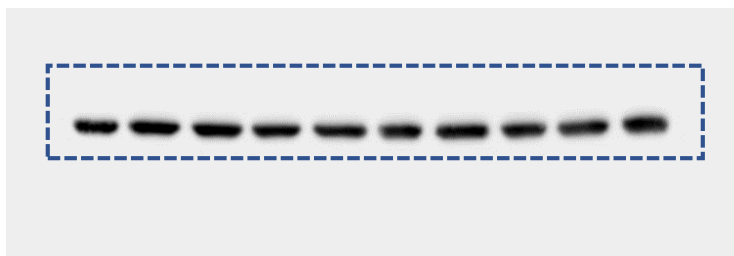

16-20

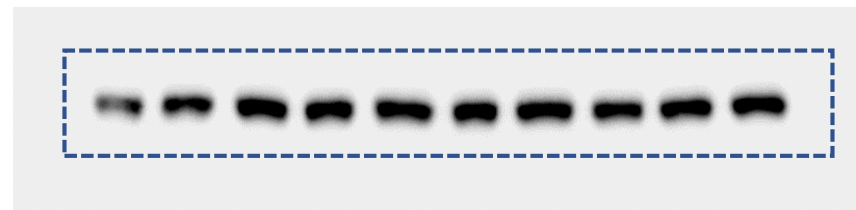

– 40kD

21-25

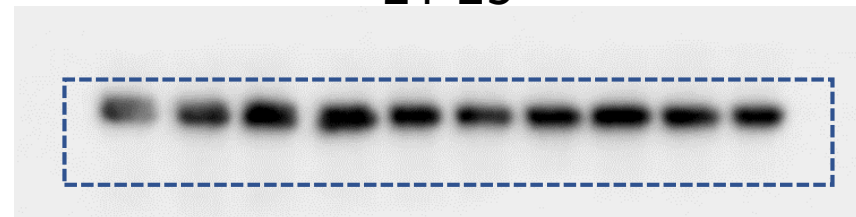

– 40kD

26-30

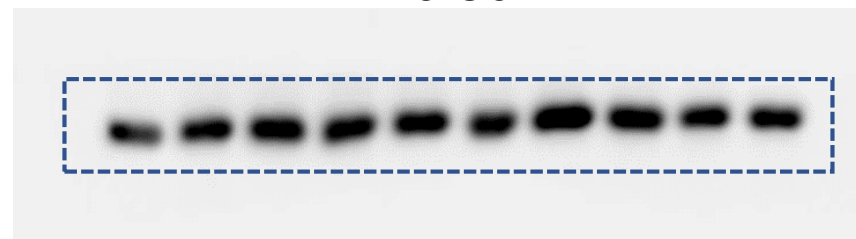

– 40kD

How the deposited data were processed for this re-analysis (not part of the article)

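RNA-seq of AOM/DSS-induced colorectal tumors was examined for 2 genotypes, *Trp53* fl/fl and *VP*, with 3 tumors each. The authors selected poly(A) RNA, prepared Illumina libraries, sequenced them from both ends and deposited TPM per gene, that is, values already divided by transcript length and scaled to the same total in each tumor. Their read filtering, aligner, quantification program, genome build and annotation are not named in the paper's text. Scaling to a fixed total makes each TPM depend on all other genes of the same tumor, so that a change in a few abundant transcripts shifts the rest, and rounding to 2 decimals leaves no resolution below 0.01 TPM. No counts can be recovered from TPM, so no test on counts was made, the depth per tumor is unknown, and no counting error could be attached to a value. Each tumor's column was assigned through its code in the sample labels. No 2 columns held identical values, and no column was left unassigned.

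Gene names are those deposited with the values. Coordinates, gene types, GC content and transcript lengths came from GENCODE M21 (GRCm38), in which 52093 of the 54167 gene IDs (96.17%) have an entry. The 467 genes with assembled-transcript IDs have neither a name nor coordinates. Mouse Reactome sets distributed with fgsea 1.28.0 were joined through Entrez IDs.

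From the deposited TPM, log2(TPM + 1) was computed for the genes with at least 1 TPM in at least 3 tumors and tested with limma 3.58.1 in R 4.3.3 (linear model, empirical Bayes with trend, Benjamini-Hochberg adjustment). GSEA was computed with numpy 2.4.6 by the published running-sum statistic, with the signal-to-noise ratio of TPM as the ranking, a standard deviation of at least 0.2 of the mean, weight 1, 10000 random gene sets of the same size, and p-values among random sets of the same sign, called gene permutation p-values. The mean of log2(TPM + 1) over the Fig. 1d genes was compared between genotypes by an exact permutation test, which cannot go below 0.1 with 3 tumors against 3. Enrichment among the genes lower in *VP* tumors was tested with Fisher's exact test in scipy 1.17.1 against all genes tested. Gene lists were compared with 10000 random lists matched in 20 bins of mean expression.

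Both procedures were tested on simulated data. In values simulated for 15117 genes with 200 changed genes, limma recovered 74% of the changed genes and 93.3% of the 90 genes changed 4-fold, with 6 false calls among 154. In data for 15117 genes, GSEA gave p-values under 0.05 for all 20 sets lowered by 40% and for 4 of 100 random sets. Noise was drawn independently for each gene, so these tests do not show how the p-values behave for genes that vary together. The genes changed in the limma test were drawn from the better expressed ones. A reduction by 40% is also larger than the median log2 fold change of -0.31 of the Fig. 1d genes, so recovery of a change of that size was not tested.

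The genes named in the text follow a rule set in advance, which covers every gene of Fig. 1d, *Trp53* and *Cdkn1a*, the genes that the paper names for these tumors or as p53 targets, and the 5 largest increases and 5 largest decreases among genes with an adjusted p-value under 0.05 and no overlap between the genotypes. Other genes are said to have been chosen after their values were seen. Some genes of Fig. 1d are not reported here singly. The alternatives were a pseudocount of 0.1, no expression filter, a mean of at least 5 TPM, median-of-ratios rescaling, quantile normalization, centring on or division by 12 epithelial marker genes, the replicate number as a block, empirical Bayes without trend, array quality weights, other thresholds, other rankings, weight 0, limma's camera, permutation of the tumors, other gene lists, and each tumor left out in turn. The replicate numbers come from the sample labels. Mouse embryo fibroblasts, qRT-PCR, Western blots and mass spectrometry were not analysed here.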

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

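The tests of scaling and of neutrophil content in this part were chosen only after the increases had been seen. The 5 genes below drew attention because they showed the largest increases in *VP* tumors, relative to *Trp53* fl/fl tumors, among genes that the paper does not discuss. Each was higher in 3 of 3 *VP* tumors than in every *Trp53* fl/fl tumor. *Ngp*, which encodes neutrophilic granule protein, was at 0.547 ± 0.307 TPM (SD, n = 3) in *Trp53* fl/fl tumors and 32.9 ± 15.2 TPM (SD, n = 3) in *VP* tumors, a log2 fold change of 4.37 (limma adjusted p = 0.0080). *Reg3b*, which encodes an antimicrobial lectin, rose from 64.7 ± 21.7 TPM to 491 ± 93.6 TPM (SD, n = 3 each), a log2 fold change of 2.94 (limma adjusted p = 0.0143). The log2 fold changes of *AA465934* and *Plac9a* were 2.88 and 2.37 (limma adjusted p = 0.0067 and 0.0035). *Gm29787* was listed at 0 in the 3 *Trp53* fl/fl tumors and at 4.74, 6.21 and 3.10 TPM in the *VP* tumors, which gives 2.47 on the log2(TPM + 1) scale (limma adjusted p = 0.0207). The limma adjusted p-value rose above 0.05 in 7 alternative settings for *Gm29787*, in 4 for *Reg3b* and in 2 for *Ngp*. Its largest values were 0.114, 0.101 and 0.0795. For *AA465934* and *Plac9a* it stayed under 0.05 in every alternative.

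Scaling by a few abundant genes would inflate increases in TPM. With median-of-ratios rescaling the smallest of the 5 log2 fold changes was 2.43, so scaling does not account for them. A larger share of neutrophils is a candidate explanation for *Ngp*. A list of 16 neutrophil genes without *Ngp*, of which 14 were tested, was higher in *VP* tumors for all 14, with a median log2 fold change of 0.81 that lay at percentile 100 of the expression-matched lists. The median was 0.87, 0.89 and 0.63 with median-of-ratios rescaling, quantile normalization and epithelial centring. *S100a8* and *S100a9*, chosen after their values were seen, had log2 fold changes of 1.97 and 1.73 (limma adjusted p = 0.182 for each). Whether more neutrophils in *VP* tumors would follow from the genotype or from the tissue sampled cannot be told apart here, and the test says nothing about *Reg3b*, *AA465934*, *Gm29787* or *Plac9a*. GENCODE M21 lists a copy of *Plac9a* named *Plac9b* that was not analysed here, so reads shared between the copies remain open. *AA465934* and *Plac9a* also lie near other genes that differed, which is taken up under the neighbouring genes below.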

How the results depend on the processing

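None of the tests in this part was chosen after its result was seen, apart from the adjustment of camera over all Reactome sets, and all alternatives were set before the data were examined. The cause of each change given here was not tested. The NES of the peroxisomal FAO set stayed positive under each alternative that gives an NES, between 1.31 with exact permutation of the tumors (one-sided p = 0.05) and 2.78 with weight 0, and limma's camera also gave lower expression in *VP* tumors (p = 8.1e-06). Its p-value rose above 0.05 only with the Reactome set (NES 1.40, gene permutation p = 0.0805), which limma's camera had lower in *VP* tumors with an adjusted p of 0.0318 over 855 sets. Across the 6 fits that each left out a tumor the NES ran from 1.64 to 1.89. Taking Acaa1 as *Acaa1a* alone could not move it, since *Acaa1b* was below the filter. The mean per tumor differed by -0.34 with a pseudocount of 0.1, by -0.22 with median-of-ratios rescaling and with quantile normalization, by -0.45 with epithelial centring and by -0.29 to -0.24 with a tumor left out.

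Division by the epithelial markers turned the NES of mitochondrial FAO (0.47), nucleotide biosynthesis (0.72) and fatty acid metabolism (0.55) toward *Trp53* fl/fl tumors. Because this division lowers every gene of the *VP* tumors alike, these signs follow the shift of all genes and do not show a change of the sets relative to other genes. The nucleotide score was also reversed without the expression filter (0.48) and ran from -1.08 to 0.88 with a tumor left out. Fatty acid metabolism passed 0.05, toward *VP* tumors, with median-of-ratios rescaling (NES -1.50, gene permutation p = 0.0161), weight 0 (NES -2.25, p = 0.0016) and limma's camera (p = 0.0299, but adjusted p = 0.143 over 855 Reactome sets), and ran from -1.35 to -0.87 with a tumor left out (p from 0.0484 to 0.753). Mitochondrial FAO was higher in *VP* tumors with limma's camera (p = 0.0448), while exact permutation of the tumors gave a one-sided p of 0.2.

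The 25 genes with an adjusted p-value under 0.05 became 7 without the filter, 323 with array quality weights, 44 at an adjusted p-value under 0.1, 280 at an unadjusted p-value under 0.05 with an absolute log2 fold change of at least 1, and 6 to 28 with a tumor left out. The array weights rest on an estimate that did not converge. Higher calls made up 48.0% of the 25 (12 against 13 lower), 59.1% with median-of-ratios rescaling (13 against 9) and 32.3% with epithelial centring (10 against 21). Epithelial centring moved the median log2 fold change of all genes from -0.07 to -0.25. It lowers every gene by the same amount, so that changes under it are read against that shift. Higher calls made up 70.0% with the replicate block (7 against 3) and 58.8% to 75.0% with a tumor left out. The balance of directions thus also depends on single tumors. The number of peroxisomal FAO genes that passed the adjustment over all genes rose from 0 to 1 with epithelial centring and to 1 with array quality weights, with 15 and 9 genes at an unadjusted p-value under 0.05, against 5 in the main setting. Under the other alternatives none passed, and 3 to 7 had an unadjusted p-value under 0.05.

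With the replicate number as a block, 10 genes had an adjusted p-value under 0.05, of which 8 were among the 25. The NES, ranked by limma's moderated statistic, was 1.81 for peroxisomal FAO (gene permutation p = 0.0017), -1.31 for mitochondrial FAO (p = 0.146), -0.59 for nucleotide biosynthesis (p = 0.984) and -1.18 for fatty acid metabolism (p = 0.160). Within replicate numbers the peroxisomal FAO mean differed by -0.35 to -0.23 (exact sign-flip test, p = 0.25, the smallest possible). Same-numbered tumors came from different mice, and their deviations from the group means correlated at -0.0053 on average, against 0.0026 for tumors of different number, so the numbers do not pair the tumors.

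The 6 tumors can be split into 3 and 3 in 10 ways, so that no share of splits under 0.1 is possible. Of these, 4, the real one included, part all 3 same-numbered pairs, while the others part 1. As many genes with an adjusted p-value under 0.05 came from 1 of the 10 splits, the real one (1 of the 4), and the other splits gave 0 to 4 genes, with 277 to 1259 at an unadjusted p-value under 0.05. An enrichment score as large in size came from 1 split for peroxisomal FAO (1 of the 4), from 4 for mitochondrial FAO (2 of the 4), from 10 for nucleotide biosynthesis (4 of the 4) and from 4 for fatty acid metabolism (2 of the 4). For fatty acid metabolism among genes lower in *VP* tumors, the odds ratio of 0 was reached by all 10 splits, as it had to be, and its constancy shows no stability, since chance gives 0.598 members.

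Among single genes, signs changed for small fold changes. Median-of-ratios rescaling gave *Atic* 0.031, *Mthfd2* 0.020, *Gmps* 0.030 and *Lpin1* 0.039, quantile normalization *Mthfd2* 0.044 and *Lpin1* 0.060, epithelial centring *Acly* -0.067, *Gpx1* -0.0030, *Impdh1* -0.088 and *Impdh2* -0.050, by no more than the shift of all genes, and array quality weights *Cat* 0.039, *Impdh1* -0.026 and *Acad11* 0.052. With a tumor left out, *Abcd4* ran from -0.25 to 0.069, *Atic* from -0.14 to 0.046, *Acly* from -0.099 to 0.23, *Mthfd2* from -0.19 to 0.077, *Impdh1* from -0.069 to 0.18, *Gmps* from -0.14 to 0.048, *Lpin1* from -0.14 to 0.17 and *Srebf1* from -0.26 to 0.0020. In the other alternatives of single genes, 598 kept their direction and their side of the threshold, 47 no longer passed it and 2 newly passed it. Of the 47, 7 concerned *Gm29787*, 6 *Trp53* (limma adjusted p up to 0.104), 4 *Reg3b*, 2 *Ngp* and 2 *Ephx1*. The rest concerned assembled transcripts without a name. Because the depth is unknown, nothing can be said of counting error in genes near 1 TPM.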

Differences from the paper's values

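The Reactome set of glycolysis was tested only after its result had been seen, and the other tests in this part were not. For mitochondrial FAO in CRC tumors, the paper's GSEA p-value is 0.435, and the value here was 0.20. The genes behind the paper's value are not listed in its text, so the gene sets may differ. Of the alternatives set before the data were examined, ranking by log2 fold change (0.341), no expression filter (0.492), the Reactome set (0.350) and leaving out *VP* replicate 2 (0.392) came within 1.5 times the paper's value. Ranking by limma's moderated statistic, with or without the replicate block, the mean of at least 5 TPM, median-of-ratios rescaling, division by the epithelial markers, weight 0, the other 5 fits with a tumor left out, exact permutation of the tumors and camera did not.

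For peroxisomal FAO, the paper's p-value is about 0.012 in Fig. 1c, read by eye, against 0.0023 here. The value here used the genes of Fig. 1d, which may differ from the unlisted set of Fig. 1c. A mean of at least 5 TPM (0.0103), leaving out *Trp53* fl/fl replicate 3 (0.0117) and leaving out *VP* replicate 1 (0.0130) came within 1.5 times of it, and none of the other alternatives set before the data were examined did. The paper's NES of about 1.3 in Fig. 1c, read by eye, compares with 1.80 here and with 1.31 from exact permutation of the tumors.

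The paper places fatty acid metabolism among the terms of genes lower in *VP* tumors (Fig. 1b). Here the NES of the Reactome set was -1.20, on the side of *VP* tumors. Of the 113 lower genes 0 belonged to the set, with 1 member lower at an unadjusted p-value under 0.05 alone, but chance gives only 0.598 members, so this count does not bear on the term. Fig. 1b also shows the glycolytic process among the lower terms. The genes and cutoff behind that figure are not stated, and glycolysis was not tested among the lower genes here. Values of a Reactome set therefore do not test that term directly. The 25 tested genes of the Reactome set of glycolysis had a median log2 fold change of 0.25, with 20 higher and 5 lower in *VP* tumors (camera adjusted p = 2.4e-05 over 855 sets), and medians of 0.32, 0.26 and 0.07 with median-of-ratios rescaling, quantile normalization and epithelial centring. The paper reports enrichment of nucleotide biosynthesis transcripts in *VP* tissues (Fig. S3c). The score here was on that side but small, at -0.55 (gene permutation p = 0.993), and the smallest p-value among its alternatives was 0.0762, with weight 0. The paper reports *Ehhadh*, *Acaa1*, *Scp2*, *Acox3* and *Abcd4* as higher in *Trp53* fl/fl CRCs. The direction was the same here for *Ehhadh*, *Acaa1a*, *Scp2*, *Acox3* and *Abcd4*, but none passed the adjustment over all genes, and *Acox3* had an unadjusted p-value under 0.05.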

Other observations

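The tests in this part were chosen only after the result they bear on was seen, except the test of the genes of Extended Data Table 5. For the lower peroxisomal FAO mean in *VP* tumors, a general downward shift of expressed genes was weighed first. The median log2 fold change of the 17 tested genes lay at percentile 0.065 of the expression-matched lists, whose own median was -0.07. With median-of-ratios rescaling the median of all genes tested was -0.007, while that of the list was -0.24, with all 17 genes lower. These values argue against a general shift as the source of the lower list. The list comes from a figure of the same tumors (Fig. 1d), however, so that its genes may have been chosen for being lower. Neither this percentile nor the other tests of the list can rule out such a choice. The Reactome set of peroxisomal lipid metabolism was not taken from the paper but shares genes with Fig. 1d, *Scp2* and *Acaa1a* among them. Its median was -0.22 at percentile 0.62 of its expression-matched lists, with 18 of 21 genes lower. Medians were -0.15, -0.18 and -0.40 with median-of-ratios rescaling, quantile normalization and epithelial centring. Its NES of 1.40 did not pass 0.05 (gene permutation p = 0.0805). The genes of this set outside Fig. 1d were not tested apart, so it cannot rule out such a choice either. A regression of the log2 fold changes on GC content and transcript length, which all 17 genes have, explained a share of 0.0653 of their variance over 14731 genes. It left the median of the list at -0.32, against -0.31 before, so the fitted part does not carry the difference, and effects of GC content or length outside this fit were not tested. A smaller share of epithelial cells would lower epithelial transcripts in general, but the epithelial markers were higher in *VP* tumors (median log2 fold change 0.16), and the difference was -0.45 after centring on them, which lowers every gene by the same amount. By these markers alone, a smaller share of epithelial cells does not account for the difference. The markers lay at percentile 94.42 of their expression-matched lists. Lists of muscle, plasma cell and immune genes were also higher in *VP* tumors, with medians of 0.23, 0.19 and 0.12 at percentiles 99.65, 98.19 and 97.81. A stroma list was lower, with a median of -0.10 at percentile 14.82. Whether these cell types contribute to the difference was not tested. The mix of epithelial cell types is another matter. A list of 10 stem cell and Wnt target genes had a median of -0.33 at percentile 0.03 of its expression-matched lists, with 8 genes lower, and a list of 8 goblet cell genes had a median of -0.09 at percentile 8.18, with 5 lower. Both medians stayed negative with median-of-ratios rescaling, quantile normalization and epithelial centring. A list of 12 genes of mature colonocytes went the other way, with a median of 0.07 at percentile 89.8 and 7 genes higher, though its median was -0.11 with epithelial centring. Whether such a change in cell types contributes to the lower peroxisomal FAO mean was not tested, so the difference cannot be told apart from it. Differences between the mouse strains were not tested for these genes. That the difference follows from p53 loss remains a hypothesis, since the split of the 6 tumors cannot be told apart from chance at this size.

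A list of 21 known p53 target genes was lower in *VP* tumors for all 21, with a median log2 fold change of -0.56 at percentile 0 of the expression-matched lists and of -0.74 after epithelial centring, which includes the shift of all genes. Medians were -0.51 with median-of-ratios rescaling and -0.53 with quantile normalization. Neither a general shift nor the epithelial share, as the markers above measure it, accounts for this. A change in the mix of epithelial cell types or in other cell types was not tested. *Phlda3* and *Ccng1*, chosen after their values were seen, had log2 fold changes of -1.78 and -1.28 (limma adjusted p = 0.0447 and 0.280). By comparison, the peroxisomal FAO list fell less, with a median of -0.31, and whether the lists differ was not tested.

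Extended Data Table 5 lists 43 genes whose proteins were less acetylated in *VP* tumors, and 42 of them were found among the genes measured here. If less mRNA lay behind the lower acetylation, their transcripts would be lower. Their median log2 fold change was 0.09, with 26 genes higher and 16 lower in *VP* tumors, at percentile 97.8 of the expression-matched lists. The median was 0.16 with median-of-ratios rescaling, 0.06 with quantile normalization and, below 0 like most genes under that shift, -0.09 with epithelial centring. Lower mRNA therefore does not account for the lower acetylation of these genes taken together. It remains possible for the 16 lower genes, since acetylation and mRNA were not compared gene by gene.

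The 18S ribosomal RNA gene *Rn18s*, chosen after its values were seen, fell from 5741 ± 338 TPM to 2539 ± 142 TPM (SD, n = 3 each) in *VP* tumors, a log2 fold change of -1.18 (limma adjusted p = 0.0289). Less carryover of RNA without a poly(A) tail in the *VP* libraries is a candidate explanation. Of 9 other tested genes listed as having RNA without a poly(A) tail, 8 were lower in *VP* tumors. The median log2 fold change of the 9 was -0.36, at percentile 0.595 of the expression-matched lists, which goes with that explanation. The 9 include histone genes such as *H2bc4* and *H1f2*, whose transcripts were not checked here for a poly(A) tail. Among the 9, *Scarna2* alone had an unadjusted limma p-value under 0.05 (0.0241). The list held 20 genes, of which 18 were matched, and it rests on few genes. No biological explanation was tested.

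*Xist*, which is expressed from the inactive X chromosome, was at 47.7 to 139 TPM across the 6 tumors, while *Ddx3y*, *Uty*, *Kdm5d* and *Eif2s3y* on the Y chromosome stayed at or below 0.21 TPM. The methods describe male mice for this model, which these values argue against for the 6 sequenced tumors. All 4 of these Y-linked genes are listed with the values, so they were not left out of the quantification, and 5 of 1548 genes on the Y chromosome reached 1 TPM in any tumor. The opposite pattern, *Xist* below 1 TPM and 1 of these 4 genes above it, was seen in 0 tumors. Since all 6 tumors show *Xist*, an exchange among them or with another *Xist*-positive sample would leave no trace, so a mislabelled sample cannot be ruled out. These genes were chosen after their values were seen. The log2 fold change of *Xist* was -0.90 (limma adjusted p = 0.269). No biological explanation was tested.

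Of the 25 genes with an adjusted p-value under 0.05, 20 have coordinates in GRCm38, and 4 of them lie within 1 Mb of another. These are *Slfn9* (chromosome 11 from 82978390 to 82991830, log2 fold change -1.81) and *AA465934* (from 83291699 to 83294632, 2.88), and *Plac9a* (chromosome 14 from 25887506 to 25903100, 2.37) and *Tmem254a* (from 25923300 to 25927672, 1.88). *Slfn9* and *Tmem254a* were chosen after their values were seen. Random draws of as many tested genes gave 0.642 such genes on average, and as many or more in a share of 0.0369. Regional differences between the strains from which the *Trp53* fl/fl and *VP* mice descend may therefore contribute to these calls, which cannot be told apart from an effect of p53 with these data. *Nnt*, also chosen after its values were seen, was lower in *VP* tumors, with a log2 fold change of -1.35 (limma adjusted p = 0.0207).

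Among the largest decreases, the pseudogene *Gm45665* was at 20.15, 28.75 and 20.04 TPM in *Trp53* fl/fl tumors and listed at 0 in the *VP* tumors. *Ephx1* fell from 35.2 ± 5.91 TPM to 8.27 ± 0.980 TPM (SD, n = 3 each), a log2 fold change of -1.96 (limma adjusted p = 0.0080). Of the 25 genes, 4 carry an assembled-transcript ID without a name or coordinates, and 3 of these are among the 5 largest decreases, with log2 fold changes from -3.37 to -2.26. Over all genes tested, the values of the genotypes did not overlap for 2922 genes, or 19.3%, against the 10% that chance gives with 3 tumors against 3.

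A pair of sets was chosen after their values were seen among 855 Reactome sets tested with camera. Of this pair, interferon gamma signaling was higher in *VP* tumors (77 genes, median log2 fold change 0.23, 53 higher, adjusted p = 4.6e-07) and alpha-defensins were lower (27 genes, median -1.60, 27 lower, adjusted p = 1.4e-05). The medians were 0.30, 0.26 and 0.05 for the interferon set and -1.53, -1.58 and -1.78 for the defensins with median-of-ratios rescaling, quantile normalization and epithelial centring. Defensin genes are near-identical copies whose reads the quantification could have divided, so their number is uncertain. Of genes that the paper studies in cells or at the protein level, *Vdr* was higher in *VP* tumors (log2 fold change 0.44, limma adjusted p = 0.341) without overlap between the genotypes, while *Kat2b* (-0.22), *Acss2* (0.23), *Acly* (0.11) and *Cat* (-0.13) overlapped.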
